# TATTOO-seq delineates spatial and cell type–specific regulatory programs in the developing limb

**DOI:** 10.1126/sciadv.add0695

**Published:** 2022-12-14

**Authors:** Sébastien Bastide, Elad Chomsky, Baptiste Saudemont, Yann Loe-Mie, Sandrine Schmutz, Sophie Novault, Heather Marlow, Amos Tanay, François Spitz

## Abstract

The coordinated differentiation of progenitor cells into specialized cell types and their spatial organization into distinct domains is central to embryogenesis. Here, we developed and applied an unbiased spatially resolved single-cell transcriptomics method to identify the genetic programs underlying the emergence of specialized cell types during mouse limb development and their spatial integration. We identify multiple transcription factors whose expression patterns are predominantly associated with cell type specification or spatial position, suggesting two parallel yet highly interconnected regulatory systems. We demonstrate that the embryonic limb undergoes a complex multiscale reorganization upon perturbation of one of its spatial organizing centers, including the loss of specific cell populations, alterations of preexisting cell states’ molecular identities, and changes in their relative spatial distribution. Our study shows how multidimensional single-cell, spatially resolved molecular atlases can allow the deconvolution of spatial identity and cell fate and reveal the interconnected genetic networks that regulate organogenesis and its reorganization upon genetic alterations.

## INTRODUCTION

During embryonic development, cells acquire different identities according to a specific patterning blueprint, which ensures that organs and other structures are correctly positioned along the body plan (*1*). Impaired establishment of spatial cues or the inability of cells to correctly acquire and interpret positional information can lead to developmental abnormalities (*2*, *3*), and modulation of patterning centers’ activity has been suggested to underlie evolutionary morphological diversification (*4*–*7*). The recent development of single-cell transcriptomics has allowed the characterization of cell state diversity within a tissue and to identify the associated gene signatures (*8*). However, spatial position is usually lost in the process, which is problematic in the context of embryonic patterning. Several methods have been developed to preserve or retrieve spatial information in single-cell data, each with specific strengths, limitations, and trade-offs. Retrospective mapping of single-cell clusters using spatial landmark genes (*9*, *10*) relies on arbitrary binary thresholds and may become impractical when experimental conditions affect landmark genes. Highly multiplexed single-molecule RNA–fluorescence in situ hybridization (FISH) (multiplexed error-robust–FISH and sequential FISH) (*11*, *12*) and in situ sequencing methods (fluorescent in situ sequencing and spatially-resolved transcript amplicon readout mapping) (*13*, *14*) provide direct quantitative spatial measurements, but their detection power remains limited to a couple thousands of genes simultaneously. Spatially resolved mRNA captured via barcoded beads (Slide-seq and Stereo-seq) (*15*, *16*) offers high spatial resolution for tissue sections but yields sparse datasets that impede lowly expressed gene detection and does not currently provide single-cell resolution. Furthermore, both approaches remain technically challenging, requiring specialized equipment and reagents, and often inconvenient for large specimens. Here, we present a simple alternative approach, TATTOO-seq, allowing the characterization of thousands of cells by single-cell RNA sequencing (scRNA-seq), while independently recording their spatial position of origin and transcriptome.

As a proof of principle, we applied TATTOO-seq to characterize the genetic programs coordinating spatial patterning and cell identity in the developing mouse limb, a classic model of patterning and differentiation. In the limb, secreted fibroblast growth factors (FGFs) from the distal apical ectodermal ridge (AER) and sonic hedgehog (SHH) from the posterior zone of polarizing activity (ZPA) define a coordinate system along the proximal-distal (PD) and anterior-posterior (AP) axes, respectively (*7*, *17*). Within this patterned field, mesenchymal progenitor cells, migrating myoblasts, and neurons will differentiate and organize into cartilage and bone, muscles, tendons, ligaments, connective tissues, nerves, and blood vessels (*18*–*20*). Undifferentiated mesenchymal precursors that populate the limb bud expand at different rates and adopt different fates depending on their location. Notably, chondrogenic condensations form in response to these positional cues and build a cartilage anlagen that will later on be ossified. Others make up the fibrous connective tissue that connects the musculoskeletal system: tendons and ligaments. Spatial information thus directly affects the number, position, shape, and length of the skeletal elements, as well as the attachment of muscle and connective tissues that make up a functional limb. Accordingly, the extensive diversity of limb morphologies observed in tetrapods often seems to result from changes to early limb patterning mechanisms or their interpretation by chondrogenic progenitors (*4*, *5*, *7*, *21*). Similarly, alterations in the genes regulating the formation and activity of the limb patterning centers underlie many of the limb malformations found in human patients [e.g., (*22*–*25*)]. Although decades of genetic studies have identified the signaling pathways (*26*, *27*) and transcription factors (TFs) (*28*–*31*) controlling limb patterning and the differentiation of its cell types, we still lack a comprehensive understanding on how individual cells define and adapt their gene regulatory programs according to their position. Furthermore, while limb patterning has been extensively studied in the context of the formation of the skeletal elements, the influence of patterning signals on the organization and specialization of the other types of connective tissues are far less understood.

## RESULTS

### An unbiased strategy for spatially resolved scRNA-seq

TATTOO-seq is based on an optical registration system (Fig. 1A) using the constitutively expressed photoconvertible protein Kikume Green-Red (KikGR1) (*32*). The modulation of the degree of photoconversion of cellular KikGR1 proteins produces distinct levels of red-to-green fluorescence ratios, which are used as a positional index in a flexible, user-defined, spatial coordinate system. This index can be recorded as cells are fluorescence-activated cell sorting (FACS)–sorted into barcoded 384-well plates and processed by massively parallel scRNA-seq (MARS-seq) (*33*). This strategy enables the independent determination of single-cell positions and transcriptomes, with improved flexibility over simple photoactivation [as used for NICHE-seq (*34*)].

**Fig. 1.**
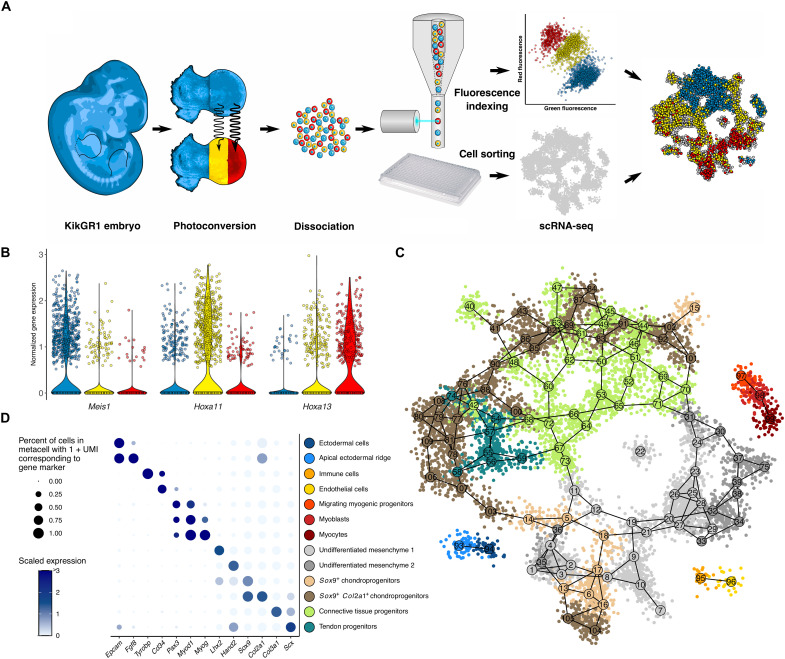
TATTOO-seq simultaneously records the position and measures the transcriptome of single cells in the mouse limb bud. (**A**) Overview of TATTOO-seq. (**B**) Expression of PD markers *Meis1*, *Hoxa11*, and *Hoxa13* (*78*) for each color along the PD axis. (**C**) Two-dimensional projection of the metacell graph. (**D**) Marker gene expression in each annotated cell type.

We used TATTOO-seq to study patterning and differentiation in embryonic day 10.5 (E10.5) to E11.5 mouse forelimb buds. Under our experimental conditions, photoconversion was homogeneous throughout the limb thickness and did not affect cell viability or gene expression (fig. S1). To characterize the developing limb bud transcriptional landscape, we sorted ~10,000 live cells from E11.5 forelimbs (45 to 51 somites; embryos, *n* = 4; limbs, *n* = 7) and performed MARS-seq (*33*). 

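The wild-type data came from 7 forelimbs of 4 embryos, which carry the numbers 2, 3, 5 and 7. Embryos 2 and 3 each gave a limb with the PD pattern and a limb with the AER pattern, embryo 5 gave a limb with the AP pattern and a limb with the AER pattern, and embryo 7 gave a limb with the AP pattern. The wild-type limbs with the AER pattern lacked the proximal part, whereas the other limbs were whole. In MARS-seq, each transcript molecule of a cell receives a UMI before amplification, and the wells of each half-plate are pooled. The deposited values are UMI counts per gene and well, without normalization, which the authors made from reads mapped to the mm9 genome. They cover 56 half-plates with 10752 wells. Spike-in and mitochondrial counts were left out here, and wells with 2000 to 15000 remaining UMIs were kept as cells. The kept cells held between 5467909 and 15921582 UMIs per embryo, with a median of 14711944.5. Expression was given in CPM, the UMIs of a gene scaled to a common total, of all cells of a group in 1 embryo. The share of cells with a gene was taken after every cell had been thinned at random to 2000 UMIs, so that cells of different depth could be compared. Cells were grouped by graph-based clustering, and the groups are named with the suffix "-like" because their names rest on marker genes listed before the data were examined. Clusters that these markers left unnamed were counted as mesenchyme-like. The embryo was the replicate in every comparison, since cells of the same embryo are not independent. Embryo 2 was collected on another date than embryos 3, 5 and 7. Y-linked UMIs reached 181 CPM in the AER-pattern limb that carries the number 3 and 2.68 CPM in the PD-pattern limb with the same number, and both limbs were analyzed under this number. The color of the individual wells was not used, so none of the values refers to a position within a limb.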

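Between 2000 and 15000 UMIs were found in 8693 wells of the wild-type limbs. Embryo 2 contributed 2446 of these cells, embryo 3 contributed 2637, embryo 5 contributed 2280, and embryo 7, with a single limb, contributed 1330. Of the other filters tried, a minimum of 2500 UMIs moved the number most, to 8283. It was 8772 without an upper limit and 8687 when mitochondrial UMIs were counted in the total.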

A total of 8750 cells were kept after quality control filtering [unique molecular identifier (UMI) > 2000] (fig. S2A). To limit batch effects, we used different photoconversion patterns on the two forelimbs of each embryo. We first examined the efficiency of the KikGR1-encoded optical registration method to correctly identify the position of origin of cells. We considered the expression of the positional markers *Meis1* (proximal), *Hoxa11* (medial), and *Hoxa13* (distal) (*17*) in samples photoconverted along the PD axis (Fig. 1B). The expression of these markers showed strong concurrence with the expected indexed color, validating that TATTOO-seq accurately retains positional information.

### A molecular atlas of the developing limb bud

We used MetaCell (*35*) to identify transcriptionally homogeneous groups of cells and reconstruct the developing limb bud’s transcriptional manifold. We identified 109 metacells (Fig. 1C). As a control for batch- or stage-specific biases, we analyzed the contribution of each embryo to the different metacells (fig. S2, B and C). 

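MetaCell was not available, so wild-type cells were clustered with Seurat at resolution 6, which gave 65 clusters. Of these, 45 held at least 1 cell of every embryo. The number depended most on the minimum number of cells, and 22 clusters held at least 5 cells of every embryo. At resolution 3, 34 of 39 clusters held cells of every embryo, and at resolution 12, 62 of 105 did. After the expression of variable genes had been centered within each collection date, it was 49 of 59 clusters.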

The vast majority of the metacells comprised cells from all four embryos, indicating that the corresponding cell states are present in the limb throughout the period analyzed (45 to 51 somites). 

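In 12 of the Seurat clusters of wild-type cells, most cells came from embryo 2, compared with 7 clusters for embryo 3, 6 for embryo 5, and 4 for embryo 7. With the cell numbers of the embryos made equal, 15 other clusters had less than 5% of their cells from embryo 2. The 12 clusters held 1026 cells of embryo 2, of which 608 came from its AER-pattern limb. They took up 49% of the cells of that limb (95% Wilson interval 46.2 to 51.8) and 34.7% of the cells of the whole limb with the PD pattern (32.1 to 37.4). These intervals cover counting error and not the spread between embryos. After centering within each collection date, 4 clusters drew most of their cells from embryo 2. The numbers for embryos 3, 5, and 7 also fell, to 1, 4, and 1, so the drop was not specific to embryo 2. Without centering, the number for embryo 2 was 3 at resolution 3 and 25 at resolution 12. Embryo 2 is the single wild-type embryo of its date, so its own traits and those of the date cannot be told apart.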

We, however, noticed that metacells 5, 17 to 19, 21, and 27 showed a biased contribution from embryo #2 (45 somites), but not from embryo #5 (45 somites as well), a bias that could be explained by the specific sampling of medial and distal cell states in sample #2 or a batch effect. For example, the transcriptome of metacell 27 (mostly from embryo #2) is very similar to that of metacell 26 (which is depleted from cells from embryo #2). This suggests that metacells 26 and 27 represent the same cell state, up to a batch effect. We then assigned each metacell to the different cell populations present in the limb bud using known cell type–specific markers (Fig. 1D and fig. S3). The average expression in each metacell (as a ratio to the median expression in all metacells) is provided in table S1. 

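Of the kept wild-type cells, 8247 fell into mesenchyme-like clusters and 446 into clusters of other cell types. The mesenchyme-like cells include those of clusters that the markers left unnamed. These were 1163, 1119, 727, and 683 cells in embryos 2, 3, 5, and 7. The other cell types included 269 myogenic-like cells, which serve as the cell type in which mesenchymal genes should be absent or rare. Before thinning, the median depth was 5291 UMIs in mesenchyme-like cells and 7077 UMIs in myogenic-like cells.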

Mesenchymal cell states constituted the bulk of the data and formed a continuum of related cell states. Multiple metacells represented the chondrogenic lineage, comprising *Sox9*^+^-condensing chondroprogenitors, *Col2a1^+^* early-stage chondrocytes, and some *Acan^+^* chondrocytes (fig. S3D). 

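After thinning, *Sox9* was detected in 46.9% ± 4.52 (SD, n = 4 embryos) of wild-type mesenchyme-like cells, *Col2a1* in 44.1% ± 5.36, and *Acan* in 1.25% ± 0.469. The shares in myogenic-like cells were 14.9% for *Sox9*, 21.6% for *Col2a1*, and 2 of 269 cells for *Acan*. *Col2a1* was detected in 96.6% ± 2.62 of the *Acan*-positive cells and in 43.5% ± 5.19 of the *Acan*-negative cells, a log2 odds ratio of 4.73 ± 1.05. For *Sox9*, the shares were 88.1% ± 8.78 and 46.3% ± 4.46, and the log2 odds ratio was 3.08 ± 0.96. Each of these odds ratios had the same direction in all 4 embryos, the most that 4 embryos can show, since an exact sign-flip permutation test cannot reach p = 0.05 with them.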

Each differentiation stage spread throughout the mesenchymal projection (Fig. 1C, brown metacells). Dense regular connective tissue progenitors differentiating into tenocytes and ligament fibroblasts showed expression for *Col3a1*, while more differentiated tendon progenitors expressed *Scx* (fig. S3E). 

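In wild-type mesenchyme-like cells, *Col3a1* was detected in 43.2% ± 3.10 (SD, n = 4 embryos) and *Scx* in 25.8% ± 4.30 of thinned cells, against 14.5% and 8.92% of the myogenic-like cells. *Col3a1* was found in 52.3% ± 3.90 of the *Scx*-positive cells and in 39.8% ± 2.94 of the *Scx*-negative cells. The log2 odds ratio of detecting both genes was 0.73 ± 0.23 and lay above 0 in every embryo, between 0.51 and 1.01.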

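Chondroprogenitor-like wild-type cells with at least 1 *Acan* UMI after thinning numbered 11 in embryo 2, 26 in embryo 3, 26 in embryo 5, and 21 in embryo 7. *Col3a1* reached 318, 231, 327, and 190.5 CPM in these cells, from 7, 12, 17, and 8 UMIs. In *Acan*-negative chondroprogenitor-like cells of the same embryos, it reached 289.8, 217, 304.5, and 283 CPM. The log2 ratio between both groups of cells was -0.06 ± 0.33 (SD, n = 4 embryos; exact sign-flip permutation test, p = 1), so no difference was detectable at this depth. Its direction depended on embryo 7, without which the mean was 0.11, and on the minimum depth, since cells with at least 2500 UMIs gave 0.12.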

Noteworthy, *Col3a1* transcripts were also detected in the most differentiated chondrocyte metacells. 

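None of *Sox9*, *Col2a1*, and *Acan* was detected in 37.7% ± 5.46 (SD, n = 4 embryos) of wild-type mesenchyme-like cells thinned to 2000 UMIs. When *Col3a1* and *Scx* were added to the list, 16.6% ± 4.43 of the cells remained without a UMI of any of the genes. At this depth, a cell without a UMI can express a gene at a low level, and UMIs of each of these genes were also found in myogenic-like cells, so these shares do not bound the share of cells without expression in either direction.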

The remaining uncommitted mesenchymal cells expressed none of the canonical chondrogenic or connective tissue markers. This undifferentiated mesenchyme exhibited a diversity of cell states that could be classified into two main classes based on *Lhx2* and *Hand2* expression (fig. S3F). 

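After thinning, *Lhx2* was detected in 20.4% ± 3.41 (SD, n = 4 embryos) and *Hand2* in 33.4% ± 2.85 of wild-type mesenchyme-like cells, and the shares in myogenic-like cells were 2.97% and 3.35%. *Hand2* was found in 29.7% ± 5.15 of the *Lhx2*-positive cells and in 34.5% ± 3.56 of the *Lhx2*-negative cells. The log2 odds ratio of detecting both genes in a cell was -0.32 ± 0.41. It ranged from -0.89 in embryo 5 to 0.07 in embryo 7 and was below 0 in 3 of 4 embryos (exact sign-flip permutation test, p = 0.25).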

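The clustering of wild-type cells gave an ectoderm-like cluster of 65 cells and an AER-like cluster of 54 cells. In the joint clustering with mutant cells, *En1* averaged 258.5 ± 76.3 CPM (SD, n = 4 wild-type embryos) over all ectoderm-like cells and 174 ± 62.4 CPM after AER-like cells were left out. *Wnt7a* averaged 63.3 ± 2.47 CPM over all ectoderm-like cells and 99.7 ± 35.7 CPM without AER-like cells. In mesenchyme-like cells, *En1* averaged 3.16 CPM and *Wnt7a* 0.0685 CPM. Between 7 and 56 ectoderm-like cells were available per wild-type embryo, and no further division of these cells was tested.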

At this level of resolution, we did not capture any transcriptional difference along the dorsal-ventral (DV) axis in the mesenchyme (fig. S4, A and B), and although our clustering allowed separating the AER from the dorsal and ventral ectoderm, we were not able to separate the dorsal *Wnt7a*-expressing ectoderm from the *En1*-expressing ventral ectoderm (*36*) (*En1* is also expressed in the AER; fig. S4C). Two metacells representing cell states derived from the same cell type often show multiple differentially expressed TFs (log fold change > 2). This highlights the existence of distinct regulatory programs within a given cell type, corresponding to differentiation stage, spatial position, or other factors (fig. S5).

### The fine-scale organization of limb bud patterning

As mentioned above, the flexibility of optical registration allows using patterns that closely fit the spatial organization of the structure of interest and capture its multidimensional organization by different user-defined patterns of photoconversion. For the limb, we applied patterns of photoconversion to register cell positions along the PD and AP axes of the limb bud, with respect to the distance to the AER (Fig. 2A). The gating strategy is shown in fig. S6. Overlaying this color information about the metacell graph revealed a strong spatial component to its organization (Fig. 2A). With the exception of endothelial and ectodermal metacells, metacells’ color composition was more homogeneous than expected by chance (fig. S7), indicating that metacells reside at precise spatial locations. This fact supports that metacells represent different biological states and are not clustering artifacts. It directly demonstrates that cell position is a strong component of mesenchymal cell identity as reflected by the expression of position-specific transcriptional programs.

**Fig. 2.**
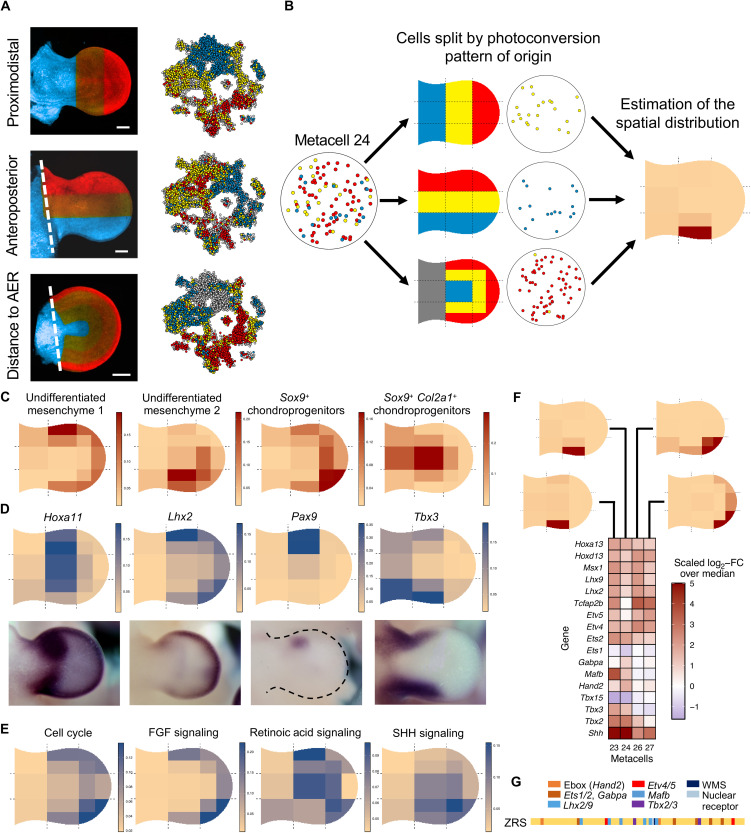
Integrating TATTOO-seq data to build a spatial map of cell state and gene expression. (**A**) Maximum intensity projection of z-stack images of each of the three photoconversion patterns. (**B**) Strategy to assemble information from different patterns of photoconversion to infer the position of cell states. (**C**) Spatial distribution for some aggregated mesenchymal cell types. (**D**) Examples of vISH obtained ab initio from TATTOO-seq data. Images were obtained from the EMBRYS database (*79*). (**E**) Spatial projection of summarized gene expression for relevant gene sets. (**F**) Spatial and transcriptomic dissection of the *Shh*-positive ZPA. FC, fold change. (**G**) Schema of the ZRS enhancer–regulating *Shh* and its cohort of TF-binding sites.

Although the information provided by a single cell is limited to one axis of our coordinate system, metacells comprise cells from all three photoconversion axes. Each metacell can thus be positioned into a more complex 14-bin spatial grid (Fig. 2B and fig. S8; see Materials and Methods) by calculating the spatial probability distribution that maximized the likelihood of observing a metacell’s color composition. Individual metacells’ probability distributions were aggregated by cell type annotations, resulting in cell type spatial distributions (Fig. 2C).

This spatially resolved atlas showed that transcriptionally related metacells can have markedly different spatial distributions and allowed for the exploration of gene expression with increased precision and resolution. For each expressed gene, we derived a virtual in situ hybridization (vISH) pattern by computing the probability distribution over space for a random UMI of that gene to be found in each spatial bin. vISH results closely matched actual in situ hybridization experiments (Fig. 2D and fig. S9). We provide access to a precomputed atlas of vISH for ~17,000 mouse genes at http://nobelmarlowlab.uchicago.edu:8888/TATTOOseq_vISH/. vISH further enabling to visualize genes and pathways across cell types at new depth and precision. We not only can readily compare the expression of two or more genes (fig. S10A) but can also break down gene expression patterns by cell type (fig. S10B). Process-specific gene expression profiles can also be combined to examine the spatial distribution of integrated pathways or biological processes, such as cell proliferation or signaling pathway-responsive cells (Fig. 2E).

As an example, we used vISH to map the ZPA, which organizes limb patterning along the AP axis (*1*, *26*). Its defining gene, *Shh*, was robustly expressed in four metacells *Shh* (23, 24, 26, and 27) (Fig. 2F) which collectively mapped to ZPA at the limb’s posterior margin. 

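*Shh* UMIs were found in 22 of 8247 mesenchyme-like wild-type cells after thinning, of which 15 came from embryo 2, 1 from embryo 3, 5 from embryo 5, and 1 from embryo 7. 0 of 446 wild-type cells of other types had a *Shh* UMI, which allows a share of up to 0.673% from counting error. The share of 0.267% in mesenchyme-like cells lay below this limit.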

Metacells 23 and 24 were located medially, whereas metacells 26 and 27 were located more distally, suggesting that they may represent previously unknown ZPA subdomains. As mentioned above, metacells 26 and 27 are likely to represent the same general state, and the differences are the possibility of consequences of a batch effect or a stage difference. Levels of *Tbx2* expression constitutes the main difference between distally located metacells 26 and 27, which is consistent with the distal extension of the *Tbx2* expression domain throughout the hand plate formation and the possible earlier stage of development of the cells assigned to metacell 27. Several TFs showed differential expression between metacells 23 and 24 and 26 and 27 (Fig. 2F and fig. S11), including *Hand2*, *Hox*, and Ets TFs, which have been shown to regulate *Shh* expression (*37*–*39*). 

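The expression of *Hoxa13*, a distal marker, was used to divide *Shh*-positive cells, because positions of single cells were not used. After thinning, *Hoxa13* was detected in 7 *Shh*-positive cells of embryo 2 and in 0 of the other embryos, so the comparison could not be made as planned. Without thinning, embryo 2 had 37 *Hoxa13*-positive and 8 *Hoxa13*-negative *Shh*-positive cells, embryo 3 had 3 and 2, embryo 5 had 8 and 5, and embryo 7 had 1 and 2. In a fit with edgeR to these 4 embryos with the embryo as a covariate, 0 of 438 genes differed at an adjusted p of 0.05, and 9 had an unadjusted p under 0.05. *Hand2* had a log2 fold change of 0.55 (SE 0.41, adjusted p = 0.998), *Hoxd13* of 0.41, and *Ets2* of 0.06.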

Conserved binding motifs for these TFs are present within the zone of polarizing activity regulatory sequence (ZRS), the *Shh* limb enhancer (Fig. 2H) (*4*, *23*, *40*). The existence of different transcriptional regimes between the proximal (represented by metacells 23 and 24) and distal (represented by metacells 26 and 27) parts of the ZPA, including ZRS-associated TFs, raises the possibility that *Shh* may use different modes of regulation in different parts of the ZPA. On the proximal side, its activity may be primarily driven by *Tbx2/3* and *Hand2*, whose expression is higher proximally. Whereas distally, other factors (*Hoxd13*, *Tfap2b*, and ETS TFs) may play a relatively increased role. 

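The *Shh*-positive cells were divided by the detection of *Hoxa13* after thinning, and expression was then taken from all UMIs of these cells. In embryo 2, the single embryo with both groups, *Hoxd13* reached 1127 CPM in *Hoxa13*-positive cells and 539 CPM in *Hoxa13*-negative cells, from 77 and 36 UMIs. *Tbx2* reached 278 and 254 CPM in these groups, *Tbx3* reached 190.3 and 179.6 CPM, *Hand2* 381 and 404 CPM, and *Tcfap2b*, the name under which *Tfap2b* is listed, 366 and 284 CPM. These values rest on 7 and 8 cells and have no replicate. From the different transcription factors of its proximal and distal *Shh*-expressing metacells, the paper proposes that *Shh* uses different modes of regulation along the ZPA.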

Supporting the multiplicity of ZRS-associated complements of TFs, mutations in the ZRS have been shown to affect its activity to different degrees along the PD axis (*39*). It should be emphasized that these different regimes of regulation of *Shh* through its ZRS enhancer, as proposed here, do not necessarily imply the partition of the ZPA into distinct domains. These regimes may coexist within the ZPA, with their relative contribution to *Shh* expression varying along the PD axis (23/24 versus 26/27) and possibly the AP axis (23 versus 24). This hitherto hidden diversity of regulatory regimes within the ZPA may contribute to the diversity of limb morphologies resulting from genetic variants in the ZRS or ZRS-associated TFs as they may modulate the shape and signaling strength of the ZPA (*41*–*43*).

### A TF code of spatial position

We next sought to use the TATTOO-seq atlas to comprehensively identify TFs whose expression exhibits strong spatial trends in the medial and distal mesenchymal cells. Of 1390 TFs detected in the autopod and zeugopod mesenchymal metacells (>100 UMIs in total), 202 showed variable expression (≥1 metacell with expression of >1.5 × median expression across all mesenchymal metacells). We used Spearman’s rank correlation to assess monotonic trends in gene expression as a function of the distance to the AER and along the AP axis (Fig. 3A). We uncovered a multitude of TFs whose expressions are correlated with position, highlighting the spatial heterogeneity of regulatory states in the limb bud. TFs forming anterior-to-posterior gradients not only included previously known genes, such as *Alx4*, *Asb4*, and *Zic3* (*31*), but also revealed new genes with unknown functions in limb development (*Thra*, *Lmo4*, and *Cited2*). Twenty-six TFs formed posterior-to-anterior gradients of expression, comprising the 5′-*Hoxd* genes (*Hoxd10* to *Hoxd13* and *Evx2*) and *Hand2*. Forty-nine TFs were expressed close to the AER, including many of the known targets of AER-secreted FGFs and bone morphogenetic proteins (BMPs) (*Lhx2/9*, *Msx1/2*, and *Etv4*) and distal *Hox* genes (*Hoxd13* and *Hoxa13*). A total of 104 genes, including genes involved in connective tissue differentiation (*Sox5/6/9*, *Scx*, and *Runx1/3*) (*29*, *44*–*46*) showed the opposite trend, with weaker expression underneath the AER.

**Fig. 3.**
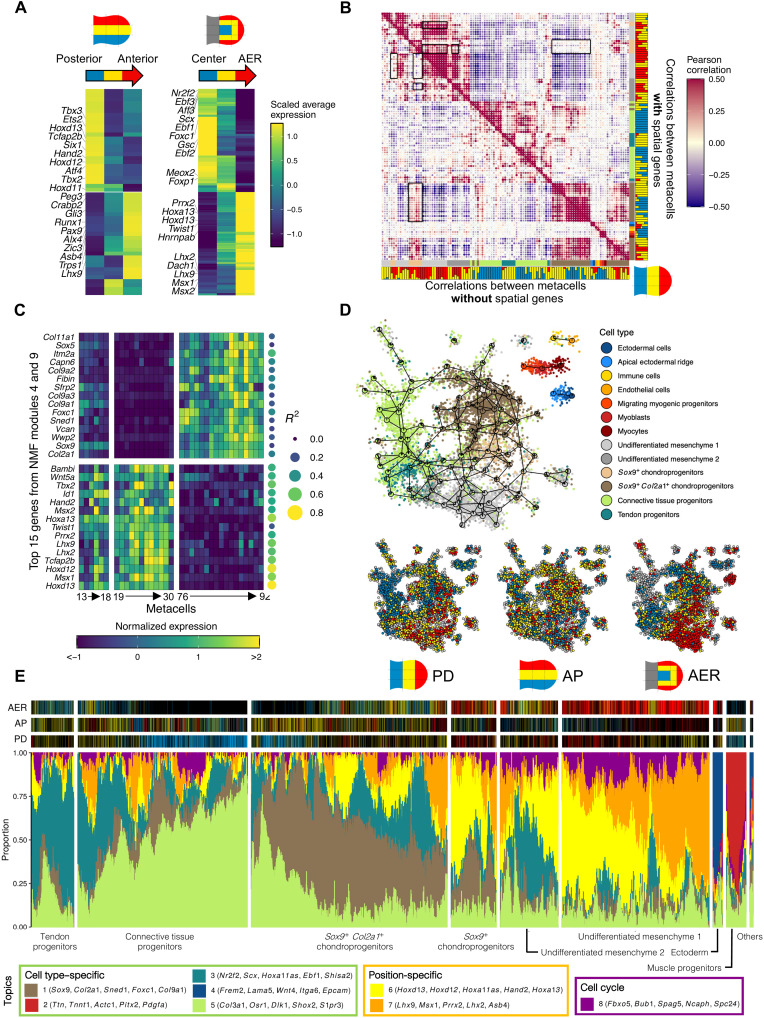
Deconvoluting positional information and cell type–specific regulatory programs. (**A**) Average expression per spatial compartment for TFs that exhibit spatial trends in the mesenchyme. Top 10 TFs with most significant positive and negative Spearman correlation values are annotated. (**B**) Pairwise correlation heatmap for metacells. Top: Using all genes defined as HVGs. Bottom: Excluding spatial genes. Cell types are indicated using the same color code as for Fig. 1 and color composition for the PD photoconversion pattern. (**C**) Normalized expression of the top 15 genes (by weight) in NMF modules 4 and 9 across metacells 13 to 30 and 76 to 92. For each gene, the *R*^2^ of the spatial regression is indicated. (**D**) Two-dimensional projection after clustering the TATTOO-seq dataset with no spatial genes. Top: Cells are colored by annotation. Bottom: Cell colors for each photoconversion pattern. (**E**) fastTopics structure plot. Top: Cell colors for each pattern (black if the cell originates from a different pattern of photoconversion).

### Deconvoluting spatial patterning and cell differentiation programs

As an attempt to deconvolute the spatial and cell type–specific regulatory logics operating in the mesenchyme, we sought to classify genes as primarily carrying “spatial” or “cell type”–related information. We reasoned that genes encoding spatial information would have a similar spatial distribution of expression across cell states, while genes regulated in a strictly cell type–specific manner would show poor predictability from metacell position. We used linear regression to predict gene expression from the spatial probability distribution of each metacell for all genes and computed overall significance using *F* test. After Bonferroni correction for multiple testing, we retained models for 4713 genes (of 17,537, adjusted *P* < 0.01). These genes include major components of limb signaling pathways (table S2). We then compared two pairwise correlation matrices between metacells computed using either all highly variable genes (HVGs) or only non–“spatially regulated” HVGs (Fig. 3B). We noted two types of changes: The correlation between two groups of distal metacells decreased without spatial HVGs, while the correlation between one of these groups and proximal chondrogenic metacells increases. Nonnegative matrix factorization (NMF) of the gene-by-metacell expression matrix revealed gene modules that could explain these changes. NMF module 4 exhibited high weights for known patterning genes with strong spatial regulation (14 of 15 top genes with *R*^2^ > 0.45), while module 9 exhibited high weights for chondrogenesis genes with overall low spatial regulation (Fig. 3C). The exclusion of spatially regulated genes to compute correlations decreased the influence of module 4 and, therefore, the similarity between metacells that simply reside at similar positions. It also unmasked a high similarity between chondrocytes in the distal and proximal compartments, which also appeared if single-cell data are clustered using only nonspatially regulated genes (Fig. 3D and fig. S12). This new graph projection grouped cells together by cell types, reducing the notable position-driven dispersal of the initial projection (Fig. 1C).

To further investigate the interplay between cell position and cell fate, we used fastTopics (*47*, *48*) to model each cell as a mixture of different (*k* = 8) topics, describing cell states as combinations of more or less independent modules (Fig. 3E). This uncovered a spectrum of combinatorial topic utilization consistent with the continuum of cell states highlighted by MetaCell. Notably, two anticorrelated topics reflected positional information in the undifferentiated mesenchyme 1 (topics 6 and 7). 

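Because fastTopics was not available, the wild-type cells were decomposed into 8 topics by nonnegative matrix factorization with the Kullback-Leibler loss, over 16000 genes. The position topics were defined in advance as the topic with the largest share of *Hoxd13* and the topic with the largest share of *Lhx9*. Both definitions selected the same topic, so the correlation of 2 position topics could not be computed. The paper lists both genes among those expressed near the AER, whereas its topics also cover medial-anterior cells. This rule was therefore not suited to find a medial-anterior topic, and its outcome does not bear on the 2 topics of the paper. *Hoxd13* had 2114 CPM in this topic and at most 1030 CPM in any other topic, and *Lhx9* had 1239 and at most 428 CPM. The selection was the same in all 8 fits, which included 7 and 9 topics, another random start, and fits that each left out an embryo. Over the 28 pairs of topics, the lowest correlation across undifferentiated mesenchyme-like cells was -0.48 and the median was -0.09; these correlations are across cells, which are not independent replicates.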

The relative importance of these topics followed a medial-anterior to distal-posterior axis, showing the strong correlation of these two topics with spatial position. These spatial topics 6 and 7 were also widely expressed at different levels in chondrogenic progenitors, providing position-associated diversity to cells otherwise defined by the core chondrogenic topic 1.

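The topic with the largest share of *Hoxd13* and *Lhx9* accounted for 18.7% ± 4.63 (SD, n = 4 embryos) of the UMIs of undifferentiated mesenchyme-like cells and for 10.2% ± 4.29 in chondroprogenitor-like cells. In connective tissue-like cells, it accounted for 6.25% ± 3.23, and in myogenic-like cells for 1.72% ± 1.34. The topic was not confined to mesenchyme, since it accounted for 32.5% ± 2.76 in AER-like cells (2 embryos with enough cells) and for 12.8% ± 7.67 in other ectoderm-like cells (3 embryos). It exceeded 10% in 97.2% ± 3.96 of the AER-like cells, in 41% ± 19.7 of the chondroprogenitor-like cells, and in 3.08% ± 3 of the myogenic-like cells.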

### Integration of spatial information by position-specific regulatory landscapes

As chondrogenesis is initiated as the limb develops along the PD axis, chondroprogenitors at different stages of their differentiation lie in different spatially regulated transcriptomic subspaces, which is heavily reflected in the single-cell clustering and may mask lineage relationships between cells located at different positions. To compare chondrocyte differentiation trajectories in different PD compartments, we constructed a single-cell graph of chondrogenesis in a stepwise manner, using the subspaces defined for groups of cells originating from consecutive spatial positions, adapting an approach used to reconstruct cell trajectories across time series (fig. S13A) (*49*). By allowing us to compare chondrogenesis gene expression despite the confounding effect of spatial compartmentalization, this method showed that spatially segregated chondrocytes display overlapping core chondrogenic transcriptomic states. Further analysis suggested that spatially segregated chondrocytes follow a largely stereotypic differentiation trajectory marked by the same core genes (fig. S13B).

Among those genes, *Sox9* is a key regulator of chondrogenesis (*50*). It shows a dynamic and complex regulation during limb development (*51*), involving a large regulatory landscape extending over 2 Mb and comprising dozens of potential limb enhancers (*52*, *53*). To assess whether this landscape was identically activated along the limb PD axis, we leveraged published wild-type E11.5 limb bud single-cell assay for transposase-accessible chromatin sequencing (scATAC-seq) data (*54*) to identify chromatin-accessible elements. We used Seurat (*55*) to transfer the position along the PD axis and *Sox9* expression levels from our TATTOO-seq dataset to the scATAC-seq data and generated pseudo-bulk ATAC profiles based on position and *Sox9* expression (Fig. 4). Despite the limited number of cells in each category (<300 distal *Sox9*^+^ cells), we were able to detect seven ATAC peaks (*P* < 0.05; table S3) in the *Sox9* regulatory domain/topologically associating domain that are differentially represented along the PD axis (Fig. 4), five of which correspond to previously described *Sox9* enhancers (*56*). While preliminary, these data suggest that spatial information could be relayed to cell-fate controlling genes via position-specific enhancers, enabling specific modulation of other stereotypic differentiation regulatory networks.

**Fig. 4.**
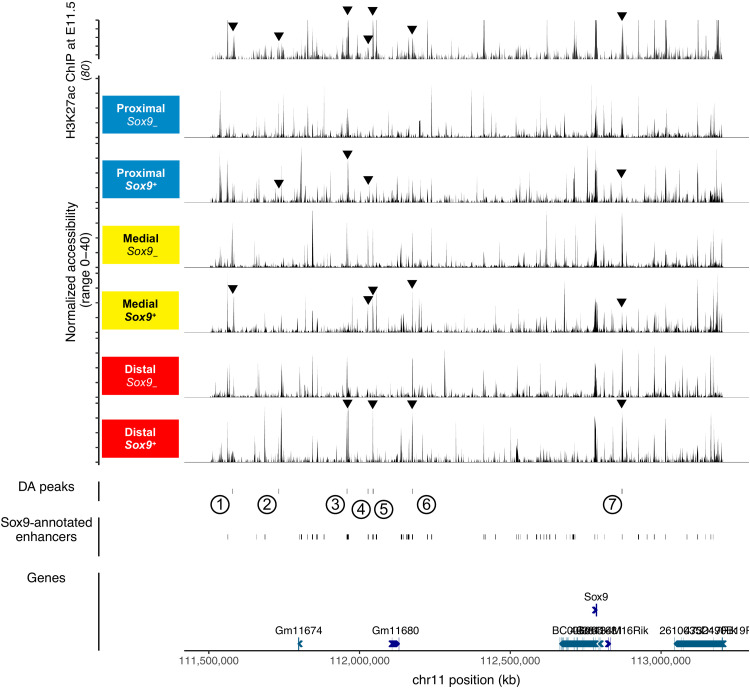
Putative spatial regulation of the accessibility landscape at the *Sox9* locus. Cell identity and position were transferred from our TATTOO-seq data to limb scATAC-seq data (*54*) using Seurat’s TransferData function. All peaks in the *Sox9* regulatory domain (chr11: 111,503,853 to 113,206,397, mm10) were tested for differential accessibility. The top track shows the H3K27ac chromatin immunoprecipitation (ChIP) sequencing signal in E11.5 whole limb buds (two replicates were aggregated) from (*80*). Differentially accessible (DA) peaks are indicated and previously described *Sox9* enhancers (*56*).

### High-resolution characterization of cell fate and patterning alteration in mutant limbs

Patterning defects can lead to complex phenotypic consequences by perturbing cell differentiation programs, as well as their spatial modulation and coordination. We sought to apply TATTOO-seq to assess how limb patterning and differentiation are reorganized when positional information is perturbed. FGF8 is the main FGF molecule controlling the growth and patterning function of the AER (*27*). DEL(PolL-SHFM) (*57*) mice carry a deletion of the main *Fgf8* enhancers in the AER and fail to express *Fgf8* in the AER. They display shortened bones and lack proximal and anterior skeletal elements (humerus, radius, and digits 1 and 2) (Fig. 5A). 

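The mutant data came from 4 forelimbs of 3 embryos homozygous for DEL(PolL-SHFM), a deletion that removes the main AER enhancers of *Fgf8*. Embryo 1 gave a limb with the PD pattern, embryo 4 a limb with the AER pattern, and embryo 6 a limb with the AP pattern and a limb with the PD pattern. The deposited counts cover 32 half-plates, or 6144 wells, and have the same unit as the wild-type counts. Among the kept cells, the 3 embryos had between 7469701 and 15336832 UMIs, with a median of 8244945. The labels of embryo 1 name the genotype in different ways, and it was analyzed as mutant because the stated number of mutant embryos and limbs is reached only with it. It was collected with wild-type embryo 2, and mutant embryos 4 and 6 were collected with wild-type embryos 3, 5, and 7. The first date thus holds 1 embryo of each genotype, too few for a comparison within it, and the date was used as a covariate in an alternative fit. Embryo 1 had 44 somites and embryos 4 and 6 had 49. For the comparison with the wild type, the UMIs of the cells of an embryo were summed, and 4 wild-type sums were compared with 3 mutant sums. Log2 fold changes are mutant over wild-type and come from the quasi-likelihood test of edgeR with TMM normalization, with p-values adjusted by the method of Benjamini and Hochberg over all genes tested. Single values were compared by exact 2-sided permutation over the 35 divisions of the 7 embryos into groups of 4 and 3, for which the smallest possible p is 0.0286. The mutant AER-pattern limb was whole, whereas the wild-type AER-pattern limbs were not, and fits without the latter were run as an alternative.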

To examine the molecular and positional changes that ultimately lead to the observed malformations, we produced a TATTOO-seq atlas for E11.5 DEL(PolL-SHFM) homozygous forelimb buds (embryos, *n* = 3; limbs, *n* = 4). The gating strategy (fig. S14) used for the mutant samples is the same as that of wild-type samples, but since mutant limbs are shorter, the AER pattern was applied to the whole limb, including the proximal cells. After filtering, we obtained high-quality transcriptomes for 3349 mutant cells. 

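The same limits of 2000 and 15000 UMIs kept 4775 mutant cells, with 1283 from embryo 1, 1007 from embryo 4, and 2485 from embryo 6. Their median was 5989 UMIs and 3128 genes per cell. A minimum of 2500 UMIs kept 4675 cells, the removal of the upper limit gave 4872, and counting mitochondrial UMIs gave 4711.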

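Wild-type and mutant cells were clustered together with Seurat from the 2000 most variable genes and 30 principal components, which gave 44 clusters at resolution 3. The settings of the published clustering are not given in the text. Clusters were named from marker lists that left out *Fgf8* and *Fgf4*, so that a change in these genes could not alter the naming of AER-like cells. Mutant embryos 1, 4, and 6 had 931, 481, and 1344 cells in unnamed clusters, which were counted as mesenchyme-like. The clustering gave 30 clusters at resolution 1.5 and 76 at resolution 6.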

To compare the cell populations and their transcriptome between wild-type and mutant limbs, we produced a coarser joint clustering using Seurat (*55*), as the high-resolution clustering provided by MetaCell places mutant and wild-type cell in different metacells. As a control, we first examined the expression of genes studied by single-gene in situ hybridization experiments in *Fgf8* mutants (*27*, *57*). 

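*Dpcd* reached 67.2 ± 2.50 CPM (SD, n = 4) in wild-type embryos and 1.12 ± 1.07 CPM (n = 3) in mutant embryos over all kept cells (exact permutation test, p = 0.0286). It was 1.21 CPM in embryo 1, 2.14 in embryo 4, and 0 in embryo 6, the latter from 0 UMIs in 2485 cells. After thinning, *Dpcd* was detected in 13.1% ± 0.293 of the wild-type cells and in 0.137% ± 0.159 of the mutant cells. The log2 fold change of *Dpcd* was -6.12 (SE 0.64, adjusted p = 0.0271). With the collection date as a covariate it was -6.14 (adjusted p = 0.0294). Over all alternatives, the highest adjusted p was 0.117, without wild-type embryo 5, and the lowest was 1.34e-05, with DESeq2. It was also above 0.05 without wild-type embryo 3 or mutant embryo 1 or 4.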

In our dataset, we found that *Dpcd*, a bystander gene included in the DEL(PolL-SHFM) deletion, was almost undetectable in the mutant cells (Fig. 5B). Furthermore, as expected, *Fgf8* expression was abolished in the mutant AER cluster, while we detected a compensatory up-regulation of *Fgf4*, as reported previously (*27*).

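*Fgf8* averaged 705 ± 173.5 CPM (SD, n = 4) in ectoderm-like cells of wild-type embryos, which include AER-like cells, and 1.43 ± 2.47 CPM (n = 3) in those of mutant embryos (exact permutation test, p = 0.0286). The mutant value rests on 1 UMI, in embryo 4. In AER-like cells alone, *Fgf8* averaged 1593 and 1.93 CPM. *Fgf4* averaged 17.6 ± 13.5 CPM in wild-type and 361.5 ± 444 CPM in mutant ectoderm-like cells (exact permutation test, p = 0.0286). The mutant embryos differed widely in *Fgf4*, with 71.0 CPM in embryo 1, 873 in embryo 4, and 141 in embryo 6, but each lay above all wild-type embryos, of which the highest had 31.4 CPM. In AER-like cells alone, *Fgf4* averaged 42.5 and 644 CPM. The restriction to AER-like cells moved the difference in *Fgf8* most. Leaving out the wild-type AER-pattern limbs lowered the wild-type mean to 360 CPM and was the alternative with all embryos whose p changed (exact permutation test, p = 0.0571). Without mutant embryo 4, the mutant mean of *Fgf4* was 106 CPM. The edgeR fit to ectoderm-like cells left out embryo 7, with too few cells, and gave log2 fold changes of -8.71 (SE 0.53, adjusted p = 2.54e-08) for *Fgf8* and 4.92 (SE 0.88, adjusted p = 0.022) for *Fgf4*. For *Fgf4*, the adjusted p was above 0.05 without wild-type embryo 2 (0.0993), 3 (0.241), or 5 (0.276), and lay between 2.87e-32 and 0.351 over all alternatives. Both collection dates had *Fgf8* and *Fgf4* values in the same direction. Among thinned wild-type myogenic-like cells, 0.743% had *Fgf8* and 0 of 269 had *Fgf4*, which allows a share of up to 1.12%.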

**Fig. 5.**
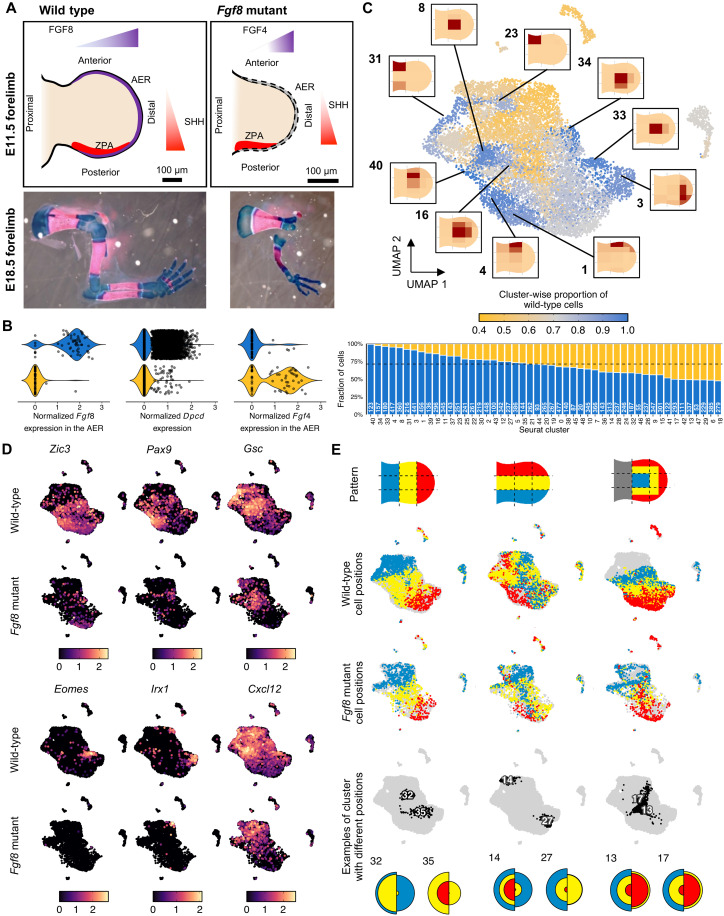
Using TATTOO-seq for high-content phenotyping of a patterning mutant. (**A**) Top: Schematic representation of the E11.5 wild-type and mutant forelimb buds. Bottom: Skeletal preparation of wild-type and mutant forelimbs (Alcian blue/alizarin red). (**B**) Expression of *Fgf8*, *Dpcd*, and *Fgf4* for each genotype. (**C**) Top: Uniform Manifold Approximation and Projection (UMAP) of the combined wild-type and mutant datasets colored by cluster-wise fraction of wild-type cells. Bottom: The fraction of wild-type cells. (**D**) UMAP showing marker gene expression for mutant cell–depleted clusters. (**E**) Top: UMAP showing cell colors for each photoconversion pattern split by genotype. Bottom: Color distribution in some Seurat clusters for each genotype (left, wild-type mutant; right, *Fgf8* mutant).

We then investigated how reduced AER function affected the presence of the different cell types, their transcriptomes, and spatial distributions. The average gene expression for each Seurat cluster (both aggregated and split between by genotype) is indicated in table S4. The comparison of stage-specific marker expression with E10.5 data did not suggest a simple developmental delay (fig. S15). We first determined the relative fraction of wild-type and mutant cells for each cluster (Fig. 5C). Although we could not unambiguously calculate the expected cluster-wise fractions under the null hypothesis (AER pattern samples were enriched for distal cells, by up to twofold), several robust differences could not be explained by this limited sorting bias. 

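In wild-type embryos 2, 3, and 5, an AER-pattern limb could be compared with a whole limb that carries the same embryo number. *Meis1*, a proximal marker, had log2 ratios of -2.42, -3.72, and -2.78 between the AER-pattern and the whole limb in these embryos, with a mean of -2.97 ± 0.67 (SD, n = 3). The distal marker *Hoxa13* had log2 ratios of 1.25, 1.69, and 0.92, and *Hoxd13* of 1.18, 1.19, and 0.68. The medial marker *Hoxa11* had log2 ratios of 0.64, 0.67, and 0.32. As shares of thinned cells, *Hoxa13*-positive cells were more frequent in the AER-pattern limb by factors of 2.35, 3.29, and 1.79, and *Hoxd13*-positive cells by factors of 2.37, 2.07, and 1.42. With 3 embryos, no exact test of these ratios can reach p = 0.05. In mesenchyme-like cells, the mean log2 ratio of *Meis1* was -3.79.

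**Figure D1:**
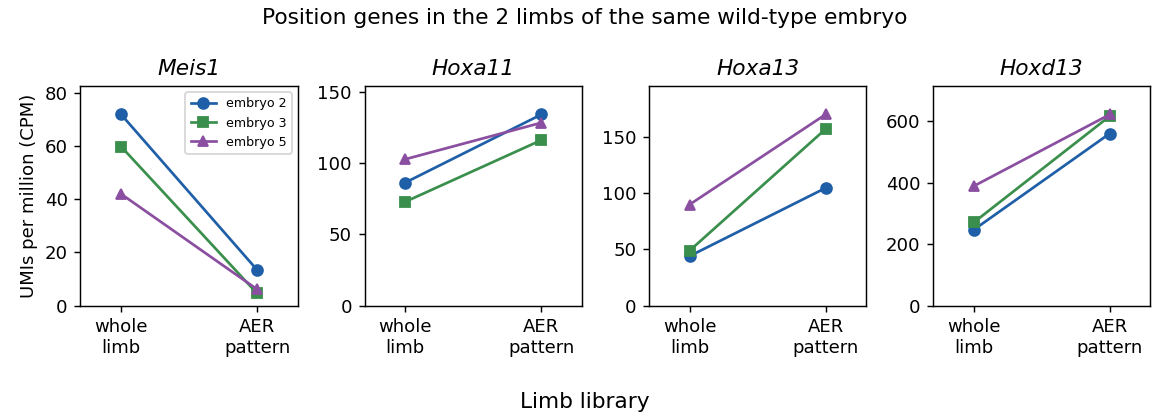
CPM of *Meis1*, *Hoxa11*, *Hoxa13*, and *Hoxd13* over all kept cells in the whole limb and in the AER-pattern limb of wild-type embryos 2, 3, and 5, with 1 line per embryo number. The limbs numbered 3 differ in Y-linked UMIs. *Meis1* was lower and the other genes were higher in the AER-pattern limb of each of the 3 embryos.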

At this level of resolution, we did not detect mutant-specific cell states. However, several wild-type cell states were almost absent from the mutant samples (Fig. 5C). 

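In the joint clustering, 4 clusters drew most of their cells from mutant embryo 1. They were clusters 13, 18, 29, and 38, in which embryo 1 provided 80.3%, 83.9%, 63.9%, and 88.8% of the cells. The fraction of wild-type cells was lowest in cluster 38, at 0.0748. These clusters held 64% of the cells of embryo 1 (95% Wilson interval 61.3 to 66.6), 1.79% of the cells of mutant embryo 4, and 0.604% of those of mutant embryo 6. Wild-type embryo 2, collected with embryo 1, had 6.42% of its cells in them (5.51 to 7.46), whereas the other wild-type embryos had 0.796%, 0.307%, and 0.0752%. Cluster 13 was left out of the edgeR test on cell numbers, and none of the compared clusters had more mutant cells at an adjusted p of 0.05.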

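The numbers of cells per embryo were compared between genotypes with edgeR in 31 of the 44 joint clusters, since clusters with defining genes that differed between genotypes were not compared. A single cluster, cluster 11 with 409 cells, differed at an adjusted p of 0.05, and 5 had an unadjusted p under 0.05. Cluster 11 had no mutant cell and cells of all 4 wild-type embryos, and its fitted log2 fold change was -9.47 (adjusted p = 0.0079), a value that depends on the prior count. Clusters 7 and 9 followed, with fractions of wild-type cells of 0.998 and 0.983 (adjusted p = 0.0634 for each). Without mutant embryo 6, 0 clusters differed, with 6 at an unadjusted p under 0.05, and without mutant embryo 1, 4 clusters differed. With the collection date as a covariate, 3 clusters had fewer mutant cells. Among the clusters that were not compared, clusters 32, 35, and 40 held only wild-type cells, and the fraction of wild-type cells was 0.977 in cluster 1 (612 cells), 0.994 in cluster 4 (498 cells), 0.957 in cluster 26 (276 cells), and 0.961 in cluster 31 (205 cells). The number of clusters that differed therefore leaves out clusters with few or no mutant cells. In simulated data with 10 clusters changed by a log2 fold of 2, this test recovered 0 of them, so it can miss large changes.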

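*Pax9* and *Gsc* were compared over all mesenchyme-like cells. *Pax9* averaged 33.0 ± 12.6 CPM (SD, n = 4) in wild-type and 4.18 ± 3.70 CPM (n = 3) in mutant embryos, without overlap (exact permutation test, p = 0.0286). *Gsc* averaged 58.7 ± 15.5 CPM in wild-type and 92.2 ± 116 CPM in mutant embryos (exact permutation test, p = 0.857), with 226 CPM in embryo 1 and 25.2 and 25.6 CPM in embryos 4 and 6. In the edgeR fit, the log2 fold changes were -2.93 (SE 0.67, adjusted p = 0.192) for *Pax9* and 0.75 (SE 0.73, adjusted p = 0.843) for *Gsc*. Leaving out mutant embryo 1 reversed the direction for *Gsc* and gave log2 fold changes of -2.41 for *Pax9* and -1.14 for *Gsc* (adjusted p = 0.124 and 0.197). Over all alternatives, the adjusted p lay between 0.0598 and 0.524 for *Pax9* and between 0.197 and 0.9997 for *Gsc*. With the collection date as a covariate, the log2 fold changes were -3.07 and -0.22. In thinned wild-type myogenic-like cells, the shares were 0.372% for *Pax9* and 2.97% for *Gsc*, against 4.93% ± 1.95 and 9.69% ± 1.85 in mesenchyme-like cells. The genes compared for depleted cell states and signaling were fixed in advance, but the paper chose them on the same samples, so they are not independent evidence. Adjusted over this list alone, the edgeR p was 0.00593 for *Pax9*, 0.000229 for *Gdf5*, 0.000594 for *Eomes*, 0.00164 for *Nog*, and 0.0251 for *Chrdl1*, whereas it was 0.292 for *Irx1*, 0.432 for both *Gsc* and *Fgf18*, 0.526 for *Inhba*, and 0.74 for *Cxcl12*. Of these genes, *Gdf5* alone passed 0.05 when p was adjusted over all genes tested.

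**Figure D2:**
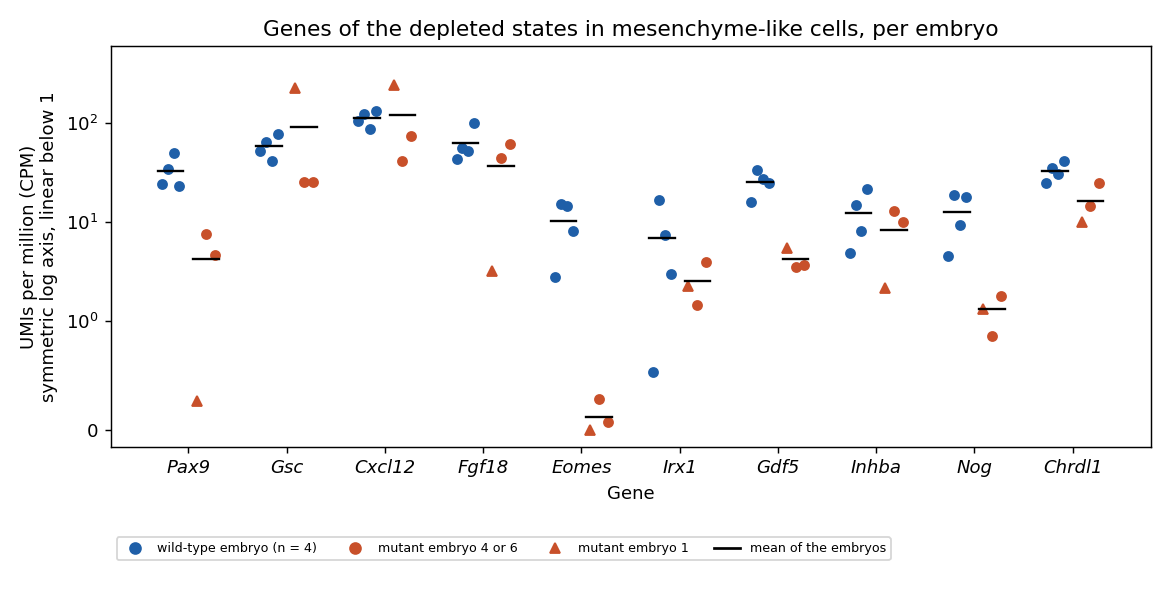
CPM in mesenchyme-like cells of 10 genes that the paper names for depleted cell states and signaling, with 1 point per embryo for the 4 wild-type and the 3 mutant embryos, on an axis that is linear near 0 and logarithmic above. Triangles mark mutant embryo 1, which had the highest *Gsc* and *Cxcl12* values and the lowest *Fgf18* value.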

Many depleted clusters (expressing *Zic3* distally, *Pax9* medially, and *Gsc* proximally) were located in the limb’s anterior compartment (Fig. 5D), which likely explained the absence of anterior skeletal elements at later stages. However, we also noted that posteriorly located cell states (e.g., cluster 3) and some secondary signaling centers for connective tissue differentiation defined by *Cxcl12* and *Fgf18* (*58*, *59*) were strongly diminished in the mutant. 

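*Cxcl12* averaged 113 ± 20.5 CPM (SD, n = 4) in wild-type and 119.6 ± 108 CPM (n = 3) in mutant mesenchyme-like cells (exact permutation test, p = 0.971). It reached 243 CPM in mutant embryo 1, 41.6 CPM in embryo 4, and 74.1 CPM in embryo 6. Its log2 fold change was 0.18 (SE 0.52, adjusted p = 0.956), and -0.89 without embryo 1 (adjusted p = 0.319, the lowest of all alternatives, of which the highest was 0.9997). *Fgf18* averaged 62.6 ± 25.0 CPM in wild-type and 36.5 ± 30.2 CPM in mutant embryos (exact permutation test, p = 0.371), with 3.17 CPM in embryo 1, 44.3 CPM in embryo 4, and 62.1 CPM in embryo 6. Its log2 fold change was -0.69 (SE 0.70, adjusted p = 0.851), and -0.15 without embryo 1. The *Cxcl12* value was also below 0 when whole limbs alone were used, at -0.23, and with the collection date as a covariate, at -0.27. The shares of thinned wild-type myogenic-like cells were 4.09% for *Cxcl12* and 2.60% for *Fgf18*. The CPM values average over all mesenchyme-like cells and do not measure single cell states. In the joint clustering, cluster 9, with *Fgf18* as its top gene, had a fraction of wild-type cells of 0.983 (edgeR, adjusted p = 0.0634). *Cxcl12* was among the 10 top genes of clusters 1, 12, and 15, with fractions of 0.977, 0.604, and 0.69. Without embryo 1, the fraction in cluster 12 was 0.996. From the anterior position of many depleted clusters, the paper proposes an explanation for the missing anterior skeletal elements of the mutant.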

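*Sox9* averaged 639 ± 190.2 CPM (SD, n = 4) in wild-type and 251 ± 90.8 CPM (n = 3) in mutant mesenchyme-like cells, and *Col2a1* averaged 613 ± 182 and 260.3 ± 81.3 CPM (exact permutation test, p = 0.0571 for each). In the edgeR fit, their log2 fold changes were -1.27 and -1.16, neither past the threshold (adjusted p = 0.1901 and 0.195). *Acan* was detected in 97 of 8247 wild-type and 2 of 4442 mutant thinned mesenchyme-like cells, with a log2 fold change of -3.89 (SE 0.68, adjusted p = 0.097). With DESeq2, the adjusted p was under 0.05 for all 3 genes (0.00139 for *Sox9*, 0.00314 for *Col2a1*, and 3.74e-06 for *Acan*), and for *Acan* also without the filter on low counts (0.048). In the other alternatives it was above 0.05 for each, and at most 0.516, 0.524, and 0.296. *Eomes* averaged 10.1 ± 5.86 CPM in wild-type and 0.12 ± 0.15 CPM in mutant embryos, where 3 UMIs were counted in all (exact permutation test, p = 0.0571). Its log2 fold change was -6.36 (SE 0.92, adjusted p = 0.0511), just above the threshold, and the adjusted p fell below it without wild-type embryo 2 (0.0176) and with the collection date as a covariate (0.0161). It lay between 5.92e-08 and 0.237 over all alternatives. *Irx1* averaged 6.92 ± 7.19 and 2.54 ± 1.27 CPM (exact permutation test, p = 0.429), a log2 fold change of -1.33 (SE 0.92, adjusted p = 0.761), and -0.43 without wild-type embryo 3. Neither *Eomes* nor *Irx1* was detected in 269 thinned wild-type myogenic-like cells.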

Examining chondrogenic cell states, we observed that although chondrogenesis appear to proceed overall normally in the mutant, the reduction in distal FGF signaling led to a reduced diversity of spatially distributed chondrogenic cell states: We found fewer distal *Sox9*-positive cell states expressing *Eomes* [base of digit 4 (*60*)] and *Irx1* [tip of digits 2 to 4 (*61*)] (Fig. 5, C and D). These distal chondrogenic cell states have been proposed to act as regulation centers expressing different BMP pathway components involved in joint formation, including *Gdf5*, *Inhb*, *Nog*, and *Chrdl1* (*62*–*65*). 

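*Gdf5* averaged 25.4 ± 7.25 CPM (SD, n = 4) in wild-type and 4.17 ± 1.08 CPM (n = 3) in mutant mesenchyme-like cells, and was detected in 4.78% ± 1.54 and 1.02% ± 0.227 of thinned cells (exact permutation test of the shares, p = 0.0286). Its log2 fold change was -2.53 (SE 0.29, adjusted p = 0.0287), and -2.76 without mutant embryo 1 (adjusted p = 0.0543). The adjusted p was also above 0.05 without wild-type embryo 3 or 5 or mutant embryo 4 or 6, and reached 0.161, the highest of all alternatives, without mutant embryo 6. The lowest was 4.69e-13, with DESeq2. *Nog* averaged 12.7 ± 6.95 and 1.32 ± 0.463 CPM (exact permutation test, p = 0.0571), a log2 fold change of -3.10 (SE 0.55, adjusted p = 0.103; 0.0388 without wild-type embryo 2, and between 1.12e-06 and 0.335 over all alternatives). *Chrdl1* averaged 32.7 ± 6.92 and 16.3 ± 7.51 CPM, a log2 fold change of -0.91 (SE 0.29, adjusted p = 0.366), and its share of thinned cells was 6.12% ± 0.685 and 3.16% ± 0.699 (exact permutation test, p = 0.0286). *Inhba*, an inhibin gene, averaged 12.3 ± 7.41 and 8.31 ± 5.58 CPM (exact permutation test, p = 0.486), a log2 fold change of -0.46 (SE 0.62, adjusted p = 0.895), and -0.01 without mutant embryo 1. Of 4442 thinned mutant mesenchyme-like cells, 44 had *Gdf5*, 72 had *Inhba*, 11 had *Nog*, and 150 had *Chrdl1*. Among the 333 thinned mutant cells of other types, 0 had *Gdf5*, which allows a share of up to 0.901%, 2 had *Inhba*, 12 had *Nog*, and 3 had *Chrdl1*. The median depth before thinning was 5925.5 UMIs in the mesenchyme-like and 7157 UMIs in the other mutant cells. The share of *Gdf5* in mutant mesenchyme-like cells, 0.991%, lay close to this limit, the share of *Inhba* was 1.62% against 0.601% in the other cells, and that of *Chrdl1* was 3.38%.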

Although the depletion of these cell states is only partial, no expression of these signaling-related genes was detected in the mutant data (fig. S16A), which could account for the missing elbow joint in mutant limbs (*27*, *57*). To facilitate the exploration of those cell states, fig. S17 shows the contribution of each wild-type metacell to each Seurat cluster.

Besides changes in specific cell state populations, we also identified a pervasive adaptation of the transcriptional states of otherwise conserved cell types, with the expression of multiple genes being affected by directly or indirectly by the reduction of *FGF* signaling from the AER (fig. S16C and table S5). 

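Over all kept cells, 27 of 15079 genes differed between mutant and wild-type embryos at an adjusted p of 0.05, of which 6 were higher and 21 lower in the mutant, and 1191 genes had an unadjusted p under 0.05. The same test called 26 of 14678 genes in mesenchyme-like cells, with 6 higher and 20 lower. In undifferentiated mesenchyme-like cells, it called 49 of 11455 genes, with 29 higher and 20 lower, and in connective tissue-like cells 6 of 10810, with 2 higher and 4 lower. Chondroprogenitor-like cells of embryo 1 were too few, and in the remaining 4 wild-type and 2 mutant embryos, 53 of 9806 genes were called, with 21 higher and 32 lower. In ectoderm-like cells of 3 embryos per genotype, 11 of 5754 genes were called, with 7 higher and 4 lower, and in myogenic-like cells 2 of 8006, with 1 in each direction. DESeq2 with its own size factors moved the numbers most over all kept cells, to 251 genes. In simulated data over all kept cells, 23.6% of its calls and 4.57% of the calls of edgeR were false. Within the cell types, false calls made up between 4.95% (mesenchyme-like) and 10.9% (undifferentiated mesenchyme-like) of the calls of edgeR, and between 2.48% (ectoderm-like) and 19.0% (mesenchyme-like) of those of DESeq2. Single embryos decided much of the count over all kept cells: 1 gene was called without wild-type embryo 3 or without wild-type embryo 5, 2 without mutant embryo 1, and 4 without mutant embryo 4 or 6. The balance of directions was not stable in undifferentiated mesenchyme-like cells. More genes were lower than higher with whole limbs alone (5 higher and 12 lower), with clustering at resolution 1.5 (6 and 20) or 6 (24 and 27), without wild-type embryo 2 (17 and 28), 3 (5 and 9), or 5 (6 and 8), and without the AER-pattern limb of embryo 3 (7 and 13), an alternative chosen after seeing the data. In ectoderm-like cells, this was so without wild-type embryo 2 (4 and 6) and without mutant embryo 4 (5 and 7). With the collection date as a covariate, 38 genes were called over all kept cells, and 24 of them were among the 27. Of the 27 genes, those with the largest changes among named genes were *Dpcd*, *Hand1* (log2 fold change -6.08), *Fbxw4* (-5.58), *Stmn2* (-3.44), and *Aldh1a2* (-2.97), which were lower, and *Igf1* (1.47), *Adamts19* (1.29), *Tbx2* (1.10), *Ednra* (0.94), and *Rnd3* (0.83), which were higher. All embryos of a genotype lay on the same side for each of these genes. With whole limbs alone, 1 gene was called higher and 14 were called lower over all kept cells. The higher gene was *Gm11942*, whose adjusted p was at most 0.0131 over all alternatives. None of the higher genes listed above therefore passed the threshold with whole limbs alone. In undifferentiated mesenchyme-like cells, *Shox2* was higher (2.21, adjusted p = 0.014) and *Pax9* lower (-5.30, adjusted p = 0.00182). Both fits pool clusters, so a different mix of clusters can change them too. *Pax9* was a top gene of undifferentiated mesenchyme-like clusters 7 and 11, with fractions of wild-type cells of 0.998 and 1. *Shox2* was a top gene of cluster 14, with 0.257. Embryo 1 gave only 18 undifferentiated mesenchyme-like cells. The values thus do not separate changes within cell types from changes in their mix. The paper attributes changes in conserved cell types, directly or indirectly, to reduced *FGF* signaling from the AER.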

Regarding the spatial distribution of the different limb cell states, only a few positional changes were detected along the PD and AER axes, and most of the spatial rearrangements were observed along the AP axis (Fig. 5E and fig. S18). Consistent with the absence of most anterior mesenchyme cell states, mutant cell states exhibited relatively more anterior colors than their wild-type counterparts. However, we also identified some cell states that were located more posteriorly in the mutant than in the wild-type, indicated complex alterations of patterning information, maybe resulting from the effect of reduced *FGF* signaling on the maintenance of ZPA activity and reduced *Shh* signaling (*66*, *67*).

## DISCUSSION

siTATTOO-seq constitutes a simple, robust, and flexible approach to integrating spatial position and single-cell transcriptomes. The data and analyses provided here illustrate how TATTOO-seq can help making progress toward an integrated and high-resolution description of the dynamic processes involved in embryonic patterning. Orthogonal analyses such as NMF, topic modeling, and graph manifold assembly on TATTOO-seq data reveal the respective contributions of patterning and differentiation-specific gene modules to cell states, identify specific TFs that mediate spatial identity, and constitute a first step in disentangling spatial and cell type–specific gene regulatory programs. We show that positional information substantially modulates the transcriptome of limb chondrocytes and their core differentiation program and suggest that this core differentiation program operates at distinct positions through different, context-specific, modalities, which associate position-specific TFs to position-specific cis-regulatory elements. These differentially activated enhancers may act as specific positional integrators for common differentiation pathways and might be primary targets for regionalized natural and pathological variations in morphology (*68*). TATTOO-seq further offers a new integrative and multilevel description of developmental defects, as illustrated by the complex cellular, molecular, and spatial changes revealed in the *Fgf8-*mutant limb buds. We expect that such a comprehensive, spatially resolved molecular data could provide a much finer-grained representation of “mutant phenotypes” and reveal how genetic or environmental perturbations may propagate through developmental gene regulatory networks and rewire them.

TATTOO-seq requires only standard equipment, namely, a confocal microscope and an FACS. While coupled here to a microplate–based single-cell technology, it can easily be adapted to other protocols, including droplet-based protocols, for example, using cell multiplexing/hashing strategies to label sorted cells of the same color. TATTOO-seq shares conceptual similarities to Tomo-seq (*69*), although it provides single-cell resolution and the simplicity and rapidity of optic labeling over physical sectioning. While the approach as shown here can be used on thick samples (up to 500 μm), the shape of the sample and, ideally, its patterning geometry must be compatible with the flat geometry of the microscope. For nonflat structures, the use of thick vibratome sections is recommended.

Because our approach relies on in silico cell aggregates, instead of individual cells, it is suitable for relatively sparse datasets and works without imputation. TATTOO-seq does not require spatial landmark reference genes nor does it assume the homogeneity of gene expression at a given position, which are strong limitations of retrospective mapping (*9*, *70*) or pseudo-spatial ordering (*71*). Thus, it is immediately suitable for the analysis of mutant phenotypes without the need to build a mutant reference map of gene expression.

Although the spatial resolution used in this study is relatively coarse (50 to 100 μm, depending on the photoconversion pattern), this resolution is in par with other spatial transcriptomics methods such as Slide-seq (*15*) or the commercial Visium platform (10x Genomics), which are based on barcoded beads or spots covering 50- to 100-μm regions of a tissue section. While recent progress in bead/spot arraying can theoretically offer a resolution of 10 μm (*72*), these approaches do not offer true single-cell resolution, are still better suited to identify the spatial distributions of single-cell clusters acquired separately, and may come at a much higher cost. In comparison, our approach could resolve finer spatial grids as specified by the user, since it is only limited by the precision of the photoconversion and the capacity of flow cytometry to detect graded fluorescence levels. However, as the number of relative fluorescence levels that can be reliably separated is not infinite (at least four with our current set up), a higher spatial resolution comes with a reduction of the area that can be studied. While a genetically encoded photoconvertible protein is at the basis of our method, the recent development of photoconvertible and clickable dyes or the use of photoconvertible membrane labeling dyes (*73*, *74*) may allow further implementation of TATTOO-seq–based approaches in nontransgenic and nonmodel organisms or in patient-derived samples.

## MATERIALS AND METHODS

### Animals

Transgenic CAG-KikGR-1 mice (*32*) (KikGR1 hereafter, gift of A. Aulehla) were maintained inbred and genotyped either by polymerase chain reaction (PCR) using internal primers (p1, GAAATGAAGATCGAGCTGCGTATGG; p2, CACCCTTCAGCACTCCATCACGCAC) and a standard program with 65°C annealing temperature or by assessing green fluorescence in distal phalanx biopsy. DEL(PolL-SHFM) mice (*57*) were maintained on an inbred C57BL/6J background.

Homozygous KikGR1 males and wild-type females were crossed to generate control embryos. For mutant analysis, KikGR1/+; DEL(PolL-SHFM)/+ males and DEL(PolL-SHFM)/+ females were crossed to generate experimental and control embryos. E0.5 was defined as noon of the day when the vaginal plug was detected. Embryos were collected at E11.5 and dissected in ice-cold phosphate-buffered saline (PBS) supplemented with magnesium and calcium chloride. KikGR1 heterozygous embryos displayed strong and widespread green fluorescence in all tissues at all observed stages. All animal procedures were approved and performed accordingly to the ethical principles and regulatory guidelines and protocols set up by the Institutional Animal Care and Use Committees at the Institut Pasteur and the University of Chicago.

### Photoconversion and imaging

Samples were mounted in PBS supplemented with magnesium and calcium chloride between a glass slide and a coverslip separated by several layers of adhesive tape. Photoconversion was performed, and all fluorescence images were acquired using a Zeiss inverted confocal microscope (LSM 800) using a 10× objective. Green and red fluorescence images were obtained by excitation with the 488-nm (1 mW, gain = 580, digital gain = 2) and 561-nm (1 mW, gain = 580, digital gain = 2) laser diodes, respectively. The spectra of enhanced green fluorescent protein and mCherry were used for nonphotoconverted and photoconverted version of KikGR1, respectively, and adjusted such that they did not overlap. For green-to-red photoconversion of kikGR1 proteins, the 405-nm laser diode was used with variable power (100% laser power was equal to 5 mW). Full conversion (red color) was obtained after four iterations at 40% power, while partial conversion was obtained after four iterations at 10% power (for the PD pattern), 9% power (for the AP pattern), or 10 and 6% power (for the four-color AER pattern). For the photoconversion along the PD and AP axes, the size of the photoconverted regions was determined to be one-third of the length of the limb bud (from the tip to the flank or from the anterior-most part to the posterior-most part, respectively) as measured with the ZEN software. For the AER axis, the photoconverted regions were determined to be approximately one-fourth of the radius of the dissected autopods and zeugopods. While we could easily create 4° of photoconversion and separate them by flow cytometry, we grouped the two red-most colors into one color bin to increase the number of cells. We always applied the partial photoconversion (9 or 6% power) to both the “partially” and “fully” photoconverted target regions to ensure that cells at the border between the two regions are photoconverted to the same degree as the fully photoconverted region. To maximize the homogeneity of the photoconversion, we measured the thickness of the limb and chose the plane of photoconversion to coincide with the middle of the limb. The total duration of the photoconversion process was ~3 min in our particular setup. E10.5 samples were processed identically to E11.5 samples.

### Tissue dissociation and FACS

Limb buds were dissected and incubated for 5 min in 270 μl of Liberase (0.22 Wunsch unit/ml; Roche, 5401119001) in EDTA-free, calcium-free, and magnesium-free PBS with agitation (900 rpm) at 37°C in a low-binding microcentrifuge tube (Biozym, 710176). Mechanical disruption was then performed by pipetting through a p200 gelatin-coated tip. The enzyme was inhibited by adding 30 μl of 0.5 M EDTA, and volume was adjusted to 1 or 1.5 ml with calcium- and magnesium-free PBS. While this method allows the efficient recovery of mesenchymal cells, it is not optimized to recover ectodermal cells. Tight junctions could show limited sensitivity to short-duration collagenase treatment, thereby explaining why we recovered few ectodermal cells.

Calcein Violet AM (1 μM; Life Technologies, C34858) and 5 nM Sytox Red (Thermo Fisher Scientific, S34859) from Invitrogen were used as live and dead cell markers for the sorting, respectively. Excitation and emission spectra were well separated from those of the nonphotoconverted and photoconverted KikGR1. Single-cell suspensions were filtered through the 35-μm BD Falcon Cell-Strainer Cap (352235) into an FACS tube, which was maintained on ice before sorting and at 4°C during the experiment in the injection chamber. Sorting was done on a BD FACSAria III with a flow rate at the lowest value (“1.0”). A mild spectral compensation was applied to phycoerythrin-allophycocyanin (PE-A) (red) and Violet-F-450/40-A (violet) channels from the fluorescein isothiocyanate–A (FITC-A; green) channel.

Debris and doublets were excluded from the analysis using a sequential gating strategy relying on first side scatter (SSC-A) versus forward scatter (FSC-A), followed by FSC-H versus FSC-W. Live cells were selected on the basis of live/dead staining gating on Violet-F-450/40-A (Calcein Violet AM) versus allophycocyanin-A (Sytox Red). Only Calcein-positive Sytox-negative cells were included in the analysis. Cells showed similar viability percentages regardless of the mounting and photoconversion status (~90 to 97%). Cells with a low fluorescence value in both green (FITC-A) and red (PE-A) channels were also excluded. No further binning on red and green fluorescence is performed. Cell colors are inferred a posteriori as described below (see the “Identification of cell colors” section). E10.5 samples were processed identically to E11.5 samples.

### Massively parallel scRNA-seq

Cells were processed by MARS-seq as previously described (*33*). Briefly, live single cells were sorted into 384-well capture plates containing lysis solution and barcoded poly(T) reverse transcription (RT) primers. UMI barcodes contain a cell-specific/well-specific label and an 8–base pair random molecular tag (RMT). After evaporation of the lysis buffer, the RT reaction was performed in the presence of External RNA Controls Consortium (ERCC) RNA Spike-in (Ambion). Unused RT primers were digested using Exonuclease I [New England Biolabs (NEB)], and wells were pooled by half plates. Second-strand cDNA synthesis was then performed, and products were in vitro transcribed overnight using T7 polymerase (NEB) for linear amplification. After RNA fragmentation, a partial Illumina Read1 sequencing adapter containing a plate-specific barcode was single strand–ligated using T4 RNA ligase I (NEB), and the product was reverse-transcribed. Last, the product was purified and PCR-amplified by PCR (14 cycles) with primers containing the Illumina P5-Read1 and P7-Read2 sequences. Concentration of the purified library was assessed with a Qubit fluorometer (Life Technologies), and mean molecule size was determined with a 2200 TapeStation instrument (Agilent Technologies). Libraries were pooled and paired-end sequenced using an Illumina NextSeq 500 sequencer at a median depth of ~45,000 reads per cell. Read1 was 70 nt long and covered the plate-specific barcode and the cDNA. Read2 was 16 nt long and covered the UMI and well-specific label. Raw and processed data sets are available from the Gene Expression Omnibus (GEO) repository (GSE202326).

### Quality check and read mapping

Reads were demultiplexed and count tables were built as described in (33) (scripts are available at https://github.com/tanaylab/MARS-SEQ and https://doi.org/10.5281/zenodo.7316279). Cell-specific/well-specific labels and RMTs were extracted. Reads with low-quality (Phred < 27) barcodes were discarded to prevent ambiguous or spurious assignments of reads to cells or unique molecules. Read2 reads whose cell-specific or well-specific labels were unknown or mutated were discarded. Read1 reads were mapped to the mouse genome (mm9) using Ensembl gene annotations (downloaded in July 2017) using Bowtie2 (*75*).

### Metacell analysis

We clustered the wild-type E11.5 dataset using MetaCell (*35*). Briefly, an ideal metacell is a group of cells whose expression profiles are statistically equivalent to independent sampling from a single underlying transcriptional state. This is achieved by first creating a *k*-nearest neighbor (k-NN) graph of the individual cells based on expression similarity and by partitioning this graph into a disjoint sets of cells, metacells, which are both small (~100 cells each) and as close to the above ideal metacell as possible.

Because plates were processed in two batches, we filtered out cells with fewer than 2000 or 2500 UMIs (lower-quality transcriptomes) or more than 15,000 UMIs (potential doublets). We excluded mitochondrial genes (annotated with the prefix “mt-”) from the analysis. Variable genes were selected using the parameters Tvm = 0.1, Ttot = 50, and T_top3 = 3. We then excluded cell cycles, histone genes, ribosomal genes, small nuclear riboprotein genes, some long noncoding RNA (annotated with the suffix “Rik”), and poorly supported gene models (annotated with the prefixes “RP-,” “Gm,” and “AC”) from the variable genes. In addition, we identified genes that showed a batchy expression. To do so, we performed a first clustering, and for each metacell with a sufficient number of cells from both batches (>15), we repeatedly (10 times) randomly sampled and aggregated UMIs from 10 cells (UMIs from individual cells were downsampled to eliminate the effect of sequencing depth). If the median fold change for a gene was >1.6 in at least one metacell, then the gene was considered batchy and blacklisted for feature selection (but not omitted from the analysis). When excluding spatial genes, we additionally blacklisted genes with adjusted *P* < 0.01 for the linear regression. A k-NN graph was built using Pearson correlation and *k* = 100, and 500 bootstrap iterations were performed (0.75 resampling probability). Metacells were built with a minimum size of 20, *k* = 30, and α = 3. Inhomogeneous metacells were split, and outlier was removed (Tlfc = 3). Otherwise, default parameters were used.

### Identification of cell colors

To infer a single-cell color from the intensities of the PE (red, photoconverted) and FITC (green, nonphotoconverted) channels, we examined the ratio between the log of these intensities

$$s=\frac{\log_{2}\mathrm{PE}}{\log_{2}\mathrm{FITC}}$$

The distribution of this ratio exhibited the expected number of peaks (3 or 4) across all samples, although the exact location of the peaks and their separation varied. We therefore modeled the distribution of each individual limb separately as a mixture of skewed normal distributions whose parameters were estimated using an expectation-maximization algorithm implementer in the R package mixsmsn (*76*) (“smsn.mix”, family = “Skew.normal”, nu = 3). Three components were used for the PD and AP patterns, and four were used for the AER pattern. The color of each individual cell was determined using the posterior probabilities. For the AER pattern, we merged the two red-most compartments (high ratio-of-log values) to increase the number of cells in that category.

### Modeling the TATTOO-seq photoconversion process

We treated the limb-bud as a two-dimensional shape, constructed through concatenation of Bézier curves. We then assumed that the AP and PD photoconversion patterns split this shape into three regions of equal length along the relevant axis, whose fluorescence is mostly green, mostly yellow, or mostly red. On the basis of pictures of the photoconverted limb buds, we estimated that the part of the limb bud that was dissected for AER pattern photoconversion roughly matched the yellow and red regions of the PD pattern. We then approximated the boundaries of the AER photoconversion regions using further concatenations of Bézier curves, choosing the parameters that best fit the pictures. Note that although the AER photoconversion split the limb bud into four regions, we combined the two red-most regions in our model, as the number of cells collected that had red-most fluorescence was extremely low.

We then created a generative model connecting a cell’s original position within the limb bud with its measured fluorescence. We split the modeled limb bud’s shape into distinct spatial bins (referred to henceforth as sbins). Given the sbin containing the cell and the pattern that was used for photoconversion, it is possible to infer a distribution over the cell’s fluorescence being measured as green, yellow, or red. It is also possible to infer the probability that the cell will be completely missed by the experiment (as is the case with proximal cells when the AER photoconversion pattern is used).

Theoretically, on the basis of the above photoconversion model, it is possible to split the limb bud into 17 sbins, which set a single, deterministic fluorescence color under all photoconversion patterns. However, using these sbins to infer cell positions led to extremely poor results, probably due to the failure of such a strictly deterministic model from handling slight deviations between the model and the experimental reality (for example, the limb bud’s shape and the exact dissection line differed slightly between embryos). Instead, we split the limb bud into 36 sbins based on a square 6 × 6 equidistant grid along the AP-PD axes. Within each such sbin, the fluorescence color under the AP and PD colors is deterministically defined, while the distribution of fluorescence under the AER pattern is assumed to be proportional to the area of the sbin that is modeled to be photoconverted to green, yellow, and red, respectively. We then merged together sbins whose distributions were highly similar, ending up with 14 sbins.

### Inferring cell positions

The fluorescence information provided for each cell by TATTOO-seq only limits its position to one of three or four broad spatial regions. To gain a finer spatial resolution, we used the reproducibility of patterning of the mouse embryo system. This allowed us to pool together spatial information collected across multiple limb buds and multiple photoconversion patterns and infer a distribution over the limb bud’s sbins.

We will mark by λ one of the photoconversion pattern, i.e.

λ∈{AER,AP,PD}

Given a subset of cells, we can calculate the regularized, empirical distribution of the measured fluorescence under each of the pattern λ

$$P_{\mathrm{emp},\lambda }(F)$$

We assumed that the subset of cells defines some transcriptional criterion *M* (e.g., a cell type) that implies a distribution over the model’s sbins. Then, the sbins containing cells belonging to *M* will be distributed according to

$$P_{\theta ,\lambda }(S|M)$$

where θ is a parameter. Last, the photoconversion model described in the previous section implies a distribution over the measured fluorescence given the sbin and the photoconversion patterns

$$P_{\lambda }(F|S=s)$$

Given the above, we can calculate the expected fluorescence of cells belonging to *M*

$$P_{\theta ,\lambda }(F|M)=\sum_{s}P_{\lambda }(F|S=s)\cdot P_{\theta ,\lambda }(S=s|M)$$

To infer the correct value of θ, we minimize the Kullback-Leibler divergences between the inferred distributions and the empirical ones

$$\theta =\mathrm{argmi}n_{\;\theta }\sum_{\lambda }D_{\mathrm{KL}}[P_{\theta ,\lambda }(F|M)||P_{\mathrm{emp},\lambda }(F)]$$

As the distributions *P*_θ, λ_(*S* ∣ *M*) are discrete, the parameter θ can be taken to be the complete definition of the distribution. To solve the minimization problem, we used a constrained interior point algorithm, implemented in the scipy.optimize.minimize() function (from the scipy Python package) with a method parameter of “trust-constr.” To ensure convergence to a proper distribution function, the sum of the probabilities was constrained to 1

$$\sum_{s}P_{\theta ,\lambda }(S=s|M)=1$$

In addition, the value of the probability of each sbin was constrained to a segment that strictly contain the [0,1] segment

$$-0.00005\leq P_{\theta ,\lambda }(S=s|M)\leq 1$$

When calculating the Kullback-Leibler divergences, the individual sbin probabilities were clamped to the [0.001, 1] segment. Following the convergence of the algorithm, any negative sbin probabilities were set to 0, and the probabilities were renormalized to ensure that they sum to 1.

As an initial validation for the cell positioning algorithm, we used all collected cells, effectively inferring the fraction of the cells residing in each of the spatial bins. Assuming that the mean cell size is similar across all bins, the area-normalized fraction provides an estimate of the thickness of the limb bud thickness at each spatial bin. As expected, the inferred limb bud thickness decreases as we move away from the embryo’s trunk and toward the edge of the limb bud.

### Inferring positions of metacells

The cells of a single metacell form a natural candidate for applying the cell positioning algorithm described in the previous section. We expect that the expression profiles of most of the limb bud’s cell types depend on spatial signaling fields. We can therefore assume that cells with a highly similar expression pattern (as the cells of a single metacell are guaranteed to be) are also tightly localized within the limb bud. The use of a metacell also provides a natural definition to the transcriptional criterion *M*, i.e., the inferred sbin distribution describes the expected spatial localization of new cells whose expression profile is close to the metacell’s centroid.

### Metacell-specific TFs

The metacell specificity of TFs was estimated using a method similar to the “roc” method in Seurat. For each gene, the empirical cumulative distribution function (CDF) was computed on the basis of the rescaled (from 0 to 1) gene expression in metacells. The area under the curve (AUC) was then computed. Genes that have very specific patterns of expression (i.e., expression in very few metacells) display large values of AUC because most metacells exhibit low values of gene expression.

### Chondrogenic trajectory and pseudo-time

Each chondrogenic progenitor was assigned to a compartment along the PD axis based on its color. Cells originating from other photoconversion patterns were assigned to the compartment for which their metacells had the highest probability. We performed principal components analysis on the top 2000 variable genes within each compartment (thus excluding variation resulting from spatial compartment-specific genes) and built graphs connecting each cell to its 40 nearest neighbors within its compartment. Projecting medial cells into the distal principal component (PC) space, we built a graph between distal and medial cells. Similarly, we built a graph connecting medial and proximal cells in the medial PC space. Edges were then filtered to keep at most 10 mutual edges. The resulting graph was projected using the DrL graph layout. ElPigraph (*77*) was then used to compute the pseudo-time for each cell. Gene expression as a function of the pseudo-time was computed and smoothed using loess regression.

# Supplementary material for: TATTOO-seq delineates spatial and cell type–specific regulatory programs in the developing limb
**Source:** Sci Adv. 2022 Dec 14;8(50):eadd0695. doi: 10.1126/sciadv.add0695
**Supplement:** Supplementary file 1 — Figs. S1 to S18 References

Supplementary Materials for  
**TATTOO-seq delineates spatial and cell type–specific regulatory programs in  
the developing limb**

Sébastien Bastide *et al.*

*Sci. Adv.* **8**, eadd0695 (2022)  
DOI: 10.1126/sciadv.add0695

**The PDF file includes:**

Figs. S1 to S18  
Legends for tables S1 to S5  
References

**Other Supplementary Material for this manuscript includes the following:**

Tables S1 to S5

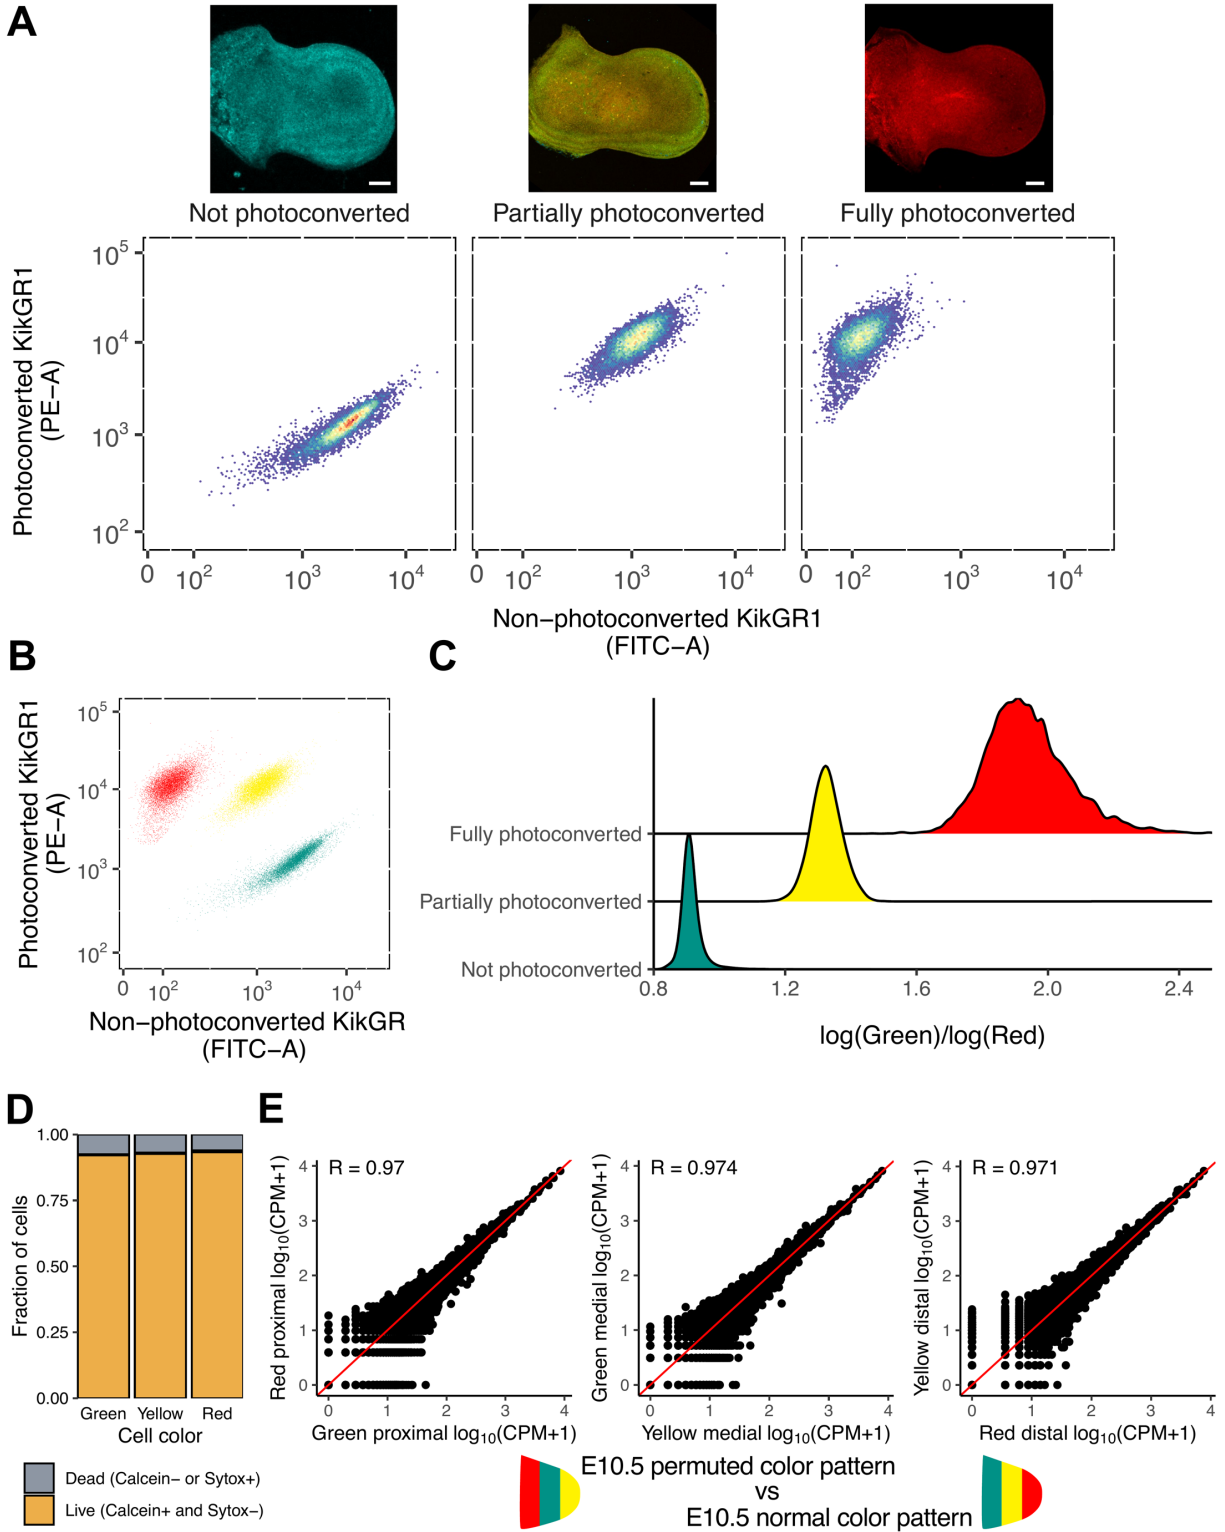

**Fig. S1 Assessing the photoconversion efficiency and impact of the TATTOO-seq method on cell viability and transcriptome.**

**(A)** Homogeneous distribution of green and red fluorescence in non-photoconverted, partially photoconverted and fully photoconverted whole limbs show the efficiency of photoconversion along the dorsal-ventral axis of the limb bud. Pictures of the corresponding limbs are shown above the flow cytometry plots. Scale bars = 100  $\mu\text{m}$ . **(B)** Overlay of the three samples depicted in **(A)** show no overlap between the three colors. **(C)** Ridge plot of the ratio of the log-green and red fluorescence. **(D)** Fraction of live and dead cells (using Calcein and Sytox) assessed by flow cytometry for each color. The fraction of dead cells is independent from the color. **(E)** Comparison of aggregated gene expression for different degrees of photoconversion on the same spatial compartment in E10.5 wild-type mouse limbs processed with TATTOO-seq.

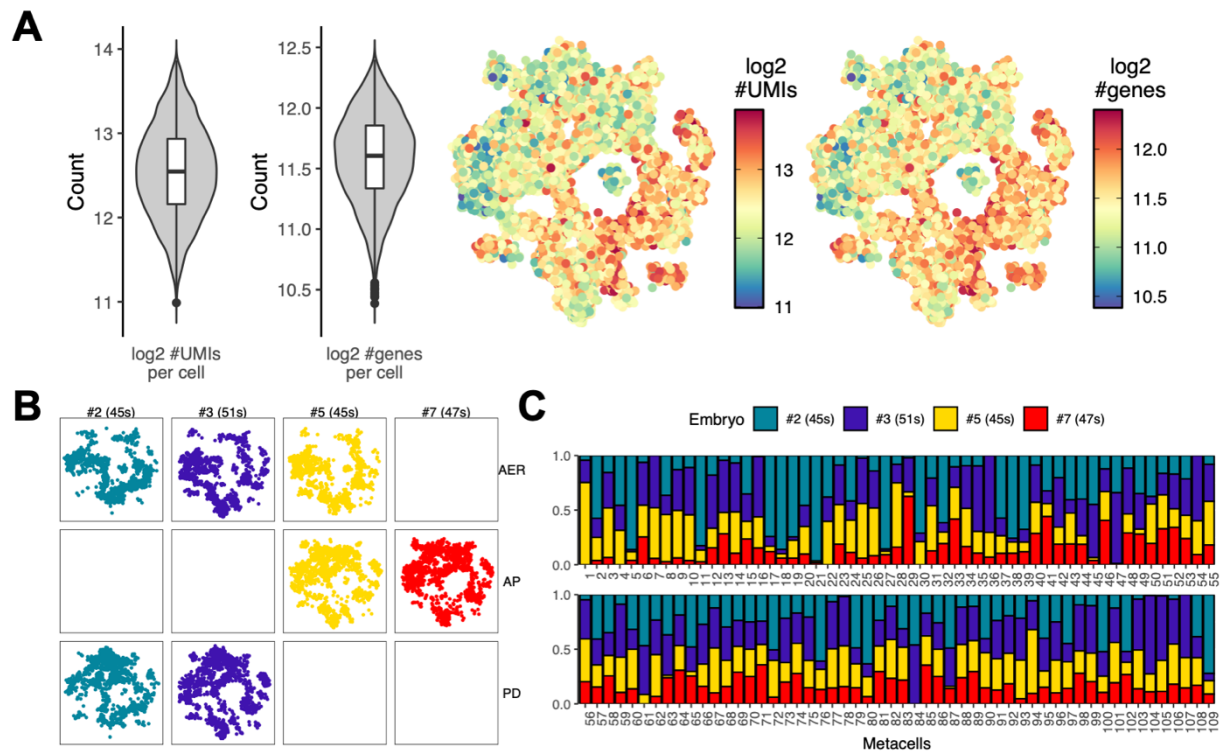

**Fig. S2 Quality check for the TATTOO-seq data.**

(A) Violin and 2D projection showing the distribution of the number of genes and number of UMIs detected per cell. The number of detected genes and UMIs is slightly higher in distal cells which are more actively proliferating. Median UMI count per cell = 5980, median number of detected genes = 3115. 

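The median over all kept wild-type cells was 5360 UMIs and 2938 genes per cell. Embryos 2, 3, 5, and 7 had medians of 6168, 4691, 6322.5, and 3788.5 UMIs, and of 3197.5, 2686, 3337, and 2226 genes. Cells with at least 2500 UMIs had a median of 5505 UMIs and 2994 genes.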

(B) 2D projection split by sample (columns) and photoconversion pattern (rows). (C) Bar chart showing the contribution of each embryo to each metacell.

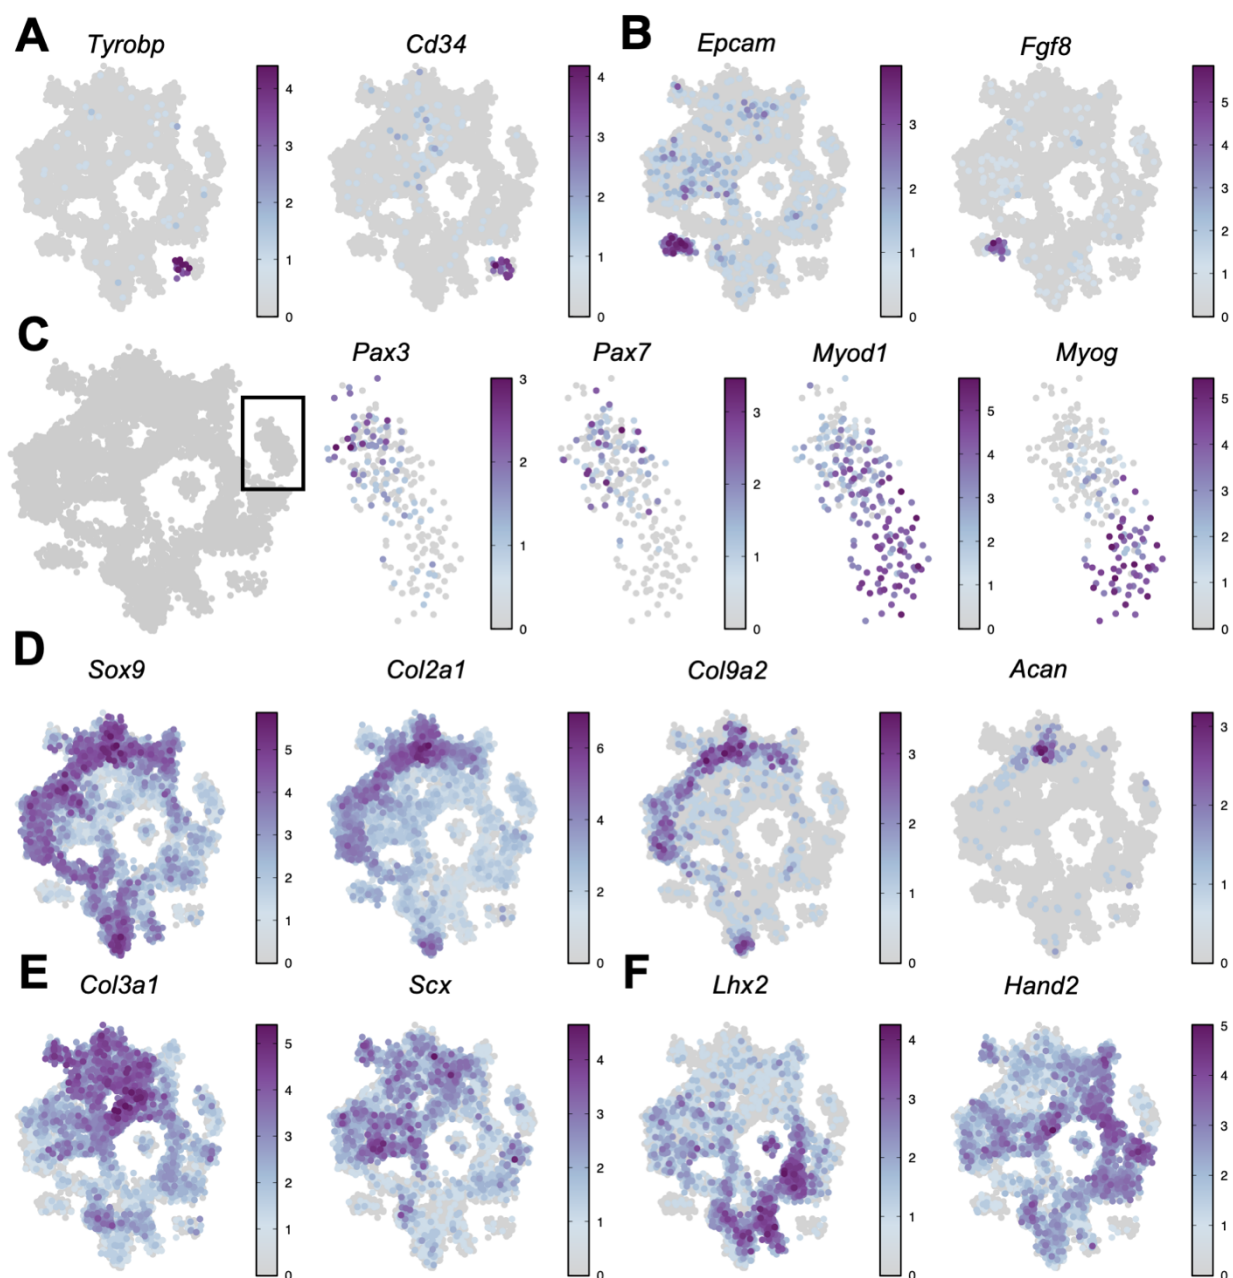

**Fig. S3 Expression of cell type specific marker genes.**

2D projection of the metacell graph. Cell color represents  $\log_{10}$  depth-normalized counts for marker genes of (A) immune and endothelial cells, (B) epithelial cells (*Epcam*<sup>+</sup>) are divided into two metacells: the *Fgf8*-expressing AER and the *Fgf8*-negative dorsal and ventral ectoderm, (C) three myogenic progenitor cell states corresponding to different stages of differentiation are detected, from *Pax3*-expressing progenitors migrating from the somites into the limb bud, to *Myod1*-expressing early differentiating myoblasts and *Myog*-expressing differentiated myocytes,

**(D)** chondrogenic progenitors, **(E)** dense regular connective tissue progenitors and **(F)** different populations of undifferentiated mesenchyme.

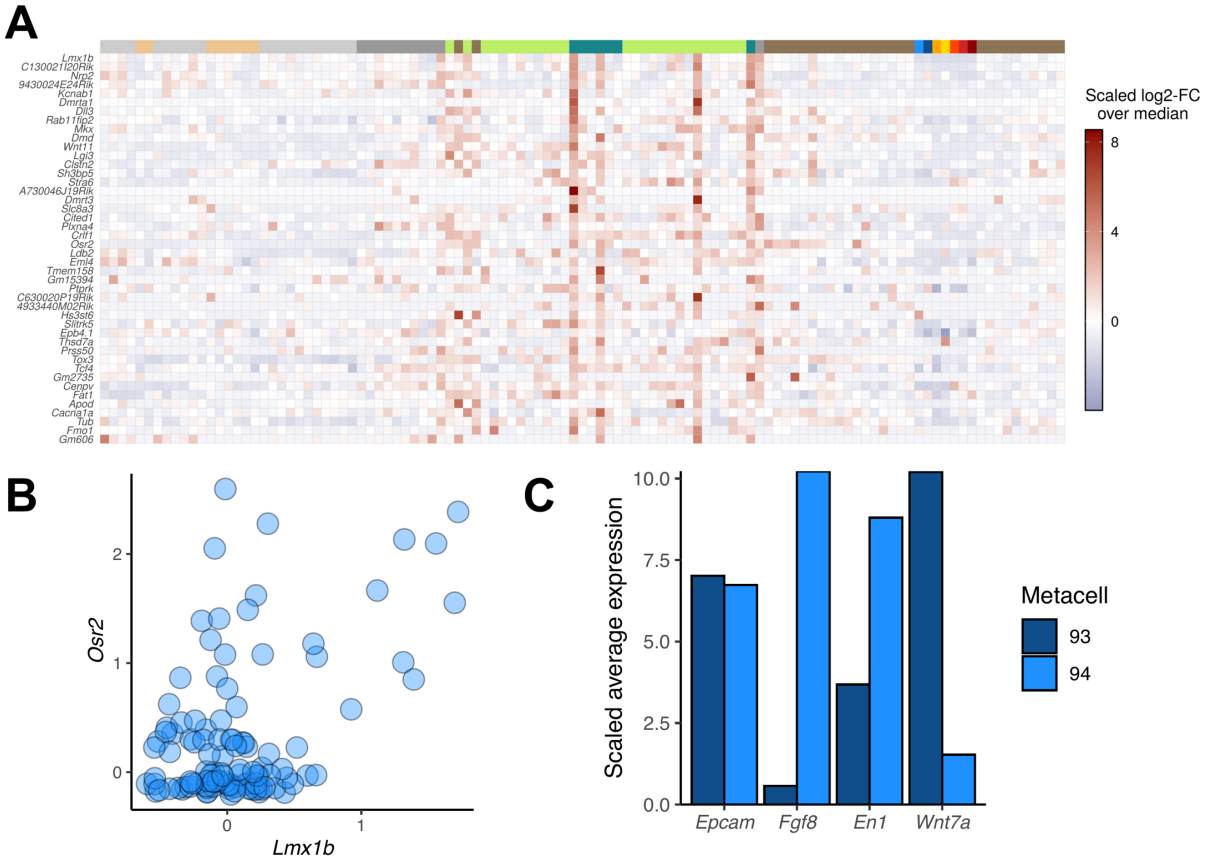

**Fig. S4 DV organization of the limb cell states.**

(A) *Lmx1b* was used as a marker of the dorsal mesenchyme (81). Heatmap showing the normalized expression of genes whose expression is loosely correlated or anti-correlated to that of *Lmx1b* ( $|R| > 0.4$ ). (B) Scatter plot showing the expression of *Lmx1b* and *Osr2* for all metacells. Metacells exhibiting high levels of *Lmx1b* showed high levels of *Osr2*, a key regulator in connective tissue differentiation, suggesting that connective-tissue differentiation at this stage is preferentially occurring dorsally, as suggested by *Osr2 in situ* experiments (82). 

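Over mesenchyme-like wild-type cells, *Lmx1b* was detected in 16.8% ± 2.12 (SD, n = 4 embryos) of thinned cells, against 1.12% of myogenic-like cells. *Osr2* was compared between thinned mesenchyme-like cells with and without a *Lmx1b* UMI. It reached 214, 134, 150.4, and 188 CPM in *Lmx1b*-positive cells of embryos 2, 3, 5, and 7, and 105, 76.1, 83.2, and 101 CPM in *Lmx1b*-negative cells. The log2 ratio was 0.83 ± 0.09 and was positive in all 4 embryos. Of the alternatives, calling cells with at least 2 UMIs positive moved the ratio most, to 1.31.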

(C) Barplot of the expression of the AER marker *Fgf8*, the ventral marker *En1* and the dorsal marker *Wnt7a* in the *Epcam*<sup>+</sup> ectodermal metacells.

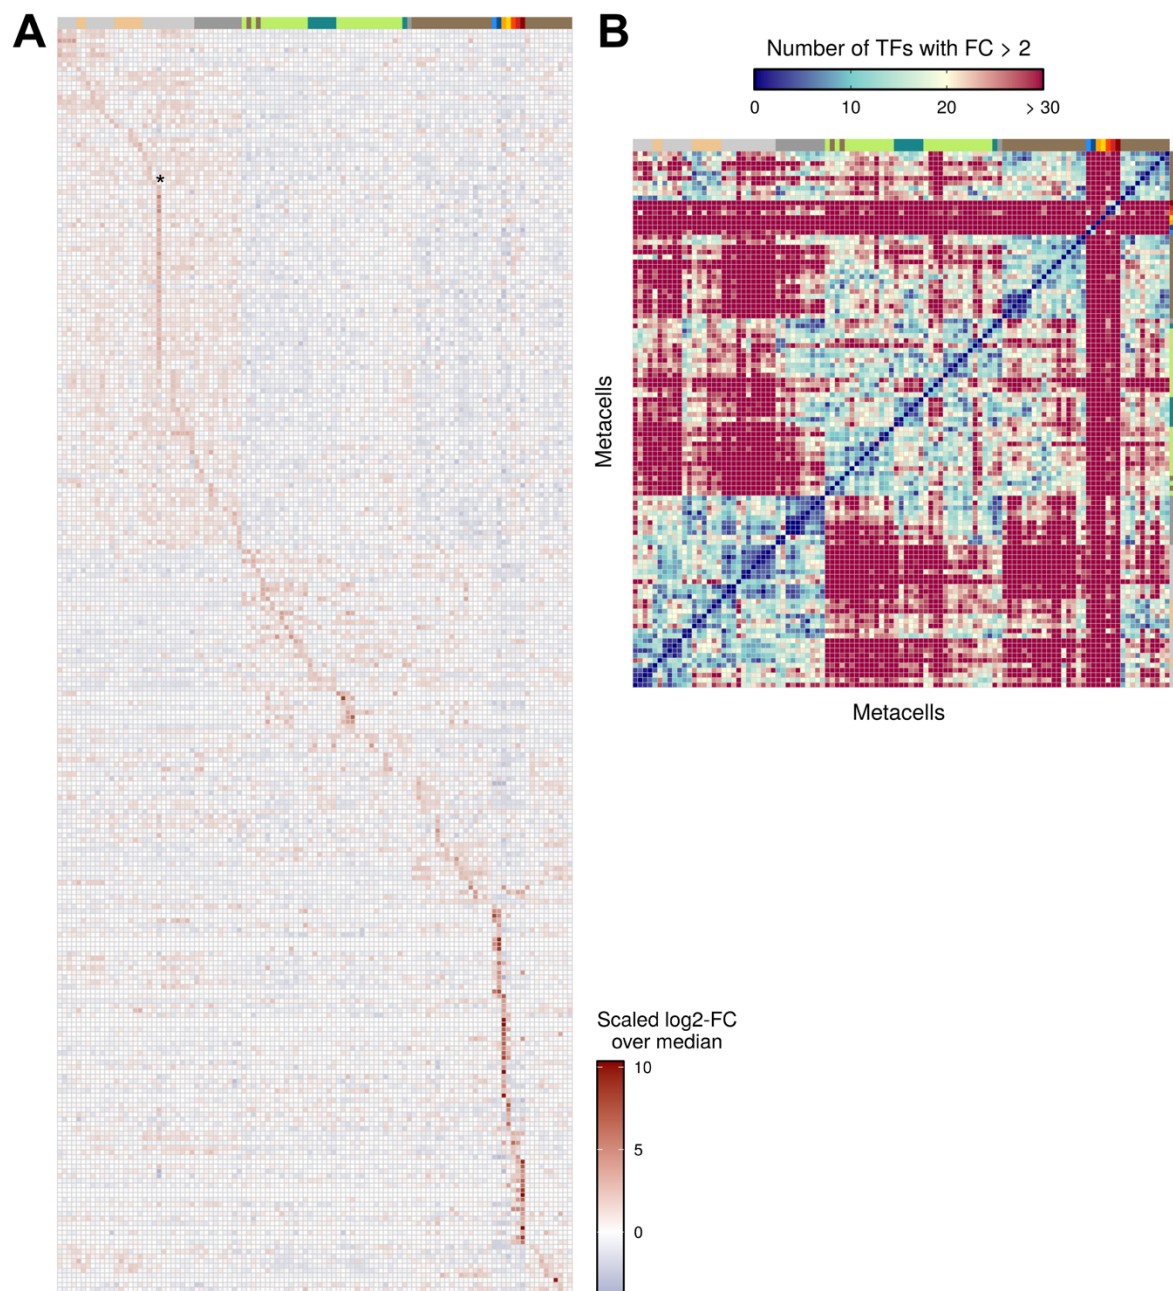

**Fig. S5 Metacells exhibit a hierarchical and specific combinatorial code of TFs.**

**(A)** Heatmap showing the normalized expression of genes with loosely specific gene expression ( $AUC > 0.5$ ) across all metacells. \* marks metacell 22 which groups cells of overall lower quality. **(B)** Heatmap showing the pairwise number of TFs that show different expression levels ( $FC > 2$ ). Cell types are annotated using the same color code as in **Fig. 1**.

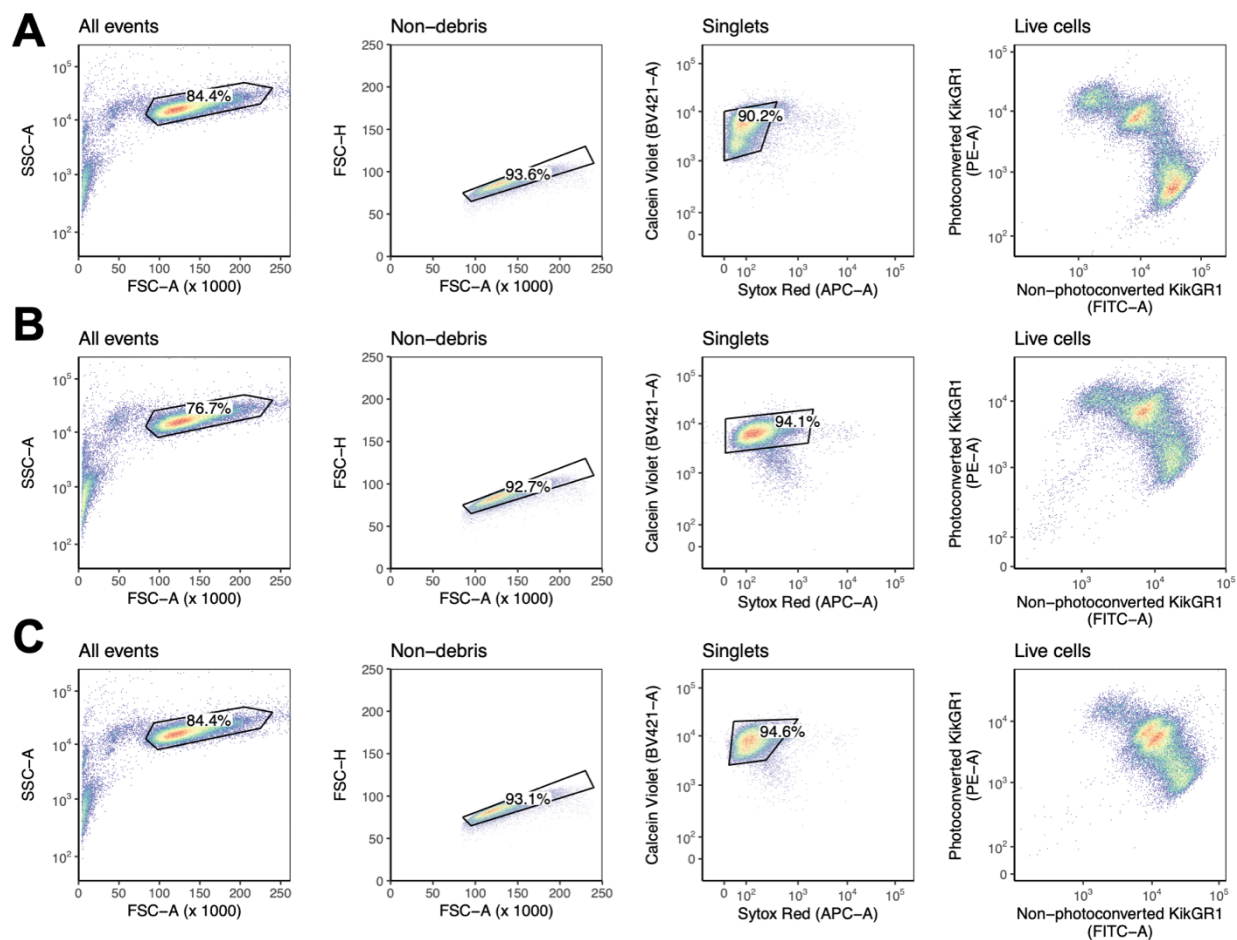

**Fig. S6 Gating strategy for TATTOO-seq.**

The gating strategy used for the PD (A), AP (B) and AER (C) photoconversion patterns. Debris are first filtered out using SSC-A vs FSC-A, then singlets are recovered by looking at FSC-H vs FSC-A. Finally, live cells are recovered by inspecting Calcein Violet vs Sytox Red. Non-green and non-red cells are then excluded. No further gating on Red vs Green is performed.

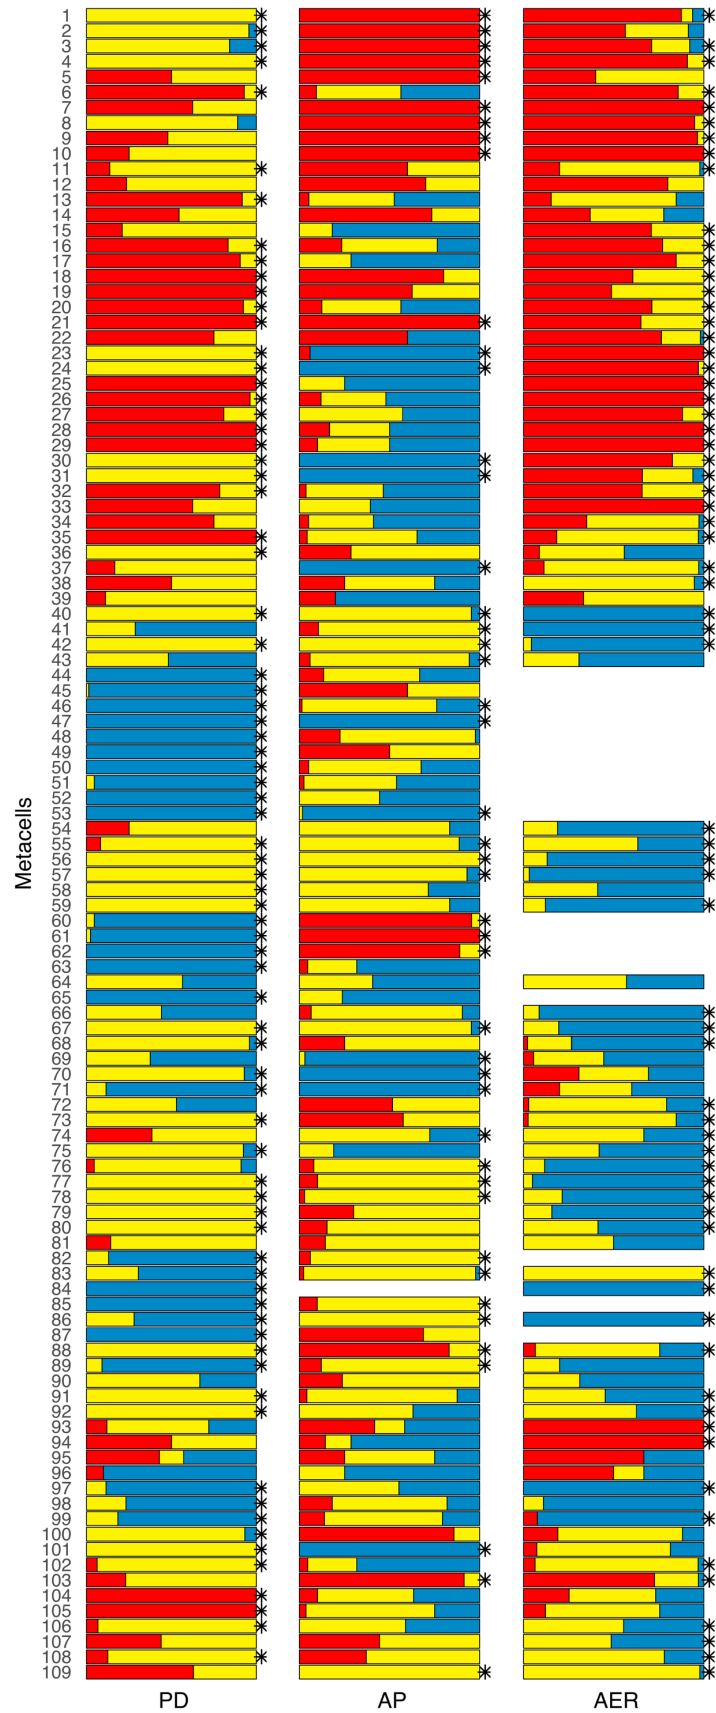

**Fig. S7 Metacells are spatially homogeneous.**

We employed Shannon entropy as a metric for measuring color heterogeneity. Monte Carlo simulations ( $n = 100000$ ) were used to test for positional homogeneity. Stacked bar plots showing the distribution of color for each metacell in all three photoconversion patterns (PD, AP and AER). Clusters labeled with a star (\*) display significantly lower Shannon entropy than expected by chance (Bonferroni corrected p-value  $\leq 0.01$ ).

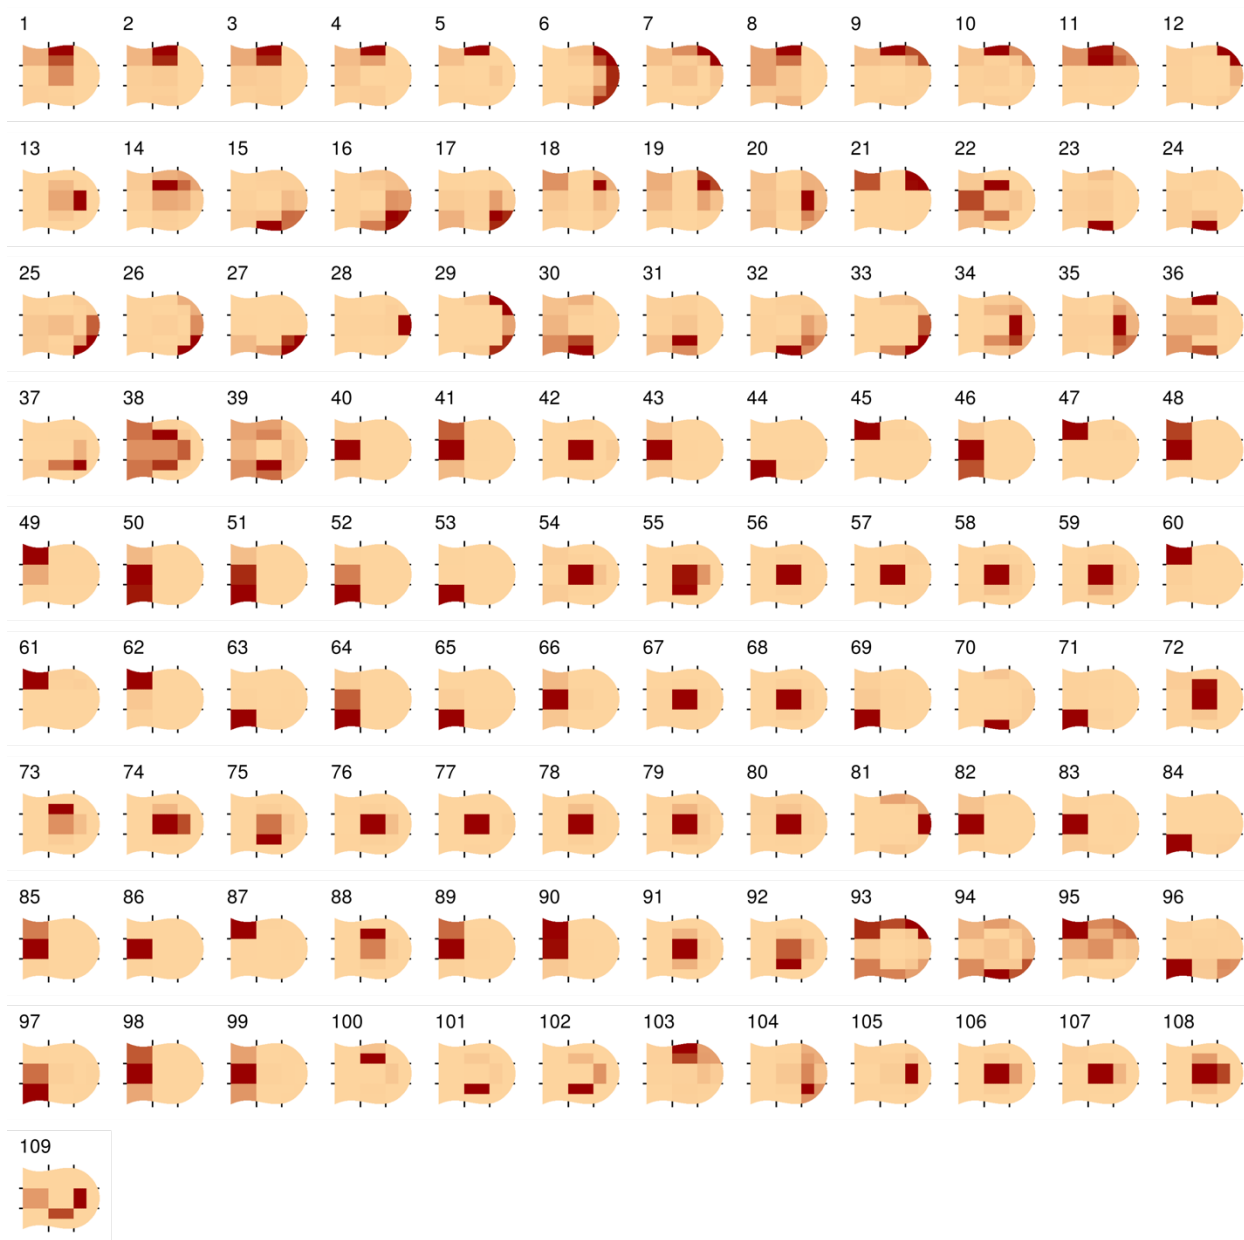

**Fig. S8 Mouse limb bud metacell positions.**

Spatial distribution for all mouse limb bud metacells.

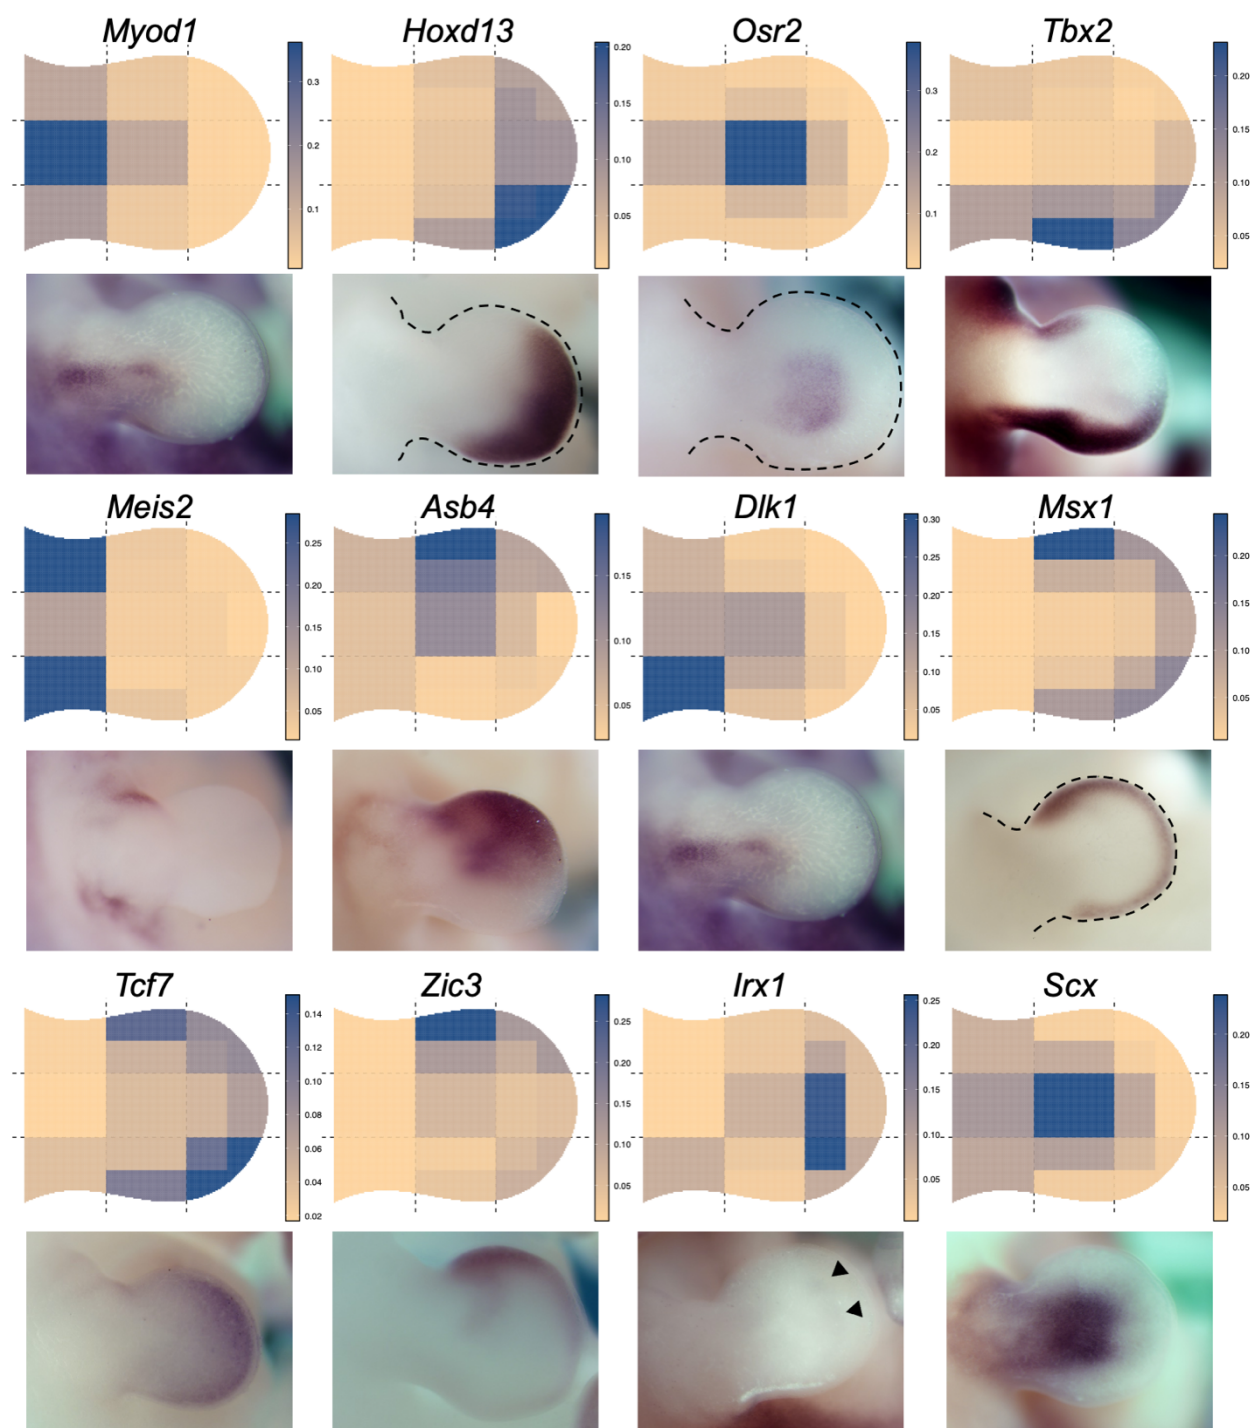

**Fig. S9 vISH match the gene expression patterns obtained by classical *in situ* hybridization.** vISH and the corresponding classical ISH patterns for twelve TFs involved in limb development. ISH images were obtained from the EMBRY database (79).

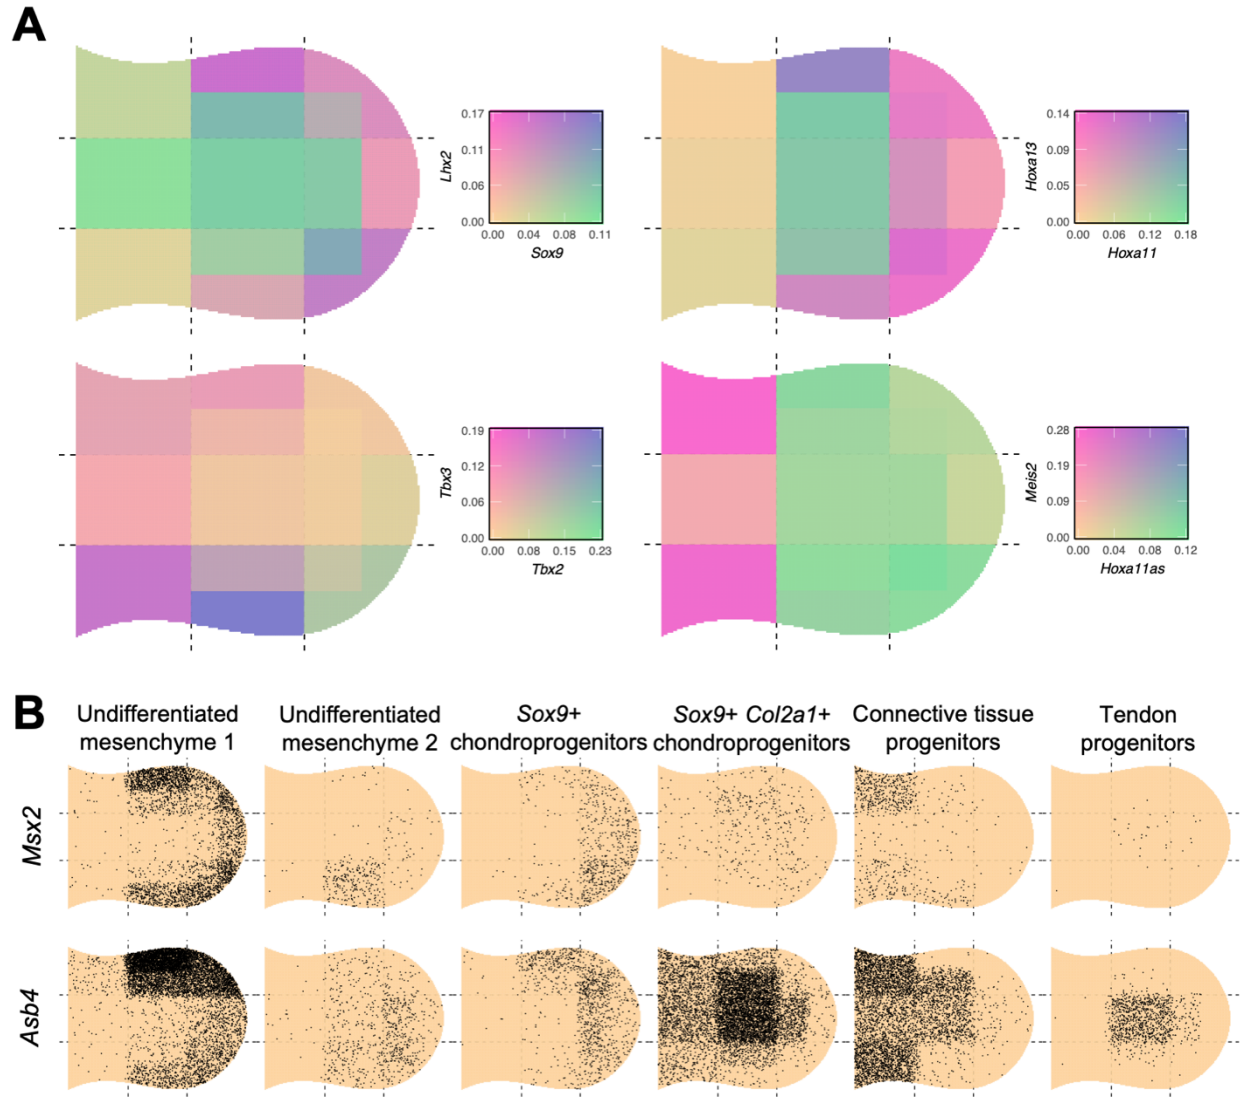

**Fig. S10 Double virtual *in situ* hybridization (vISH) and cell type-specific vISH.**

**(A)** Double vISH uses a bivariate color scale to represent the spatial overlap of expression patterns.

**(B)** vISH can be deconvolved into cell type-specific vISH. To take into account the different dynamic ranges across cell types, up to 10,000 UMIs are sampled according to the expected number of counts for each spatial bin.

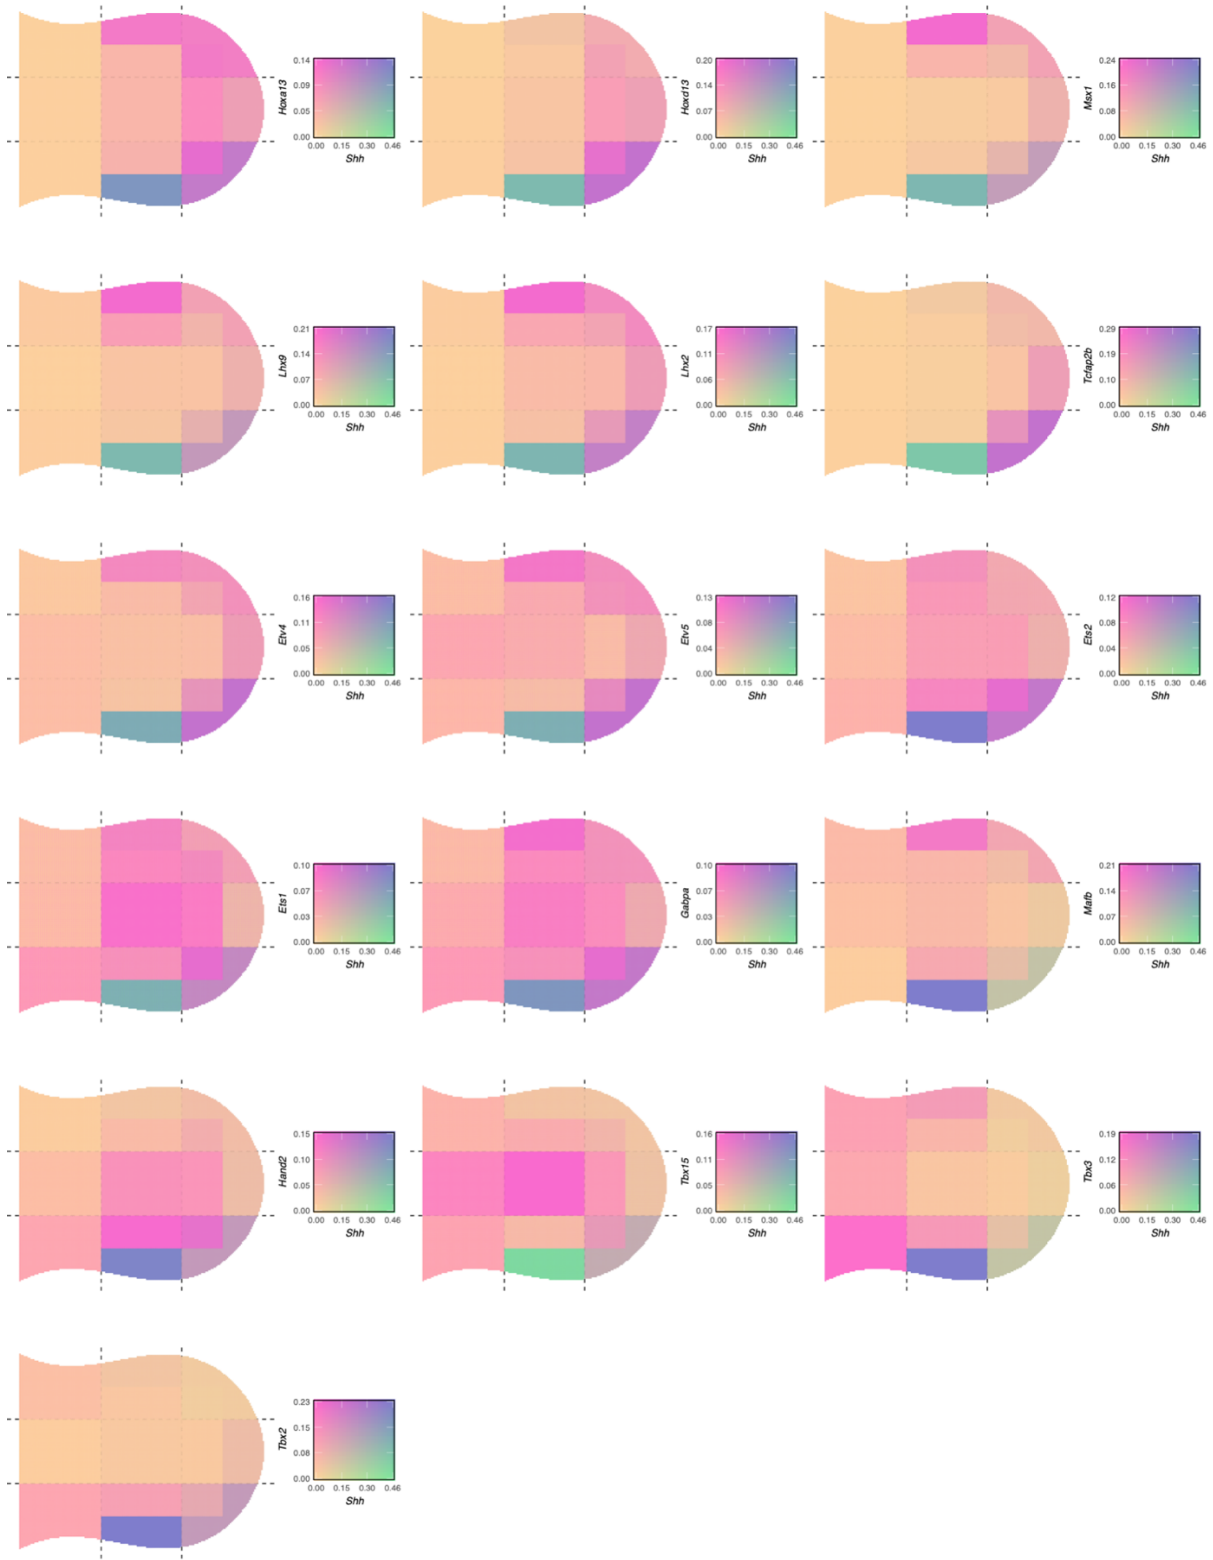

**Fig. S11 Spatial domains of expression of potential regulators of *Shh* expression in the ZPA. Double vISH for *Shh* and transcription factors shown in Fig. 2.**

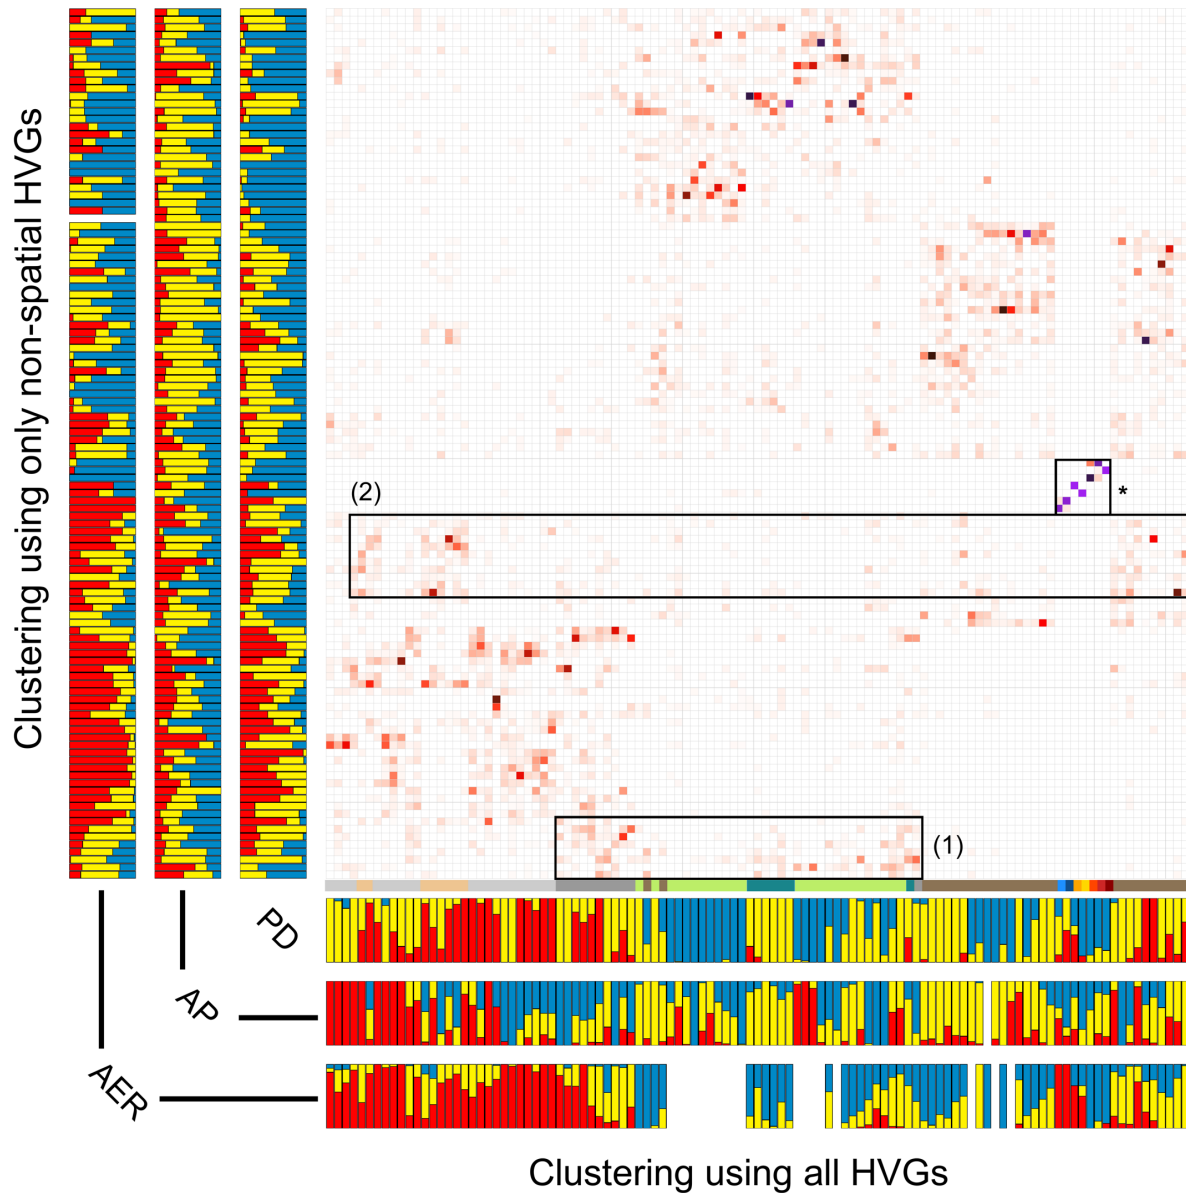

**Fig. S12 Confusion matrix between the two dataset clusterings.**

Confusion matrix representing the redistribution of cells between the clustering using all the highly variable genes and the clustering using only non-spatial highly variable genes. Darker values (black, purple) indicate high correspondence between metacells of the two clusterings. The color distribution is indicated on the side of the heatmap. Non-mesenchymal clusters are unaffected (\*) while some mesenchymal clusters are split and merged. Some no-HVGs metacells clusters receive contribution from type 2 undifferentiated mesenchyme and dense regular connective tissue progenitors metacells (1), and from distal chondrogenic progenitors and proximal *Sox9<sup>+</sup> Col2a1<sup>+</sup>*

chondroprogenitors (2). Blacklisting of spatial HVGs additionally results in extensive cell type internal reorganization. Abrogating spatial information potentially leads to artefactual clustering if cell types are homogeneous.

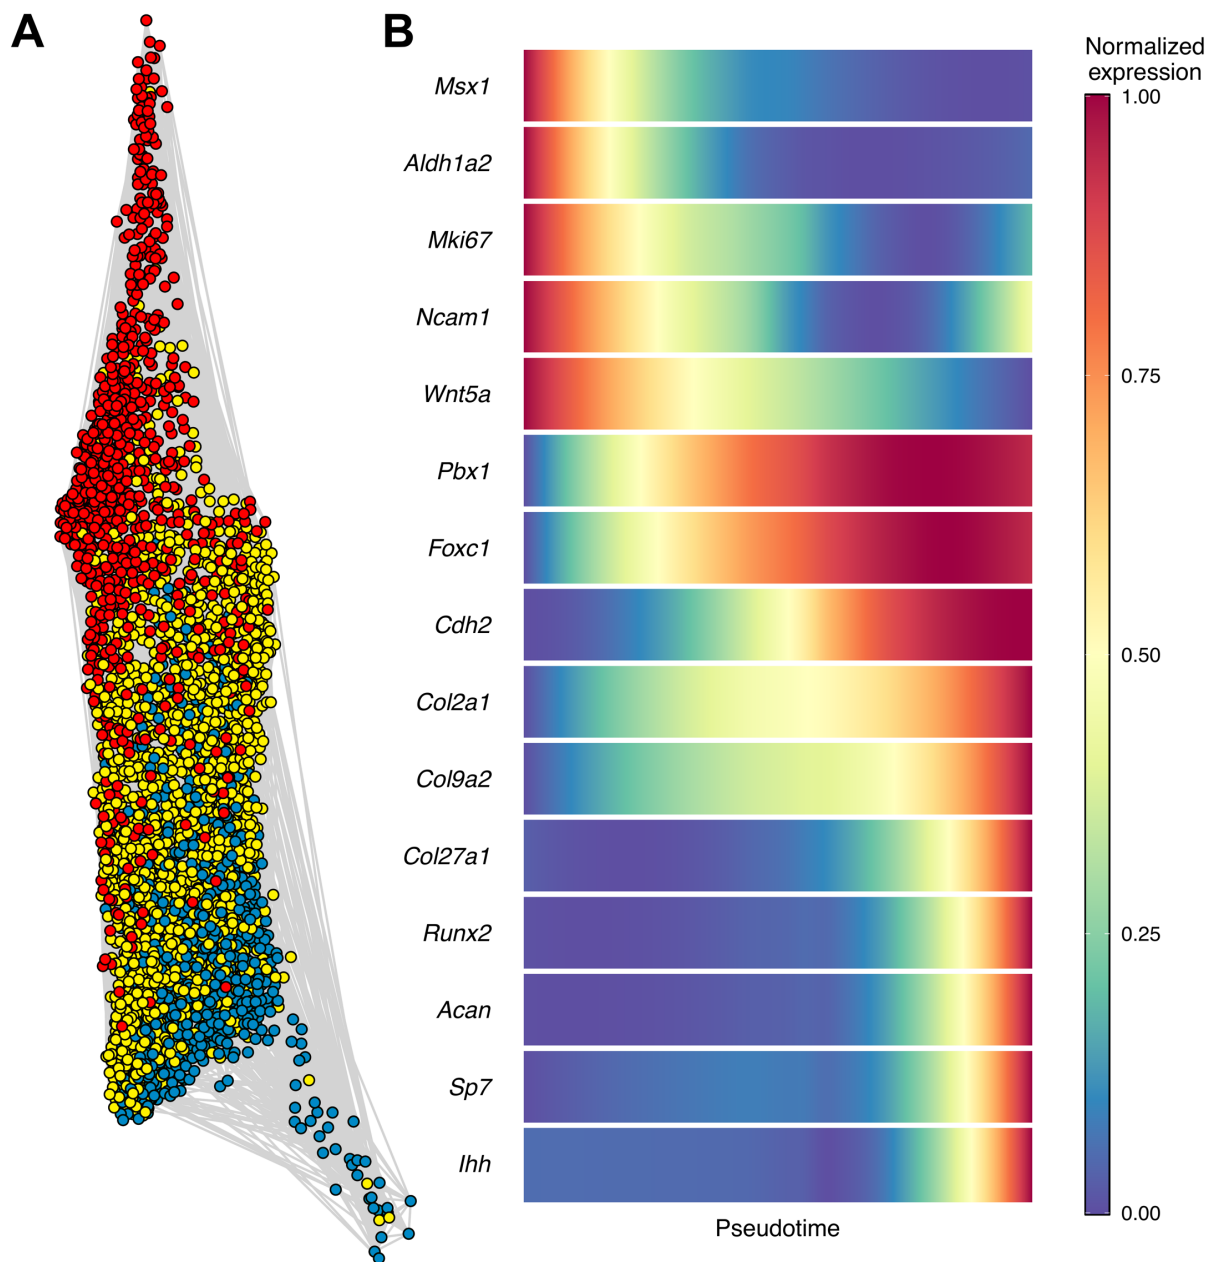

**Fig. S13 Eliminating confounder effects of cell position reveals overlapping chondrogenic transcriptomic states.**

**(A)** 2D projection of the k-NN ( $k = 10$ ) graph of chondrocytes using the force-directed Distributed Recursive (Graph) Layout algorithm. The procedure used to generate the graph is described in the **methods** section. **(B)** Pseudotime was assessed using ELPiGraph (77) and gene expression as a function of pseudotime was estimated and smoothed using a loess regression for various stage-specific chondrogenesis markers.

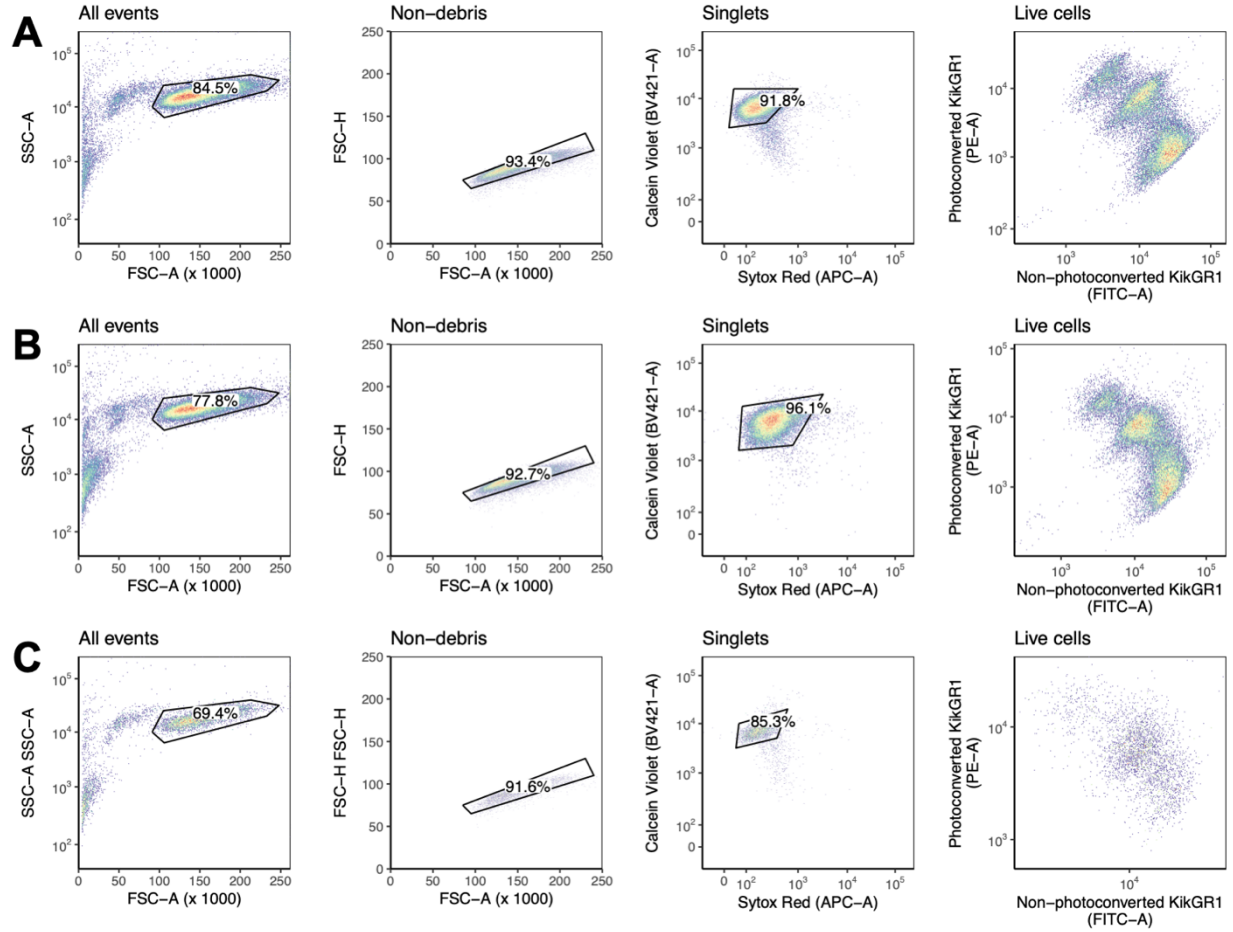

**Fig. S14 Gating strategy for TATTOO-seq on mutant embryos.**

The gating strategy used for the PD (A), AP (B) and AER (C) photoconversion patterns. Debris are first filtered out using SSC-A vs FSC-A, then singlets are recovered by looking at FSC-H vs FSC-A. Finally, live cells are recovered by inspecting Calcein Violet vs Sytox Red. Non-green and non-red cells are then excluded. No further gating on Red vs Green is performed.

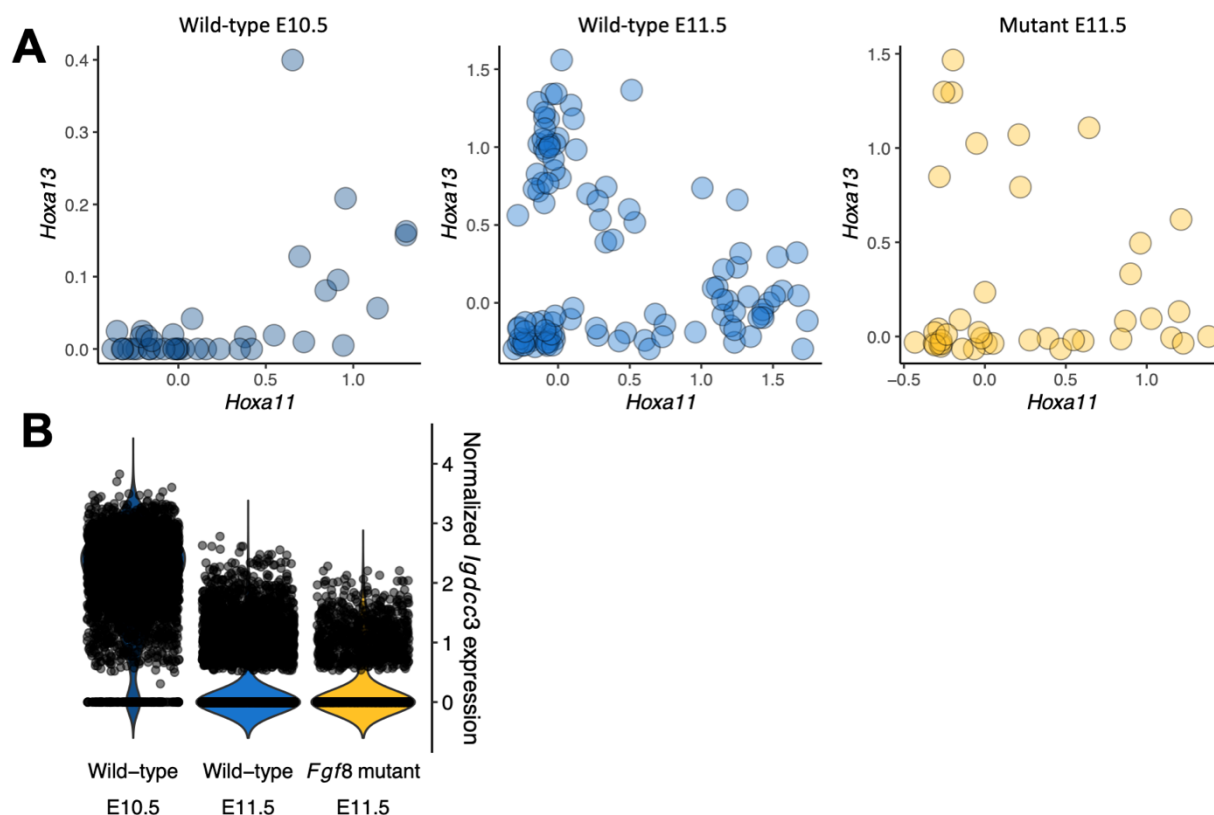

**Fig. S15 Differences between wild-type and *Fgf8* mutant cells do not reflect a global developmental delay in mutant limbs.**

**(A)** Scatter plot showing the normalized expression of *Hoxa13* and *Hoxa11* in E10.5 and E11.5 wild-type metacells and E11.5 mutant metacells. 

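*Hoxa11* reached 109.6 ± 7.34 CPM (SD, n = 4) in wild-type E11.5 embryos and 88.6 ± 33.0 CPM (n = 3) in mutant embryos over all kept cells (exact permutation test, p = 0.2). *Hoxa13* reached 97.2 ± 28.5 CPM in wild-type and 39.0 ± 31.2 CPM in mutant embryos (exact permutation test, p = 0.0571), with 3.27 CPM in mutant embryo 1. In thinned mesenchyme-like cells, the log2 odds ratio of detecting both genes was -0.89 ± 0.34 in wild-type embryos, between -1.35 and -0.52. In mutant embryos, it averaged 0.00 ± 0.89, with 0.85 in embryo 1, -0.92 in embryo 4, and 0.07 in embryo 6. The difference between genotypes could not be distinguished from the spread between embryos (exact permutation test, p = 0.171). Embryo 1 had 4 cells with *Hoxa13*, none of which had *Hoxa11*, and without this embryo the mutant mean was -0.42. In thinned myogenic-like wild-type cells, *Hoxa11* was detected in 7.06% and *Hoxa13* in 4.83%, against 18.0% ± 2.33 and 14.1% ± 4.6 in mesenchyme-like cells.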

In the mutant limbs, *Hoxa13* and *Hoxa11* were expressed in distinct cell-states, corresponding to the largely mutually exclusive territories observed in wild-type E11.5 limbs, and contrasting with the nested expression found earlier at E10.5 (78, 83). **(B)** Violin plot showing the log<sub>10</sub> depth-normalized expression of *Igdcc3* in E10.5 and E11.5 wild-type cells and E11.5 mutant cells. *Igdcc3* has been reported to be a sensitive temporal marker of limb development, showing strong expression at E10.5 but minimal expression at E11.5 (84). 

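Over all kept cells, *Igdcc3* averaged 53.4 ± 32.4 CPM (SD, n = 4) in wild-type and 92.7 ± 69.8 CPM (n = 3) in mutant E11.5 embryos (exact permutation test, p = 0.4). The highest values belonged to the embryos of the first collection date, with 172 CPM in mutant embryo 1 and 98.8 CPM in wild-type embryo 2. The other mutant embryos had 65.6 and 40.4 CPM and the other wild-type embryos 25.3, 36.3, and 53.2 CPM. The log2 fold change was 0.86 (SE 0.59, adjusted p = 0.794), and 0.64 with the collection date as a covariate (adjusted p = 0.555). Without mutant embryo 1, it was 0.01. After thinning, *Igdcc3* was found in 10.0% of wild-type mesenchyme-like cells and in 4.09% of wild-type myogenic-like cells. The E10.5 samples were not among those analyzed.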

We found its expression greatly reduced in both wild-type and mutant E11.5 scRNA-seq data, while it is robustly detected in E10.5 samples.

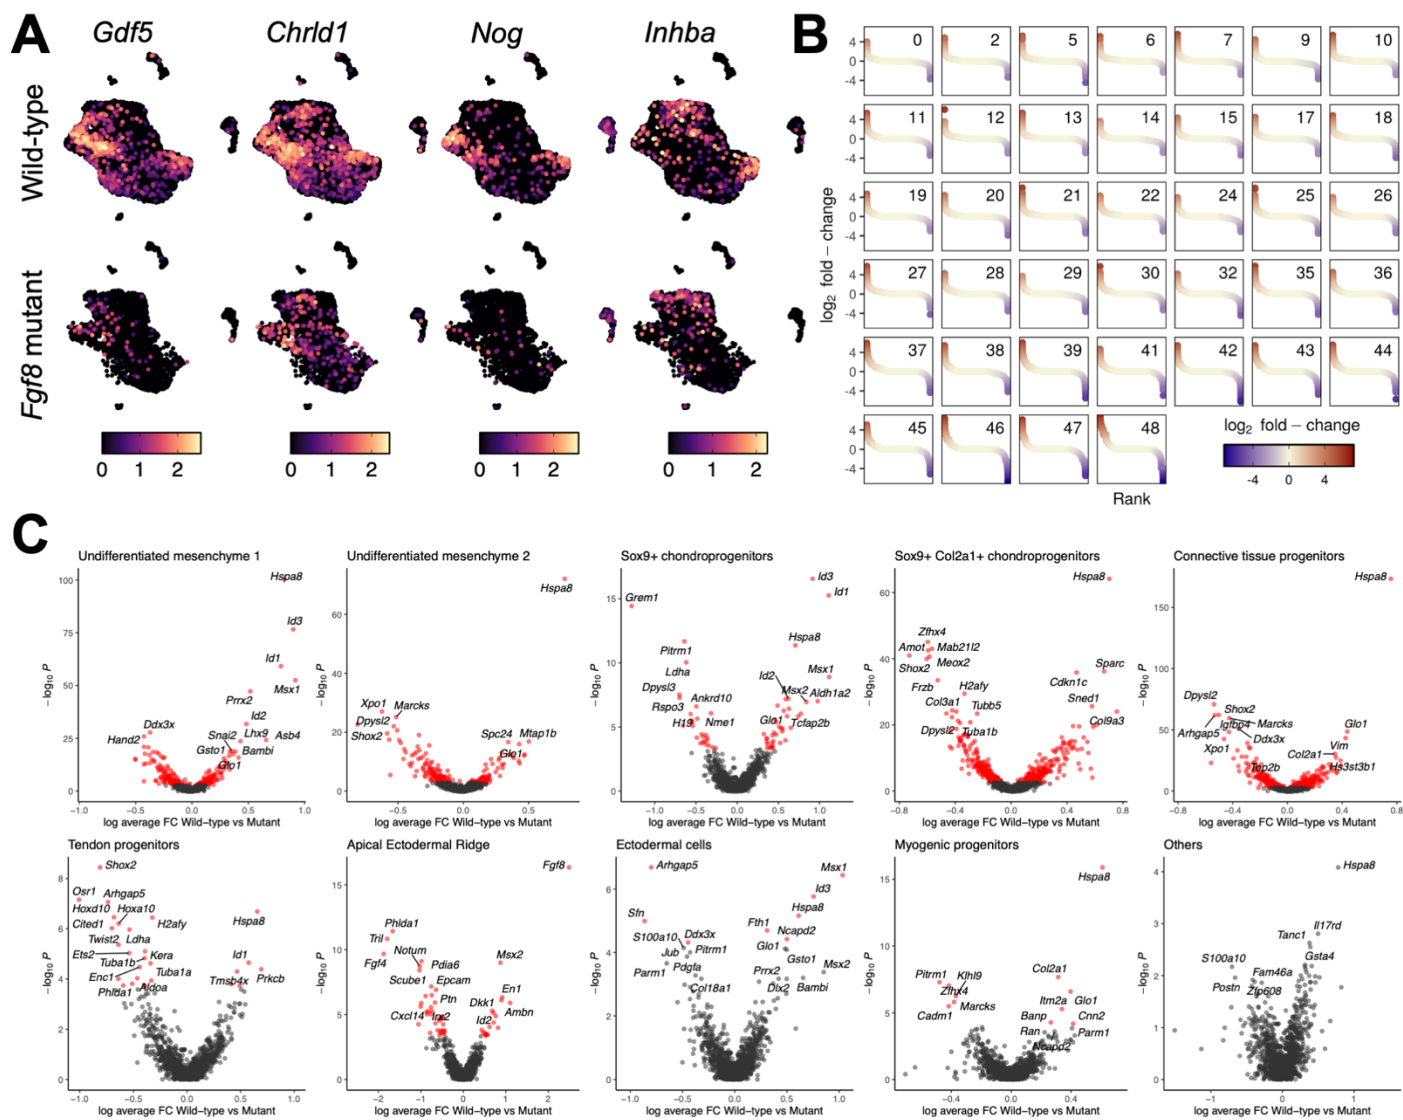

**Fig. S16 Transcriptional differences between wild-type and mutant limb cells.**

(A) UMAP showing  $\log_{10}$  depth-normalized counts for some genes associated with the TGF $\beta$  superfamily signaling showing a reduction of expression in mutant cells. The data is split by genotype: wild-type (top row) and *Fgf8* mutant (bottom row). (B) Plot showing the distribution of  $\log_2$  fold-changes between wild-type and mutant cells within each Seurat cluster. (C) Volcano plot showing the p-values of statistical tests for differential expression as a function of  $\log_2$  fold-change between wild-type and mutant cells in each cell type. Genes for which BH-corrected p-value < 0.01 are represented in red and genes names are indicated for the top 20 most significant genes.

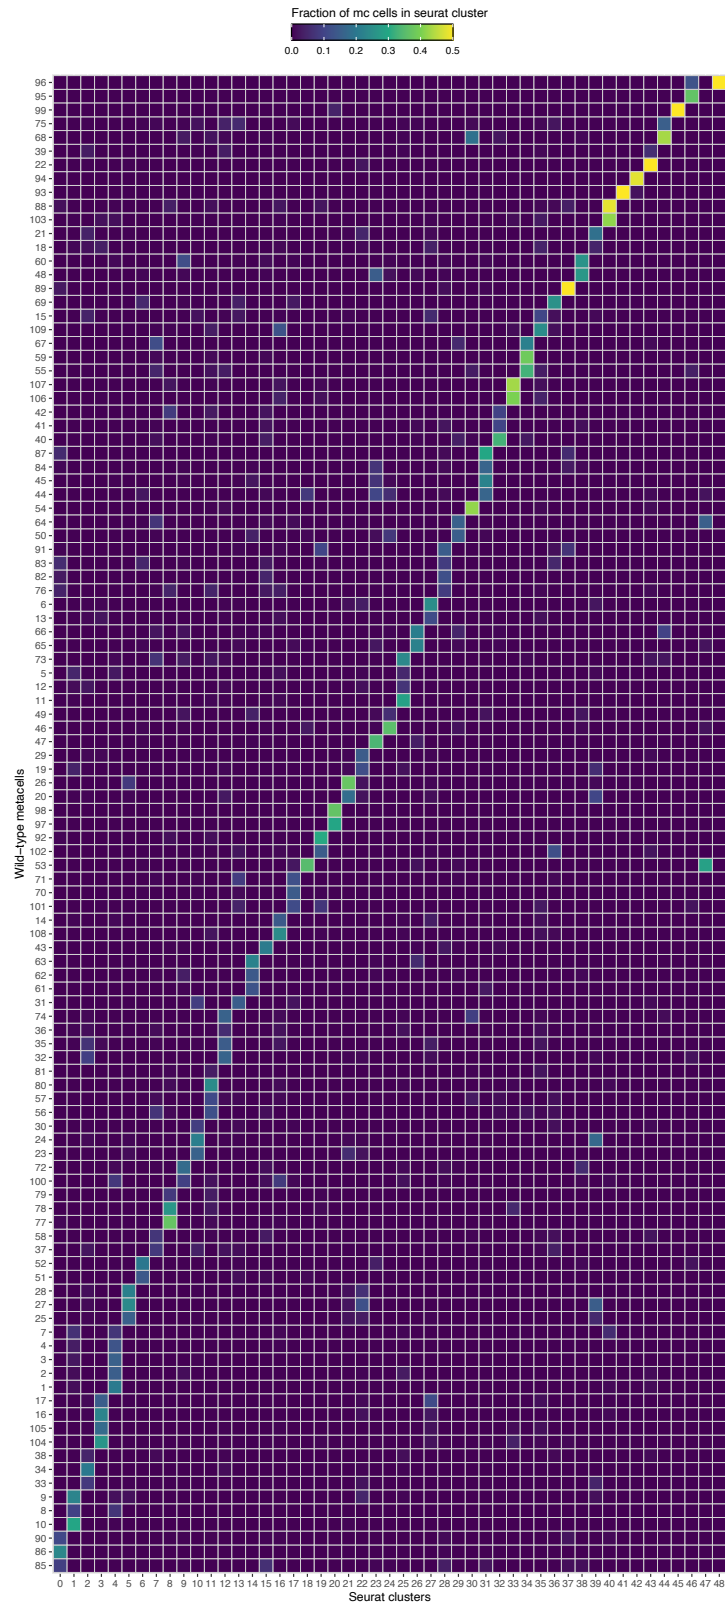

**Figure S17 Correspondence between wild-type metacells and Seurat clusters**

Contingency table describing the relationship between wild-type metacells and Seurat clusters.  
Each cell shows the fraction of cell from a given metacell in each Seurat cluster.

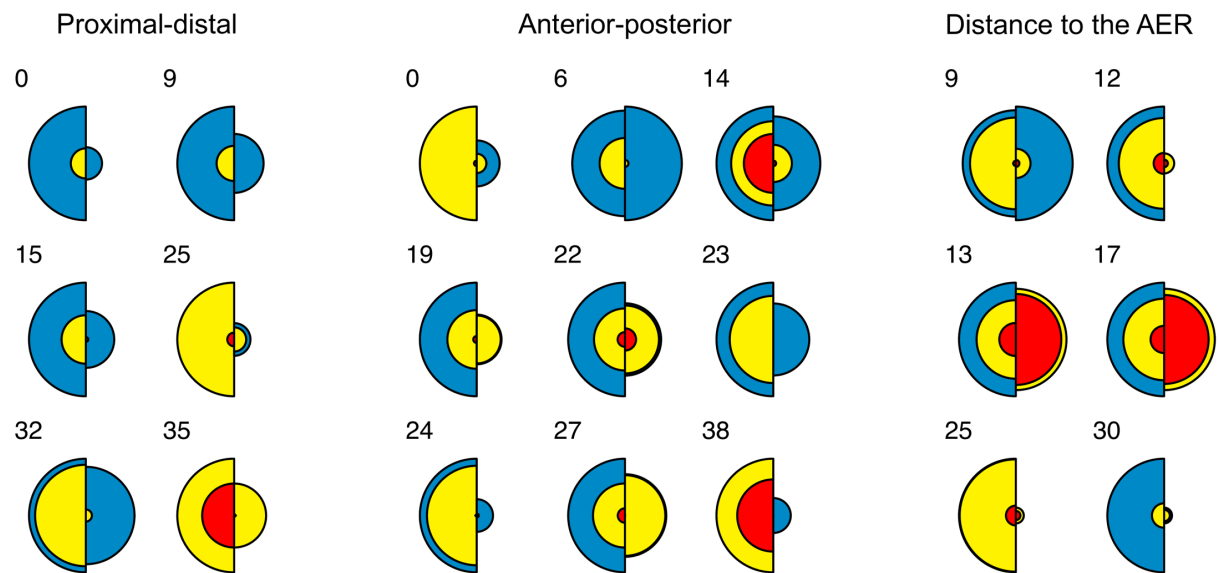

**Fig. S18 Spatial distribution changes between wild-type and mutant limb cells.**

Circular histograms representing the distribution of colors for wild-type and mutant cells in Seurat clusters that show altered spatial distributions.

**Other Supplementary Materials for this manuscript include the following:**

Table S1. Gene expression in the metacells of the wild-type forelimb bud

Table S2. “Spatially regulated” genes in the forelimb bud

Table S3. Differentially accessible peaks in the *Sox9* regulatory domain

Table S4. Gene expression in the Seurat clusters comprising wild-type and DEL(PoIL-SHFM) forelimb cells

Table S5. Cell type-specific differential expression in DEL(PoIL-SHFM) mutant forelimbs

## REFERENCES AND NOTES

1. L. Wolpert, Positional information and the spatial pattern of cellular differentiation. *J. Theor. Biol.* **25**, 1–47 (1969).
2. F. R. Goodman, Congenital abnormalities of body patterning: Embryology revisited. *Lancet* **362**, 651–662 (2003).
3. L. A. Lettice, A. E. Hill, P. S. Devenney, R. E. Hill, Point mutations in a distant sonic hedgehog cis-regulator generate a variable regulatory output responsible for preaxial polydactyly. *Hum. Mol. Genet.* **17**, 978–985 (2008).
4. E. Z. Kvon, O. K. Kamneva, U. S. Melo, I. Barozzi, M. Osterwalder, B. J. Mannion, V. Tissières, C. S. Pickle, I. Plajzer-Frick, E. A. Lee, M. Kato, T. H. Garvin, J. A. Akiyama, V. Afzal, J. Lopez-Rios, E. M. Rubin, D. E. Dickel, L. A. Pennacchio, A. Visel, Progressive loss of function in a limb enhancer during snake evolution. *Cell* **167**, 633–642.e11 (2016).
5. M. Towers, Evolution of antero-posterior patterning of the limb: Insights from the chick. *Genesis* **56**, e23047 (2018).
6. A. Abzhanov, M. Protas, B. R. Grant, P. R. Grant, C. J. Tabin, Bmp4 and morphological variation of beaks in Darwin’s finches. *Science* **305**, 1462–1465 (2004).
7. A. Zuniga, Next generation limb development and evolution: Old questions, new perspectives. *Development* **142**, 3810–3820 (2015).
8. J. Cao, M. Spielmann, X. Qiu, X. Huang, D. M. Ibrahim, A. J. Hill, F. Zhang, S. Mundlos, L. Christiansen, F. J. Steemers, C. Trapnell, J. Shendure, The single-cell transcriptional landscape of mammalian organogenesis. *Nature* **566**, 496–502 (2019).
9. R. Satija, J. A. Farrell, D. Gennert, A. F. Schier, A. Regev, Spatial reconstruction of single-cell gene expression data. *Nat. Biotechnol.* **33**, 495–502 (2015).
10. K. Achim, J.-B. Pettit, L. R. Saraiva, D. Gavriouchkina, T. Larsson, D. Arendt, J. C. Marioni, High-throughput spatial mapping of single-cell RNA-seq data to tissue of origin. *Nat.*

*Biotechnol.* **33**, 503–509 (2015).

11. E. Lubeck, A. F. Coskun, T. Zhiyentayev, M. Ahmad, L. Cai, Single-cell in situ RNA profiling by sequential hybridization. *Nat. Methods* **11** 360–361 (2014).
12. K. H. Chen, A. N. Boettiger, J. R. Moffitt, S. Wang, X. Zhuang, Spatially resolved, highly multiplexed RNA profiling in single cells. *Science* **348**, aaa609 (2015).
13. J. H. Lee, E. R. Daugharthy, J. Scheiman, R. Kalhor, T. C. Ferrante, R. Terry, B. M. Turczyk, J. L. Yang, H. S. Lee, J. Aach, K. Zhang, G. M. Church, Fluorescent in situ sequencing (FISSEQ) of RNA for gene expression profiling in intact cells and tissues. *Nat. Protoc.* **10**, 442–458 (2015).
14. X. Wang, W. E. Allen, M. A. Wright, E. L. Sylwestrak, N. Samusik, S. Vesuna, K. Evans, C. Liu, C. Ramakrishnan, J. Liu, G. P. Nolan, F.-A. Bava, K. Deisseroth, Three-dimensional intact-tissue sequencing of single-cell transcriptional states. *Science* **361**, eaat5691 (2018).
15. S. G. Rodriques, R. R. Stickels, A. Goeva, C. A. Martin, E. Murray, C. R. Vanderburg, J. Welch, L. M. Chen, F. Chen, E. Z. Macosko, Slide-seq: A scalable technology for measuring genome-wide expression at high spatial resolution. *Science* **363**, 1463–1467 (2019).
16. A. Chen, S. Liao, M. Cheng, K. Ma, L. Wu, Y. Lai, X. Qiu, J. Yang, J. Xu, S. Hao, X. Wang, H. Lu, X. Chen, X. Liu, X. Huang, Z. Li, Y. Hong, Y. Jiang, J. Peng, S. Liu, M. Shen, C. Liu, Q. Li, Y. Yuan, X. Wei, H. Zheng, W. Feng, Z. Wang, Y. Liu, Z. Wang, Y. Yang, H. Xiang, L. Han, B. Qin, P. Guo, G. Lai, P. Muñoz-Cánoves, P. H. Maxwell, J. P. Thiery, Q.-F. Wu, F. Zhao, B. Chen, M. Li, X. Dai, S. Wang, H. Kuang, J. Hui, L. Wang, J.-F. Fei, O. Wang, X. Wei, H. Lu, B. Wang, S. Liu, Y. Gu, M. Ni, W. Zhang, F. Mu, Y. Yin, H. Yang, M. Lisby, R. J. Cornall, J. Mulder, M. Uhlén, M. A. Esteban, Y. Li, L. Liu, X. Xu, J. Wang, Spatiotemporal transcriptomic atlas of mouse organogenesis using DNA nanoball-patterned arrays. *Cell* **185**:1777–1792.e21 (2022).
17. C. Tabin, L. Wolpert, Rethinking the proximodistal axis of the vertebrate limb in the molecular era. *Genes Dev.* **21**, 1433–1442 (2007).

18. H. Shimizu, S. Yokoyama, H. Asahara, Growth and differentiation of the developing limb bud from the perspective of chondrogenesis. *Dev. Growth Differ.* **49**, 449–454 (2007).
19. M. Buckingham, P. W. J. Rigby, Gene regulatory networks and transcriptional mechanisms that control myogenesis. *Dev. Cell* **28**, 225–238 (2014).
20. S. Nassari, D. Duprez, C. Fournier-Thibault, Non-myogenic contribution to muscle development and homeostasis: The role of connective tissues. *Front. Cell Dev. Biol.* **5**, 22 (2017).
21. K. L. Cooper, K. E. Sears, A. Uygur, J. Maier, K.-S. Baczkowski, M. Brosnahan, D. Antczak, J. A. Skidmore, C. J. Tabin, Patterning and post-patterning modes of evolutionary digit loss in mammals. *Nature* **511**, 41–45 (2014).
22. D. Basel, A. DePaepe, M. Kilpatrick, P. Tsipouras, Split hand foot malformation is associated with a reduced level of Dactylin gene expression. *Clin. Genet.* **64**, 350–354 (2003).
23. L. A. Lettice, S. J. H. Heaney, L. A. Purdie, L. Li, P. de Beer, B. A. Oostra, D. Goode, G. Elgar, R. E. Hill, E. de Graaff, A long-range Shh enhancer regulates expression in the developing limb and fin and is associated with preaxial polydactyly. *Hum. Mol. Genet.* **12**, 1725–1735 (2003).
24. J. Kohlhase, A. Wischermann, H. Reichenbach, U. Froster, W. Engel, Mutations in the SALL1 putative transcription factor gene cause Townes-Brocks syndrome. *Nat. Genet.* **18**, 81–83 (1998).
25. P. Hill, B. Wang, U. Rüther, The molecular basis of Pallister Hall associated polydactyly. *Hum. Mol. Genet.* **16**, 2089–2096 (2007).
26. R. D. Riddle, R. L. Johnson, E. Laufer, C. Tabin, Sonic hedgehog mediates the polarizing activity of the ZPA. *Cell* **75**, 1401–1416 (1993).
27. M. Lewandoski, X. Sun, G. R. Martin, Fgf8 signalling from the AER is essential for normal

limb development. *Nat. Genet.* **26**, 460–463 (2000).

28. H. Akiyama, J.-E. Kim, K. Nakashima, G. Balmes, N. Iwai, J. M. Deng, Z. Zhang, J. F. Martin, R. R. Behringer, T. Nakamura, B. De Crombrughe, Osteo-chondroprogenitor cells are derived from Sox9 expressing precursors. *Proc. Natl. Acad. Sci. U.S.A.* **102**, 14665–14670 (2005).
29. Y. J. Wang, R. M. Belflower, Y.-F. Dong, E. M. Schwarz, R. J. O’Keefe, H. Drissi, Runx1/AML1/Cbfa2 mediates onset of mesenchymal cell differentiation toward chondrogenesis. *J. Bone Miner. Res.* **20**, 1624–1636 (2005).
30. I. Tzchori, T. F. Day, P. J. Carolan, Y. Zhao, C. A. Wassif, L. Q. Li, M. Lewandoski, M. Gorivodsky, P. E. Love, F. D. Porter, H. Westphal, Y. Yang, LIM homeobox transcription factors integrate signaling events that control three-dimensional limb patterning and growth. *Development* **136**, 1375–1385 (2009).
31. S. Yokoyama, S. Furukawa, S. Kitada, M. Mori, T. Saito, K. Kawakami, J. C. I. Belmonte, Y. Kawakami, Y. Ito, T. Sato, H. Asahara, Analysis of transcription factors expressed at the anterior mouse limb bud. *PLOS ONE* **12**, e0175673 (2017).
32. S. Nowotschin, A.-K. Hadjantonakis, Use of KikGR a photoconvertible green-to-red fluorescent protein for cell labeling and lineage analysis in ES cells and mouse embryos. *BMC Dev. Biol.* **9**, 49 (2009).
33. D. A. Jaitin, E. Kenigsberg, H. Keren-Shaul, N. Elefant, F. Paul, I. Zaretsky, A. Mildner, N. Cohen, S. Jung, A. Tanay, I. Amit, Massively parallel single-cell RNA-seq for marker-free decomposition of tissues into cell types. *Science* **343**, 776–779 (2014).
34. C. Medaglia, A. Giladi, L. Stoler-Barak, M. De Giovanni, T. M. Salame, A. Biram, E. David, H. Li, M. Iannacone, Z. Shulman, I. Amit, Spatial reconstruction of immune niches by combining photoactivatable reporters and scRNA-seq. *Science* **358**, 1622–1626 (2017).
35. Y. Baran, A. Bercovich, A. Sebe-Pedros, Y. Lubling, A. Giladi, E. Chomsky, Z. Meir, M. Hoichman, A. Lifshitz, A. Tanay, MetaCell: Analysis of single-cell RNA-seq data using K-

nn graph partitions. *Genome Biol.* **20**, 206 (2019).

36. C. A. Loomis, R. A. Kimmel, C. X. Tong, J. Michaud, A. L. Joyner, Analysis of the genetic pathway leading to formation of ectopic apical ectodermal ridges in mouse *Engrailed-1* mutant limbs. *Development* **125**, 1137–1148 (1998).
37. L. A. Lettice, I. Williamson, J. H. Wiltshire, S. Peluso, P. S. Devenney, A. E. Hill, A. Essafi, J. Hagman, R. Mort, G. Grimes, C. L. DeAngelis, R. E. Hill, Opposing functions of the ETS factor family define *Shh* spatial expression in limb buds and underlie polydactyly. *Dev. Cell* **22**, 459–467 (2012).
38. M. Osterwalder, D. Speziale, M. Shoukry, R. Mohan, R. Ivanek, M. Kohler, C. Beisel, X. Wen, S. J. Scales, V. M. Christoffels, A. Visel, J. Lopez-Rios, R. Zeller, HAND2 targets define a network of transcriptional regulators that compartmentalize the early limb bud mesenchyme. *Dev. Cell* **31**, 345–357 (2014).
39. L. A. Lettice, P. Devenney, C. De Angelis, R. E. Hill, The conserved sonic hedgehog limb enhancer consists of discrete functional elements that regulate precise spatial expression. *Cell Rep.* **20**, 1396–1408 (2017).
40. T. Sagai, M. Hosoya, Y. Mizushina, M. Tamura, T. Shiroishi, Elimination of a long-range cis-regulatory module causes complete loss of limb-specific *Shh* expression and truncation of the mouse limb. *Development* **132**, 797–803 (2005).
41. C. A. Gurnett, A. M. Bowcock, F. R. Dietz, J. A. Morcuende, J. C. Murray, M. B. Dobbs, Two novel point mutations in the long-range SHH enhancer in three families with triphalangeal thumb and preaxial polydactyly. *Am. J. Med. Genet. Part A.* **143A**, 27–32 (2007).
42. D. Wieczorek, B. Pawlik, Y. Li, N. A. Akarsu, A. Caliebe, K. J. W. May, B. Schweiger, F. R. Vargas, S. Balci, G. Gillessen-Kaesbach, B. Wollnik, A specific mutation in the distant sonic hedgehog (*SHH*) cis-regulator (*ZRS*) causes Werner mesomelic syndrome (WMS) while complete *ZRS* duplications underlie Haas type polysyndactyly and preaxial polydactyly

(PPD) with or without triphalangeal thumb. *Hum. Mutat.* **31**, 81–89 (2010).

43. C. Xu, X. Yang, H. Zhou, Y. Li, C. Xing, T. Zhou, D. Zhong, C. Lian, M. Yan, T. Chen, Z. Liao, B. Gao, D. Su, T. Wang, S. Sharma, C. Mohan, N. Ahituv, S. Malik, Q. Z. Li, P. Su, A novel ZRS variant causes preaxial polydactyly type I by increased sonic hedgehog expression in the developing limb bud. *Genet. Med.* **22**, 189–198 (2020).
44. T. Ikeda, H. Kawaguchi, S. Kamekura, N. Ogata, Y. Mori, K. Nakamura, S. Ikegawa, U.-I. Chung, Distinct roles of Sox5, Sox6, and Sox9 in different stages of chondrogenic differentiation. *J. Bone Miner. Metab.* **23**, 337–340 (2005).
45. D. Y. Soung, Y. Dong, Y. J. Wang, M. J. Zuscik, E. M. Schwarz, R. J. O’Keefe, H. Drissi, Runx3/AML2/Cbfa3 regulates early and late chondrocyte differentiation. *J. Bone Miner. Res.* **22**, 1260–1270 (2007).
46. R. Schweitzer, J. H. Chyung, L. C. Murtaugh, A. E. Brent, V. Rosen, E. N. Olson, A. Lassar, C. J. Tabin, Analysis of the tendon cell fate using Scleraxis, a specific marker for tendons and ligaments. *Development* **128**, 3855–3866 (2001).
47. K. K. Dey, C. J. Hsiao, M. Stephens, Visualizing the structure of RNA-seq expression data using grade of membership models. *PLOS Genet.* **13**, e1006599 (2017).
48. P. Carbonetto, K. Luo, K. Dey, J. Hsiao, M. Stephens, fastTopics: Fast algorithms for fitting topic models and non-negative matrix factorizations to count data. R package version 0.4–11. (2021).
49. D. E. Wagner, C. Weinreb, Z. M. Collins, J. A. Briggs, S. G. Megason, A. M. Klein, Single-cell mapping of gene expression landscapes and lineage in the zebrafish embryo. *Science* **360**, 981–987 (2018).
50. E. Wright, M. R. Hargrave, J. Christiansen, L. Cooper, J. Kun, T. Evans, U. Gangadharan, A. Greenfield, P. Koopman, The Sry-related gene Sox9 is expressed during chondrogenesis in mouse embryos. *Nat. Genet.* **9**, 15–20 (1995).

51. B. Boehm, M. Rautschka, L. Quintana, J. Raspopovic, Ž. Jan, J. Sharpe, A landmark-free morphometric staging system for the mouse limb bud. *Development* **138**, 1227–1234 (2011).
52. G. Andrey, R. Schöpflin, I. Jerković, V. Heinrich, D. M. Ibrahim, C. Paliou, M. Hochradel, B. Timmermann, S. Haas, M. Vingron, S. Mundlos, Characterization of hundreds of regulatory landscapes in developing limbs reveals two regimes of chromatin folding. *Genome Res.* **27**, 223–233 (2017).
53. The ENCODE Project Consortium; J. E. Moore, M. J. Purcaro, H. E. Pratt, C. B. Epstein, N. Shores, J. Adrian, T. Kawli, C. A. Davis, A. Dobin, R. Kaul, J. Halow, E. L. Van Nostrand, P. Freese, D. U. Gorkin, Y. Shen, Y. He, M. Mackiewicz, F. Pauli-Behn, B. A. Williams, A. Mortazavi, C. A. Keller, X.-O. Zhang, S. I. Elhajjajy, J. Huey, D. E. Dickel, V. Snetkova, X. Wei, X. Wang, J. C. Rivera-Mulia, J. Rozowsky, J. Zhang, S. B. Chhetri, J. Zhang, A. Vectorsen, K. P. White, A. Visel, G. W. Yeo, C. B. Burge, E. Lécuyer, D. M. Gilbert, J. Dekker, J. Rinn, E. M. Mendenhall, J. R. Ecker, M. Kellis, R. J. Klein, W. S. Noble, A. Kundaje, R. Guigó, P. J. Farnham, J. M. Cherry, R. M. Myers, B. Ren, B. R. Graveley, M. B. Gerstein, L. A. Pennacchio, M. P. Snyder, B. E. Bernstein, B. Wold, R. C. Hardison, T. R. Gingeras, J. A. Stamatoyannopoulos, Z. Weng, Expanded encyclopaedias of DNA elements in the human and mouse genomes. *Nature* **583**, 699–710 (2020).
54. I. Desanlis, Y. Kherdjemil, A. Mayran, Y. Bouklouch, C. Gentile, R. Sheth, R. Zeller, J. Drouin, M. Kmita, HOX13-dependent chromatin accessibility underlies the transition towards the digit development program. *Nat. Commun.* **11**, 2491 (2020).
55. T. Stuart, A. Butler, P. Hoffman, C. Hafemeister, E. Papalexi, W. M. Mauck, Y. Hao, M. Stoeckius, P. Smibert, R. Satija, Comprehensive integration of single-cell data. *Cell* **177**, 1888–1902.e21 (2019).
56. A. Despang, R. Schöpflin, M. Franke, S. Ali, I. Jerković, C. Paliou, W.-L. Chan, B. Timmermann, L. Wittler, M. Vingron, S. Mundlos, D. M. Ibrahim, Functional dissection of the *Sox9–Kcnj2* locus identifies nonessential and instructive roles of TAD architecture. *Nat. Genet.* **51**, 1263–1271 (2019).

57. M. Marinić, T. Aktas, S. Ruf, F. Spitz, An integrated holo-enhancer unit defines tissue and gene specificity of the Fgf8 regulatory landscape. *Dev. Cell* **24**, 530–542 (2013).
58. Z. Liu, J. Xu, J. S. Colvin, D. M. Ornitz, Coordination of chondrogenesis and osteogenesis by fibroblast growth factor 18. *Genes Dev.* **16**, 859–869 (2002).
59. S. Nassari, C. Blavet, M.-A. Bonnin, S. Stricker, D. Duprez, C. Fournier-Thibault, The chemokines CXCL12 and CXCL14 differentially regulate connective tissue markers during limb development. *Sci. Rep.* **7**, 17279 (2017).
60. G. S. Kwon, A.-K. Hadjantonakis, Eomes::GFP—A tool for live imaging cells of the trophoblast, primitive streak, and telencephalon in the mouse embryo. *Genesis* **45**, 208–217 (2007).
61. A. Zülch, M. B. Becker, P. Gruss, Expression pattern of Irx1 and Irx2 during mouse digit development. *Mech. Dev.* **106**, 159–162 (2001).
62. E. E. Storm, D. M. Kingsley, GDF5 coordinates bone and joint formation during digit development. *Dev. Biol.* **209**, 11–27 (1999).
63. R. Merino, D. Macias, Y. Gañan, J. Rodriguez-Leon, A. N. Economides, C. Rodriguez-Esteban, J. C. Izpisua-Belmonte, J. M. Hurle, Control of digit formation by activin signalling. *Development* **126**, 2161–2170 (1999).
64. J. M. Allen, E. McGlinn, A. Hill, M. L. Warman, Autopodial development is selectively impaired by misexpression of chordin-like 1 in the chick limb. *Dev. Biol.* **381**, 159–169 (2013).
65. E. Degenkolbe, J. König, J. Zimmer, M. Walther, C. Reißner, J. Nickel, F. Plöger, J. Raspopovic, J. Sharpe, K. Dathe, J. T. Hecht, S. Mundlos, S. C. Doelken, P. Seemann, A GDF5 point mutation strikes twice - Causing BDA1 and SYNS2. *PLOS Genet.* **9**, e1003846 (2013).
66. A. M. Moon, M. R. Capecchi, Fgf8 is required for outgrowth and patterning of the limbs.

*Nat. Genet.* **26**, 455–459 (2000).

67. P. H. Crossley, G. Minowada, C. A. MacArthur, G. R. Martin, Roles for FGF8 in the induction, initiation, and maintenance of chick limb development. *Cell* **84**, 127–136 (1996).
68. J. D. White, K. Indencleef, S. Naqvi, R. J. Eller, H. Hoskens, J. Roosenboom, M. K. Lee, J. Li, J. Mohammed, S. Richmond, E. E. Quillen, H. L. Norton, E. Feingold, T. Swigut, M. L. Marazita, H. Peeters, G. Hens, J. R. Shaffer, J. Wysocka, S. Walsh, S. M. Weinberg, M. D. Shriver, P. Claes, Insights into the genetic architecture of the human face. *Nat. Genet.* **53**, 45–53 (2021).
69. F. Kruse, J. P. Junker, A. van Oudenaarden, J. Bakkers, Tomo-seq: A method to obtain genome-wide expression data with spatial resolution. *Methods Cell Biol.* **135**, 299–307 (2016).
70. N. Karaiskos, P. Wahle, J. Alles, A. Boltengagen, S. Ayoub, C. Kipar, C. Kocks, N. Rajewsky, R. P. Zinzen, The *Drosophila* embryo at single-cell transcriptome resolution. *Science* **358**, 194–199 (2017).
71. M. Nitzan, N. Karaiskos, N. Friedman, N. Rajewsky, Gene expression cartography. *Nature* **576**, 132–137 (2019).
72. R. R. Stickels, E. Murray, P. Kumar, J. Li, J. L. Marshall, D. J. Di Bella, P. Arlotta, E. Z. Macosko, F. Chen, Highly sensitive spatial transcriptomics at near-cellular resolution with slide-seqV2. *Nat. Biotechnol.* **39**, 313–319 (2021).
73. J. V. Jun, C. M. Haney, R. J. Karpowicz, S. Giannakoulis, V. M.-Y. Lee, E. J. Petersson, D. M. Chenoweth, A “clickable” photoconvertible small fluorescent molecule as a minimalist probe for tracking individual biomolecule complexes. *J. Am. Chem. Soc.* **141**, 1893–1897 (2019).
74. A. L. Carlson, J. Fujisaki, J. Wu, J. M. Runnels, R. Turcotte, C. Lo Celso, D. T. Scadden, T. B. Strom, C. P. Lin, Tracking single cells in live animals using a photoconvertible near-infrared cell membrane label. *PLOS ONE* **8**, e69257 (2013).

75. B. Langmead, S. L. Salzberg, Fast gapped-read alignment with Bowtie 2. *Nat. Methods* **9**, 357–359 (2012).
76. M. O. Prates, C. R. B. Cabral, V. H. Lachos, Mixsmsn: Fitting finite mixture of scale mixture of skew-normal distributions. *J. Stat. Softw.* **54**, 1–20 (2013).
77. L. Albergante, E. Mirkes, J. Bac, H. Chen, A. Martin, L. Faure, E. Barillot, L. Pinello, A. Gorban, A. Zinovyev, Robust and scalable learning of complex intrinsic dataset geometry via ELPiGraph. *Entropy*. **22**, 296 (2020).
78. N. Mercader, L. Selleri, L. M. Criado, P. Pallares, C. Parras, M. L. Cleary, M. Torres, Ectopic *Meis1* expression in the mouse limb bud alters P-D patterning in a *Pbx1*-independent manner. *Int. J. Dev. Biol.* **53**, 1483–1494 (2009).
79. S. Yokoyama, Y. Ito, H. Ueno-Kudoh, H. Shimizu, K. Uchibe, S. Albini, K. Mitsuoka, S. Miyaki, M. Kiso, A. Nagai, T. Hikata, T. Osada, N. Fukuda, S. Yamashita, D. Harada, V. Mezzano, M. Kasai, P. L. Puri, Y. Hayashizaki, H. Okado, M. Hashimoto, H. Asahara, A systems approach reveals that the myogenesis genome network is regulated by the transcriptional repressor RP58. *Dev. Cell* **17**, 836–848 (2009).
80. J. Malkmus, L. Ramos Martins, S. Jhanwar, B. Kircher, V. Palacio, R. Sheth, F. Leal, A. Duchesne, J. Lopez-Rios, K. A. Peterson, R. Reinhardt, K. Onimaru, M. J. Cohn, A. Zuniga, R. Zeller, Spatial regulation by multiple *Gremlin1* enhancers provides digit development with *cis*-regulatory robustness and evolutionary plasticity. *Nat. Commun.* **12**, 5557 (2021).
81. R. D. Riddle, M. Ensini, C. Nelson, T. Tsuchida, T. M. Jessell, C. Tabin, Induction of the LIM homeobox gene *Lmx1* by WNT6a establishes dorsoventral pattern in the vertebrate limb. *Cell* **83**, 631–640 (1995).
82. Y. Lan, P. D. Kingsley, E. S. Cho, R. Jiang, *Osr2*, a new mouse gene related to *Drosophila* odd-skipped, exhibits dynamic expression patterns during craniofacial, limb, and kidney development. *Mech. Dev.* **107**, 175–179 (2001).
83. P. Lu, Y. Yu, Y. Perdue, Z. Werb, The apical ectodermal ridge is a timer for generating distal

limb progenitors. *Development* **135**, 1395–1405 (2008).

84. J. M. Salbaum, Punc, a novel mouse gene of the immunoglobulin superfamily, is expressed predominantly in the developing nervous system. *Mech. Dev.* **71**, 201–204 (1998).

How the deposited data were processed for this re-analysis (not part of the article)

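Single-cell transcriptomes of E11.5 mouse forelimbs were examined, from 7 limbs of 4 wild-type embryos and 4 limbs of 3 embryos homozygous for DEL(PolL-SHFM). The authors prepared MARS-seq libraries, discarded reads of low barcode quality, mapped the reads to the mm9 genome with Bowtie2, and counted UMIs per gene and well. The deposited values are raw UMI counts for 88 half-plates with 16896 wells and 34399 entries, of which 92 are spike-ins and 37 are mitochondrial genes. The remaining 34270 genes were used. Wells with 2000 to 15000 UMIs were kept. Kept cells gave between 5467909 and 15921582 UMIs per embryo, so that a gene at 1 CPM is counted with about 5 to 16 UMIs in an embryo.

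Cells were clustered with Seurat 5.3.0 from 2000 variable genes, 30 principal components, and 20 neighbors, at resolution 3 for all cells and resolution 6 for wild-type cells alone. A cluster was named when at least 2 markers of a cell type were among its 10 genes with the largest fold. A cluster that stayed unnamed was counted as mesenchyme-like. For shares of cells, each cell was thinned to 2000 UMIs with random seed 1. UMIs were summed per embryo and cell type, where at least 10 cells were available, and compared with edgeR 4.0.16 (TMM, quasi-likelihood test) and, as an alternative, DESeq2 1.42.0, in R 4.3.3 with Matrix 1.6.5 and data.table 1.17.8. Genes with an adjusted p under 0.05 were counted. Single values were compared by exact permutation of embryos, 2-sided, and paired values by exact sign flips over the 4 wild-type embryos. Log2 ratios of CPM between marker-positive and marker-negative cells used a pseudocount of 10 CPM, and those between limbs used none. Confidence intervals of shares are 95% Wilson intervals. Topics were fitted with 200 iterations. Other steps used Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3, numba 0.67.0, and matplotlib 3.10.9.

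The genes named are every gene the paper names for a claim that was tested and, for each edgeR fit, up to 5 genes with the largest change in each direction among those with an adjusted p under 0.05 and no overlap between genotypes, leaving out names that start with Gm, AC, or RP or end with Rik. *Gm11942*, *Glo1*, *Poll*, and the sex-linked genes fall outside this rule and were chosen after their values were seen. A list of 13 stress genes was compared with *Hspa8*.

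The fits were tested on simulated data in which 200 genes were changed by a log2 fold of 2. Over all kept cells, edgeR recovered 83.5% and DESeq2 86% of them. In simulated topics with a correlation of -0.903, the factorization gave -0.887. The alternatives tried were a minimum of 2500 UMIs, no upper limit, mitochondrial genes counted, no thinning, at least 2 UMIs for a positive cell, a pseudocount of 1 CPM, no filter on low counts, DESeq2, whole limbs alone, the collection date as a covariate, other clustering resolutions, centering within collection dates, 7 or 9 topics, and leaving out each embryo. The colors of the wells, the E10.5 samples, and the chromatin accessibility data were left out, so only claims on E11.5 transcript counts were examined.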

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

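The tests of exchange between libraries of a sequencing run, of carry-over of male RNA, of limbs from different embryos, and of *Gm11942* were chosen after the results were seen.

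The log2 ratio of *Col3a1* between *Acan*-positive and *Acan*-negative chondroprogenitor-like cells was -0.55 in wild-type embryo 7 and between 0.09 and 0.13 in the other 3 wild-type embryos. The gap between embryo 7 and the nearest embryo made up 0.935 of the whole range, above the critical value for 4 samples. Among 27 values over 4 wild-type embryos that were tested in this way, this was the single one past the critical value, and chance alone gives about 1 in 20, or 1.35 of these 27. The value rests on 8 *Col3a1* UMIs in 21 cells. No technical or biological explanation was tested.

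Y-linked UMIs reached 181 CPM in the AER-pattern limb that carries the number 3, from sequences the paper does not report on. In the PD-pattern limb with the same number they reached 2.68 CPM, and in the limbs of embryos 1 and 2 between 128 and 172 CPM. Carry-over of male RNA into a female limb would leave a level far below that of embryos 1 and 2, which 181 CPM is not. Y-linked UMIs were found in 65.9% of the cells of this limb (95% Wilson interval 63.2 to 68.5) and in 1.06% of the cells of the PD-pattern limb (0.646 to 1.75). *Xist* was found in 12.3% of the cells of the AER-pattern limb, against 0 of 1283 cells in embryo 1, which allows up to 0.234%. The lowest share of cells with Y-linked UMIs in any half-plate of the limb was 53.6% (44.9 to 62.1), so half-plates of a female limb were not mixed in. The *Xist* UMIs lay on cells with and without Y-linked UMIs alike, in 12.5% and 12.0% of them, which may come from free RNA of female cells in the wells. The female limbs sequenced in the same run held Y-linked UMIs in at least 2.18% of their cells, above the other female limbs, which could come from molecules assigned to another library of the run. *Xist* parted the limbs the other way round from the Y-linked genes, with 269 CPM in the PD-pattern limb, within the 161 to 434 CPM of embryos 4 to 7, and 19.4 CPM in the AER-pattern limb. The sex-linked genes thus show a male and a female limb under the same number, as limbs of different embryos would. Which of the limbs carries the wrong number stays open, and an embryo with limbs of different sex was not tested. *Glo1* adds nothing, since its 304.2 CPM in the PD-pattern limb and 243 CPM in the AER-pattern limb both lie in the range shared by embryos 5 and 7.

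*Gm11942*, which the paper does not discuss, was higher in mutant cells with a log2 fold change of 5.64 over all kept cells. It reached between 337 and 632 CPM in the 4 mutant limbs and between 1.43 and 17.2 CPM in the 7 wild-type limbs. A different mix of cell types in mutant limbs would remove the difference within cell types, but the lowest log2 fold change within a cell type was 5.17. A difference between sequencing runs or in depth does not account for it, because the lowest log2 ratio between a mutant and a wild-type limb of the same run was 5.34. *Gm11942* shares 56.7% of its 321 sequences of 25 bases with *Rplp1* and 59.5% with *Gm10073*, in the GRCm38 annotation. The lowest ratio of *Gm11942* to *Rplp1* UMIs was 0.303 in mutant limbs and the highest was 0.00842 in wild-type limbs. *Rplp1* reads counted on *Gm11942* because of a sequence variant could give such a ratio, and this cannot be told apart from an effect of the deletion, because a variant inherited with the deletion would be present in the same embryos.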

How the results depend on the processing

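The fits without either limb of embryo 3, and the mutant cell number under 3 changes at once, were chosen after seeing the data. The other alternatives were set in advance.

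Of 427 values of the results that answer a comparison, 311 kept their direction and their side of the threshold or stayed near the reported value. Of the others, 24 fell short of the threshold, 7 newly passed it, 7 changed direction, and 78 moved. All 26 results tried with mitochondrial genes counted, and all 26 tried without an upper limit on UMIs, were the same. For other named genes, 690 of 948 values were the same, 250 fell short of the threshold, 6 newly passed it, and 2 changed direction. Both of the latter concern *Hspa8* over all kept cells, which was at 0.17 without mutant embryo 4 and 0.15 without mutant embryo 6, and ranged from -1.30 to 0.17 when each embryo was left out. Where no cause is given, the cause was not tested.

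With DESeq2 and its size factors, the number of genes past an adjusted p of 0.05 was 251 over all kept cells, 298 in mesenchyme-like, 108 in chondroprogenitor-like, 54 in connective tissue-like, 92 in undifferentiated mesenchyme-like, and 4 in myogenic-like cells. With all genes with at least 1 UMI, it was 43 in mesenchyme-like, 367 in chondroprogenitor-like, 53 in connective tissue-like, 171 in undifferentiated mesenchyme-like, and 69 in both ectoderm-like and myogenic-like cells. With whole limbs alone, it was 15 over all kept cells, 10 in mesenchyme-like, 3 in connective tissue-like, 17 in undifferentiated mesenchyme-like, and 1 in both ectoderm-like and myogenic-like cells. With the collection date as a covariate, it was 46 in mesenchyme-like, 22 in connective tissue-like, and 17 in ectoderm-like cells. Joint clustering at resolution 1.5 gave 23 in chondroprogenitor-like and 26 in undifferentiated mesenchyme-like cells, and resolution 6 gave 9 in chondroprogenitor-like cells. Centering variable genes within each collection date gave 4 in chondroprogenitor-like and 74 in connective tissue-like cells.

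Without the AER-pattern limb of embryo 3, the number was 9 over all kept cells, 5 in mesenchyme-like, 3 in connective tissue-like, 20 in undifferentiated mesenchyme-like, 2 in ectoderm-like, and 1 in myogenic-like cells. Without its PD-pattern limb, it was 16 over all kept cells and 31 in chondroprogenitor-like cells.

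Across the fits that each left out 1 embryo, the number ranged from 1 to 27 over all kept cells, from 1 to 30 in mesenchyme-like, from 6 to 104 in chondroprogenitor-like, from 3 to 22 in connective tissue-like, from 14 to 98 in undifferentiated mesenchyme-like, from 2 to 22 in ectoderm-like, and from 1 to 7 in myogenic-like cells. The lowest numbers over all kept cells came without wild-type embryo 3 or 5 (1 each), and the highest in chondroprogenitor-like (104) and undifferentiated mesenchyme-like cells (98) came without wild-type embryo 7. Fewer embryos lower the power of these fits, but fits of equal size differed. Over all kept cells, 27 genes were called without wild-type embryo 2 and 18 without wild-type embryo 7. The number of embryos alone therefore does not account for the lowest numbers.

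For single genes in the same fits, log2 fold changes ranged from -7.11 to -5.25 for *Dpcd* over all kept cells, and in mesenchyme-like cells from -2.76 to -2.38 for *Gdf5*, from -7.41 to -5.94 for *Eomes*, from -3.41 to -2.85 for *Nog*, from -1.14 to 1.21 for *Gsc*, and from -0.89 to 0.59 for *Cxcl12*. *Gsc* and *Cxcl12* were below 0 without mutant embryo 1 alone. With the collection date as a covariate, *Gsc* was at -0.22 and *Cxcl12* at -0.27, and with whole limbs alone *Cxcl12* was at -0.23. *Eomes* passed the threshold with DESeq2 (-6.47, adjusted p = 5.92e-08), with all genes with at least 1 UMI (-6.35, adjusted p = 0.0148), and with the collection date as a covariate (-6.35, adjusted p = 0.0161). *Nog* passed it with DESeq2 (-3.13, adjusted p = 1.12e-06) and with all genes with at least 1 UMI (-3.10, adjusted p = 0.048).

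In ectoderm-like cells, the difference in *Fgf8* was -358.5 CPM with whole limbs alone (exact permutation test, p = 0.0571), and ranged from -758.3 to -622.8 CPM when each embryo was left out. The difference in *Fgf4* ranged from 88.3 CPM, without mutant embryo 4, to 489.2 CPM. The smallest possible p of these fits is 0.0667 or 0.1, by their number of embryos.

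The number of joint clusters with a different share of cells was 3 with the collection date as a covariate, 3 with DESeq2, 3 after centering, and 0 at resolution 1.5 and at resolution 6, with 2 and 8 clusters at an unadjusted p under 0.05. It ranged from 0, without mutant embryo 6, to 4, without mutant embryo 1. Of wild-type clusters, 22 held at least 5 cells of every embryo. The number of mutant cells was 3349 without mutant embryo 1, with mitochondrial genes counted and at least 2500 UMIs. The *Meis1* ratio was -3.79 in mesenchyme-like cells. The *Col3a1* ratio between *Acan*-positive and *Acan*-negative cells was 0.12 with at least 2500 UMIs, and ranged from -0.12 to 0.11 when each embryo was left out, the latter without embryo 7.

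The alternatives for the genes that differ between *Hoxa13*-positive and *Hoxa13*-negative *Shh*-positive cells had no main value to be compared with, and the correlation of position topics had no value under any of its alternatives, because a single topic was selected. No paired analysis was possible because wild-type and mutant limbs come from different embryos. Depth limits the detection of *Acan*, *Shh*, *Eomes*, and *Nog*, which had few UMIs per cell.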

Differences from the paper's values

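The cell numbers and the medians per cell that the paper states lay within 1.5 times of those found here. The paper gives 8750 wild-type cells and 3349 mutant cells, and 8693 and 4775 were kept here. Of the alternatives set before the data were examined, none gave fewer than 4675 mutant cells. A setting chosen after seeing the values, without mutant embryo 1, with mitochondrial genes counted, and with at least 2500 UMIs per cell, gave 3349 cells. The 3 mutant embryos and 4 limbs of the paper are reached only with embryo 1. Whether the mutant cells of the paper include embryo 1 therefore stays open, and so do the differences below that rest on this embryo. The paper gives a median of 5980 UMIs and 3115 genes per wild-type cell, and 5360 and 2938 were found here.

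The paper lists *Gsc* and *Cxcl12* among genes of depleted cell states. Over all 3 mutant embryos, their log2 fold changes in mesenchyme-like cells were 0.75 and 0.18. They were -1.14 and -0.89 without mutant embryo 1, and -0.22 and -0.27 with the collection date as a covariate, and *Cxcl12* was also at -0.23 with whole limbs alone. In none of these settings did the adjusted p of either gene pass 0.05. These values average over all mesenchyme-like cells, whereas the paper describes cell states. The paper places *Gsc* proximally. Over all kept cells, *Meis1*, a proximal marker, was at 143 CPM in embryo 1. It was at 72.0, 59.9, and 42.0 CPM in the whole limbs of wild-type embryos 2, 3, and 5. Clusters with *Cxcl12* among their top genes had fractions of wild-type cells of 0.977 (cluster 1), 0.604 (cluster 12), and 0.69 (cluster 15). Those with *Gsc* had 0.604 (cluster 12) and 0.1485 (cluster 18), or 0.996 and 0.9245 without embryo 1.

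The paper describes no expression of *Gdf5*, an inhibin gene, *Nog*, and *Chrdl1* in the mutant. Of 4442 thinned mutant mesenchyme-like cells, 0.991% had *Gdf5*, 1.62% had *Inhba*, 0.248% had *Nog*, and 3.38% had *Chrdl1*. In mutant cells of other types, the count of 0 for *Gdf5* allows up to 0.901%, and 0.601% had *Inhba*. *Nog* was more frequent in those cells than in mesenchyme-like cells. UMIs of each of these genes were thus counted in mutant cells. For *Gdf5*, the limit reflects the small number of other cells and is not a measured background. For *Nog*, the other cells are no negative control, since its UMIs were more frequent there. The comparison therefore cannot decide whether the mesenchyme-like cells express *Gdf5* or *Nog*.

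The paper reports no cell states specific to the mutant. Here, 4 joint clusters drew 80.3%, 83.9%, 63.9%, and 88.8% of their cells from mutant embryo 1. Of the clusters compared, 0 had more mutant cells at an adjusted p under 0.05, and 5 clusters had an unadjusted p under 0.05 in either direction. Without mutant embryo 1, 1 cluster had more mutant cells.

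The paper describes *Hoxa11* and *Hoxa13* in separate cell states in the mutant, as in the wild type. The log2 odds ratio of detecting both averaged 0.00 in mutant embryos and -0.89 in wild-type embryos, a difference within the spread between embryos (exact permutation test, p = 0.171). Mutant embryo 1 had 4 cells with *Hoxa13* and 0 with both genes, so its value rests on the correction for counts of 0. Without embryo 1, the mutant mean was -0.42, from opposite values of -0.92 in embryo 4 and 0.07 in embryo 6. Embryo 6 lay outside the wild-type range of -1.35 to -0.52.

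The paper gives an upper limit for the enrichment of distal cells in AER-pattern limbs. The share of *Hoxa13*-positive cells was 2.35, 3.29, and 1.79 times higher in the AER-pattern limbs of embryos 2, 3, and 5. For *Hoxa11*, a medial marker, the factors were 1.67, 1.86, and 1.37. A UMI of a single gene does not mark every distal cell, so these ratios cannot be set against the limit. The limbs numbered 3 also differ in Y-linked UMIs.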

Other observations

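The tests of other splits of the embryos were chosen after the results were seen.

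Among the 35 splits of the 7 embryos into groups of 4 and 3, 1 split, the real one, gave as many genes with an adjusted p under 0.05 as mutant against wild-type over all kept cells (27 genes). The same held for mesenchyme-like cells (1 of 35, with 26 genes) and for undifferentiated mesenchyme-like cells (1 of 35, with 49 genes). The largest count of another split was 6, 6, and 11 genes. In connective tissue-like cells, 3 of 35 splits gave at least the 6 genes of the real split, and embryos 1, 2, 4, and 6 against embryos 3, 5, and 7 gave 15. In myogenic-like cells, 4 of 35 splits gave at least the 2 genes of the real split, and embryos 1, 2, 4, and 5 against the others gave 115. For the clusters with a different share of cells, 3 of 35 splits gave at least 1 cluster. The counts in these 3 comparisons could therefore arise from the way the embryos are divided, which does not hold for each called gene. The single lower gene in myogenic-like cells was *Dpcd* (log2 fold change -7.67), which lies in the deletion. In connective tissue-like cells, *Dpcd* and *Fbxw4* stayed past the threshold in all 17 alternatives. This argues against such an origin for *Dpcd* and *Fbxw4*, whereas *Adamts19*, *Pamr1*, and *Cxxc5* each fell short in at least 8. In ectoderm-like cells, 1 of 10 splits, the real one, gave 11 genes, and a smaller share is not possible with 3 embryos per group. The median of the splits was 0 genes in each of these comparisons. The split of embryos 1, 2, 4, and 6 follows the level of *Glo1* and no technical batch.

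Clusters with most of their cells from wild-type embryo 2 took up 34.7% of the cells of its whole limb. Distal sampling by the AER-pattern limb is therefore unlikely to be the whole cause, although 59.3% of the embryo 2 cells in these clusters came from that limb, which provided 50.7% of the cells of the embryo. The collection date stays open, since no other wild-type embryo shares it.

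Most cells of mutant embryo 1 fell into clusters of their own. Of wild-type embryo 2, which was collected with it, 6.42% of the cells (95% Wilson interval 5.51 to 7.46) fell into the same clusters, above the other wild-type embryos, of which the highest had 0.796% (0.521 to 1.21). The collection date may therefore contribute to these clusters, but embryos 1 and 2 also share the male sex, and sex stays open. The AER-pattern limb with the number 3 is male by its Y-linked UMIs too, and embryo 3 had 0.796% of its cells in these clusters. This single limb, which lacks the proximal part, cannot decide on sex. The median depth of embryo 1 cells was 6281 UMIs inside and 5836 UMIs outside these clusters, so low depth is unlikely to be the cause. Embryo 1 was also the youngest mutant embryo, and its stage stays open as an untested biological explanation. Its cells had 143 CPM of *Meis1*, a proximal marker. The whole limbs of wild-type embryos 2, 3, and 5 had 72.0, 59.9, and 42.0 CPM. *Hoxa13*, a distal marker, was at 3.275 CPM in embryo 1 and at 43.95, 48.8, and 89.8 CPM in those limbs. A larger share of proximal cells in embryo 1 was not tested and stays open too.

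*Glo1* had 2 levels among embryos, with at least 240.5 CPM in each limb of embryos 3, 5, and 7 and at most 114 CPM in each limb of embryos 1, 2, 4, and 6. An inherited copy number difference of a chromosome segment might raise neighboring genes too, and 2 of 20 neighbors, *Btbd9* and *Pde9a*, had the same order of embryos. Of 8914 other genes, 6.08% had this order, above the 2.86% that chance gives, so the number of neighbors cannot decide. All embryos with the high level are wild-type, so part of the difference between genotypes follows it.

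*Fbxw4* (log2 fold change -5.58) and *Poll* (-1.62), 2 genes near *Fgf8* in the GRCm38 annotation, were lower in mutant cells over all kept cells. Loss of a larger chromosome segment is unlikely, because the median log2 fold change of 21 other neighbors was -0.11, with 0 genes past an adjusted p of 0.05, 4 at an unadjusted p under 0.05, and 12 of 21 lower. *Fgf8* itself is among these 21, at -4.23. The deletion itself and lost regulatory sequences stay open.

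*Hspa8* ranged from 274 CPM in mutant embryo 4 to 1207 CPM in mutant embryo 1. Handling stress during dissociation might raise it together with other stress genes, but over the 7 embryos the median Spearman correlation of 13 listed stress genes with *Hspa8*, on TMM-normalized values, was 0, and 6 of 13 were above 0, which decides nothing.

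*Shh* was higher in mutant mesenchyme-like cells, at 7.34 CPM against 1.62 CPM in wild-type embryos (exact permutation test, p = 0.114). The log2 fold change was 2.11 (adjusted p = 0.56).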
